# Dysregulation of xenobiotic metabolism and mitochondrial dysfunction exacerbate acetaminophen-induced hepatotoxicity in human antigen R-deficient male mice

**DOI:** 10.1016/j.tox.2026.154480

**Published:** 2026-04-28

**Authors:** Natalie Eppler, Elizabeth Jones, Forkan Ahamed, Naren Raja, Jephte Y. Akakpo, Margitta Lebofsky, Lily He, Ira Vats, Priyanka Ghosh, Yifan Yu, Kaitlyn Thomas, Colin McCoin, John Thyfault, Xiaoqing Wu, Liang Xu, Wei Cui, Rong Wang, Hartmut Jaeschke, Yuxia Zhang

**Keywords:** Acetaminophen hepatotoxicity, Human antigen R, Gene knockout, Male mouse, Xenobiotic metabolism, Mitochondrial function

## Abstract

Acetaminophen (APAP) overdose is a leading cause of acute liver failure worldwide. The RNA-binding protein Human antigen R (HuR) is a multifunctional post-transcriptional regulator that plays a pivotal role in cellular stress responses, including those triggered by APAP toxicity. This study investigated the protective role and mechanisms of HuR in APAP-induced hepatotoxicity in male mice. Hepatocyte-specific *HuR*-deficient (*HuR*^Hep−/−^) mice on a C57BL/6 N background and wild-type (WT) littermates were treated with 200 mg/kg APAP, and liver tissues were collected at 2, 6, and 24 h post-treatment. APAP exposure increased hepatic *HuR* mRNA expression and induced both HuR cleavage and the formation of a higher-molecular-weight HuR species, which correlated with injury severity. Compared with WT controls, *HuR*^Hep−/−^ mice exhibited markedly increased susceptibility to hepatotoxicity at both 2 and 6 h. Metabolite profiling revealed altered APAP metabolism and reduced expression of glutathione S-transferases (Gsts) in *HuR*^Hep−/−^ livers, consistent with impaired detoxification and increased APAP-protein adduct formation. Fourier-transform infrared (FTIR) spectroscopy further identified early biochemical alterations between genotypes as early as 2 h after APAP exposure. *HuR* deficiency also resulted in pronounced mitochondrial structural abnormalities and dysfunction, accompanied by reduced expression of mitochondrial fission and fusion proteins (Drp1 and Mfn2), increased mitochondrial protein release, and enhanced hepatocyte death. Mechanistically, HuR inhibition and overexpression studies demonstrated its regulatory role in genes involved in detoxification and mitochondrial integrity. Ribonucleoprotein immunoprecipitation (RNP-IP) confirmed direct binding of HuR to mRNAs encoding mitochondrial dynamics proteins (Drp1, Mfn2), detoxification enzymes (Gsta4, Gstm6), and antioxidant regulators (Nrf2, Gclc, Gclm). Collectively, these findings identify hepatocyte HuR as a critical regulator of xenobiotic metabolism and mitochondrial function and establish the essential role of HuR in early protection against APAP-induced hepatotoxicity.

## 1. Introduction

Globally, acetaminophen (APAP), also known as paracetamol, is among the most widely used analgesic and antipyretic medications (Chidiac et al. 2023). Due to its narrow therapeutic index and widespread presence in over-the-counter medications, APAP is the leading cause of acute liver failure in the United Kingdom and the United States (Bernal and Wendon, 2013). Early administration of the sulfhydryl donor, N-acetylcysteine (NAC), is key to detoxification and patient survival following an APAP overdose (Green et al. 2013). However, APAP overdose patients often present late to the clinic, limiting the efficacy of current intervention strategies (Chidiac et al. 2023). To improve current intervention strategies, a greater mechanistic understanding of APAP-induced hepatotoxicity is warranted.

The liver plays a central role in the metabolism and elimination of APAP. At therapeutic doses, APAP is primarily detoxified through glucuronidation and sulfation to form non-reactive metabolites (McGill and Jaeschke, 2013). However, at supratherapeutic doses, the sulfation pathway becomes saturated, leading to increased formation of the hepatotoxic metabolite N-acetyl-p-benzoquinone imine (NAPQI) (Ramachandran and Jaeschke 2019a). Rapid detoxification of NAPQI through conjugation with glutathione (GSH) is essential to prevent hepatic injury (Mitchell et al. 1973). The resulting APAP conjugates are subsequently eliminated from hepatocytes via apical and basolateral membrane transport proteins (McGill and Jaeschke, 2013). Experimental studies targeting various drug-metabolizing enzymes (DMEs) and membrane transporters have revealed complex and overlapping mechanisms governing APAP detoxification and disposition (Henderson et al. 2000; Zamek-Gliszczynski et al. 2006). Although the number of DMEs is relatively limited compared with the vast array of xenobiotics they process, modulation of their expression through induction or repression has profound effects on xenobiotic half-life, activation, and tissue distribution. Nuclear receptors such as pregnane X receptor (PXR) and constitutive androstane receptor (CAR) are well established transcriptional regulators of DMEs in this context (Willson and Kliewer, 2002). In contrast, the post-transcriptional regulation of DME expression remains poorly understood. Tight control of mRNA stability by RNA-binding proteins is a key mechanism that enables cells to rapidly adapt to environmental changes. Human antigen R (HuR; ELAVL1) is a ubiquitously expressed post-transcriptional regulator that binds adenine- and uridine-rich elements (AREs) and U-rich sequences within the 3′ untranslated regions and intronic regions of target mRNAs (Lebedeva et al. 2011; Lopez de Silanes et al., 2004). While HuR binding primarily stabilizes mRNAs, it also regulates mRNA export, translation, and, in some cases, mRNA decay (Eppler et al. 2025; Galban et al. 2008). In addition, HuR has nuclear functions, including the regulation of alternative splicing and polyadenylation (Akaike et al. 2014). Accordingly, a major objective of this study was to elucidate the role of HuR in the post-transcriptional regulation of hepatic APAP metabolism.

Mitochondria are particularly susceptible to NAPQI-mediated toxicity, and interventions that mitigate mitochondrial injury provide significant protection against APAP-induced hepatotoxicity (Ramachandran et al. 2018). Within mitochondria, covalent binding of NAPQI to nucleophilic proteins disrupts the respiratory chain, enhances reactive oxygen species generation, dissipates mitochondrial membrane potential, and ultimately triggers opening of the mitochondrial permeability transition (MPT) pore, leading to necrotic cell death (Ramachandran and Jaeschke 2019b). Moreover, disturbances in mitochondrial morphology and dynamics impair respiratory efficiency (Donnelly et al. 1994) and increase mitochondrial susceptibility to MPT pore opening (Picard et al. 2013). In the liver, HuR is activated in response to oxidative stress and confers cyto-protection in murine hepatocytes during ischemia reperfusion injury, in part through induction of the antioxidant enzyme heme oxygenase-1 (HO-1) (Dery et al. 2020). Similarly, HuR protects against diet-induced mitochondrial dysfunction by regulating expression of key electron transport chain components, including cytochrome c (Cytc), NADH:ubiquinone oxidoreductase subunit B6 (Ndufb6), and ubiquinol–cytochrome c reductase binding protein (Uqcrb) (Zhang et al. 2020). Recent evidence also indicates that hepatocyte HuR protects against APAP-induced liver injury by promoting hepatocyte proliferation, autophagy, and antioxidant defense following overdose (Lu et al. 2024). However, whether the exacerbated liver injury observed in hepatocyte-specific *HuR*-deficient (*HuR*^Hep−/−^) mice results, at least in part, from mitochondrial dysfunction associated oxidative stress remains unclear. Therefore, the second aim of this study was to evaluate mitochondrial structural and functional integrity in *HuR*^Hep−/−^ livers under normal condition and over the time course following APAP overdose.

Fourier transform infrared (FTIR) spectroscopy is a label-free and highly sensitive technique for detecting subtle biomolecular alterations in biological samples (Baker et al. 2014). By measuring infrared light absorption, FTIR generates unique molecular fingerprints, particularly within the fingerprint region (1800–900 cm^−1^), which corresponds to vibrational transitions of proteins, lipids, carbohydrates, and nucleic acids (Wang and Wang, 2021). Our previous studies demonstrated that FTIR-based biomolecular profiling can effectively differentiate oral squamous cell carcinoma from benign tissues (Wang et al. 2021), predict malignant transformation risk in precancerous oral lesions (Wang et al. 2025), and identify biochemical signatures associated with tumor treatment responses (Ly et al. 2025). Despite its proven utility in oncology, the application of FTIR spectroscopy in detecting early biochemical alterations in liver tissues following drug-induced injury remains unexplored. Therefore, the third aim of this study was to employ FTIR spectroscopy to characterize subtle molecular differences between wild-type (WT) and *HuR*^Hep−/−^ livers following APAP overdose, thereby assessing its potential as a sensitive, non-destructive analytical tool for early detection of molecular perturbations in liver toxicology research.

In the present study, we demonstrate that the disposition of GSH-conjugates of APAP metabolites is markedly altered in *HuR*^Hep−/−^ mice, accompanied by dysregulation of glutathione S-transferases (Gsts), key phase II DMEs. Consistent with these findings, FTIR analysis revealed early alterations in hepatic biochemical composition in *HuR*-deficient livers after APAP exposure. In addition, *HuR*^Hep−/−^ livers exhibited reduced mitochondrial abundance and disrupted mitochondrial morphology, along with reduced expression of mitochondrial fusion and fission proteins (Mfn2 and Drp1), impaired respiratory capacity, and increased ROS production. Mechanistically, HuR inhibition and overexpression indicate that HuR regulates genes governing detoxification and mitochondrial integrity. Ribonucleoprotein immunoprecipitation (RNP-IP) further confirmed direct binding of HuR to mRNAs encoding mitochondrial dynamics proteins (Drp1, Mfn2), detoxification enzymes (Gsta4, Gstm6), and antioxidant regulators (Nrf2, Gclc, Gclm). Together, these findings support a protective role for HuR in maintaining hepatic function during acute APAP-induced injury and reveal multiple regulatory mechanisms underlying this effect. Collectively, our study provides new insight into the molecular networks governed by hepatocyte HuR, highlighting its essential role in xenobiotic metabolism, mitochondrial integrity, and early protection against APAP-induced hepatotoxicity.

## 2. Materials and methods

### 2.1. Animal studies

*HuR*^flox/flox^ mice (JAX stock #: 021431) and Alb-Cre mice (JAX stock #: 003574) were obtained from Jackson Laboratory (Bar Harbor, ME, USA). Hepatocyte *HuR* knockout (*HuR*^Hep−/−^ represents HuR^flox/flox^; Alb-Cre positive) and their littermate wild-type controls (WT represents HuR^flox/flox^; Alb-Cre negative) were generated by crossbreeding *HuR*^flox/flox^ mice with Alb-Cre mice and subsequently backcrossing into the C57BL/6 N genetic background for 10 generations. Mice were housed in a virus-free facility with a 12 h light/dark cycle (lights on from 6 a.m.–6 p.m.) and maintained at a temperature of 25°C, with ad libitum access to food and water. Male mice aged 8–10 weeks were used for the experiments (n = 5–6/group) and randomly assigned to experimental groups. Prior to APAP administration, mice were fasted overnight. APAP from Sigma-Aldrich (St. Louis, MO, USA) was dissolved in warm saline and administered intraperitoneally at a dose of 200 mg/kg. All animal experiments were performed in accordance with the NIH Guide for the Care and Use of Laboratory Animals and reported following the ARRIVE guidelines. Animal protocol was approved by the Institutional Animal Care and Use Committee (ICAUC) at the University of Kansas Medical Center.

### 2.2. Histopathology and immunohistochemistry

Liver tissues were fixed in 10% formalin in PBS (pH 7.4) for 24 h, processed, paraffin-embedded, sectioned into 5 μm slices, and stained with hematoxylin and eosin (H&E) for histopathological evaluation. The extent of liver injury was assessed by a pathologist Dr. Wei Cui who was blinded to genotype and treatment group information. Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) staining was performed on rehydrated liver sections using the In Situ Cell Death Detection Kit (Roche, 11684809910) to assess cell death. For immunohistochemistry (IHC), antigen retrieval was performed on rehydrated sections and sodium citrate buffer (10 mM, pH 6.0) in a pressure cooker at high pressure for 5 min was used for F4/80, while Tris-EDTA buffer (10 mM, pH 9.0) at high pressure for 10 min was used for PCNA and Ly6g. Endogenous peroxidase activity was blocked with 0.3% H_2_O_2_, and non-specific binding was prevented with 10% normal horse serum. Sections were incubated overnight at 4°C with primary antibodies: F4/80 (Cell Signaling Technology, 70076), PCNA (Cell Signaling Technology, 13110S), and Ly6g (Cell Signaling Technology, 87048). Antibody binding was detected using ImmPRESS peroxidase polymer detection kits (Vector Laboratories, MP-7402) and ImmPACT DAB substrate (Vector Laboratories, SK-4105). Sections were counterstained with hematoxylin. An anti-3-Nitrotyrosine antibody (Abcam, ab61392) was used for immunofluorescence staining. For image acquisition, five fields per slide were randomly selected and imaged using an Olympus IX73 microscope. Quantification was performed using Fiji (ImageJ), and measurements from each animal were averaged to generate a single value representing one biological replicate for statistical analysis. No samples were excluded after data acquisition unless technical artifacts (e.g., tissue processing defects) were present.

### 2.3. FTIR imaging and data analysis

Paraffin-embedded liver tissues sectioned at 5 μm thickness were mounted on barium fluoride (BaF_2_) discs (25 × 2 mm; REFLEX Analytical Corp., Ridgewood, NJ, USA) for FTIR imaging. Sections were deparaffinized in histological-grade xylene (CAS 1330–20–7; Sigma-Aldrich, St. Louis, MO, USA) for 5 min × 3 at room temperature, air-dried, and stored overnight in a vacuum desiccator. FTIR images were acquired in transmission mode using a PerkinElmer Spectrum Spotlight imaging system (Spectrum One, Spotlight 300; PerkinElmer, Waltham, MA, USA) with Spectrum IMAGE software. Imaging parameters were as follows: spectral resolution, 4 cm^−1^ ; spectral range, 4000–950 cm^−1^ ; pixel size, 6.25 μm; and 16 co-added scans per pixel. Three regions of interest (ROIs), each measuring 400 × 400 μm and located near central vein regions, were selected per tissue section. Spectral preprocessing and analysis were conducted using PLS_Toolbox (Eigenvector Research Inc., Manson, WA, USA) in MATLAB R2020b (MathWorks, Natick, MA, USA). The workflow included: (1) transmission-to-absorbance conversion (A = log(1/T)); (2) selection of the fingerprint region (1800–950 cm^−1^); (3) Savitzky–Golay smoothing; (4) extended multiplicative signal correction; (5) automated weighted least-squares baseline correction; and (6) vector normalization. Principal component analysis (PCA) and Hotelling’s T^2^ versus Q-residuals plots were then applied for exploratory analysis and outlier removal (Wang et al. 2021). A representative FTIR spectrum for each ROI was obtained by averaging pixel-level spectra and used for subsequent analysis. Three animals per group was used for FTIR imaging and the animal slection was based on H&E staining and serum ALT levels that most closely reflected the average injury severity of the respective group.

### 2.4. Determination of APAP metabolites in mouse plasma by LC-MS/MS

APAP metabolites in mouse plasma were detected as described previously (Akakpo et al. 2018; Ghosh et al. 2023). Standards, including 4-acetamidophenyl β-D-glucuronide (APAP-Gluc), 4-acetaminophen sulfate (APAP-Sulf), 3-(N-acetylcysteine) acetaminophen (APAP-NAC), 3-cysteinylacetaminophen trifluoroacetic acid (APAP-Cys), acetaminophen glutathione (APAP-GSH), along with internal standards acetaminophen-d4 and acetaminophen-sulfate-d3, were sourced from Toronto Research Chemicals (Toronto, Canada). Stock solutions (1 mM) and a mixed standard solution (75 μM) were prepared in 50:50 methanol: water, with working standards (0.25–25 μM) diluted from the stock. Samples and standards were prepared on ice. Plasma from untreated mice was pooled as the blank matrix. To precipitate proteins, 20 μl of plasma or 50 μl of working standard was mixed with 90 μl of methanol containing internal standards (200 ng/ml acetaminophen-d4 and 1000 ng/ml acetaminophen-sulfate-d3). Additional water and methanol were added, followed by vortexing for 10 s and centrifugation at 13,400 × g for 10 min at 4°C. Analysis was performed using LC-MS/MS with a Waters Acquity UPLC^®^ system and Quattro Premier XE mass spectrometer in positive mode with multiple reaction monitoring (MRM). Separation was achieved on a Waters UPLC^®^ HSS T3 column (1.8 μm, 2.1 × 150 mm) at 50°C using a gradient flow of mobile phase A (6 mM ammonium acetate in water with 0.01% formic acid) and mobile phase B (methanol). The gradient transitioned from 2% to 75% B over 3.5 min, then to 98% B over 0.5 min, and held for 2 min at 0.4 ml/min. Quantification used a weighted (1/x) linear regression of analyte/internal standard peak area ratios. Internal standard acetaminophen sulfate-d3 and QuanLynx software (version 4.1) were used for MS peak integration. Detection limits were 0.250 μM for APAP-GSH, 0.125 μM for APAP-Sulf and APAP-Gluc, 0.063 μM for APAP-Cys, and 0.025 μM for APAP-NAC. Quantification was performed using internal standards to correct for extraction efficiency and instrument variability. Metabolite levels were normalized to sample volume to ensure comparability across samples. Each sample was measured in triplicate, and the mean of the three measurements was used to represent a single biological replicate (individual mouse) for statistical comparison.

### 2.5. Analysis of APAP protein adducts by high-pressure liquid chromatography (HPLC)

Liver APAP protein adducts were quantified as described previously (Akakpo et al. 2018; Ghosh et al. 2023). Briefly, Liver homogenates were filtered through a Bio-Spin 6 column to remove lower molecular weight metabolites. To release APAP-Cys, filtrates were then digested overnight with 8 U/ml Streptomyces griseus protease. Following digestion, lysates were precipitated using 40% trichloroacetic acid for 10 min on ice. The residual APAP-Cys adducts were quantified using high-performance liquid chromatography with electrochemical detection (HPLC-ECD) and were further normalized to tissue weight to account for differences in sample size. Each sample was measured in triplicate, and the mean of the three measurements was used to represent a single biological replicate (individual mouse) in the figure.

### 2.6. Hepatic mitochondrial isolation and measurement of respiration and H_2_O_2_ emission

Hepatic mitochondria were isolated as described previously (Kumari et al. 2024; McCoin et al. 2019). Briefly, liver tissue was excised, submerged in 8 ml cold isolation buffer (220 mM mannitol, 70 mM sucrose, 10 mM Tris, 1 mM EDTA, pH 7.4), and homogenized on ice. Homogenates were centrifuged at 4°C for 10 min at 1500 × g. The supernatant was strained and centrifuged again at 4°C for 10 min at 8000 × g. The mitochondrial pellet was resuspended in 6 ml isolation buffer and centrifuged at 4°C for 10 min at 6000 × g. This step was repeated using 4 ml isolation buffer containing 0.1% fatty acid-free BSA. The final pellet was resuspended in MiR05 mitochondrial respiration buffer (pH 7.1) and used for respiration studies. Mitochondrial respiration and H_2_O_2_ emission were measured simultaneously using an Oroboros O2K fluorometer (Oroboros Instruments, Austria) following established protocols (Kumari et al. 2024; McCoin et al. 2019). Experiments started with 2 mM malate, 10 mM coenzyme A, and 2.5 mM L-carnitine. Potassium pyruvate (5 mM) was added to measure basal respiration (Leak). Maximal coupled respiration (State 3) was determined with 2.5 mM adenosine diphosphate (ADP) and further complex I-driven rates were measured with 2 mM glutamate. Maximal respiratory rates (State 3S) were assessed by adding 10 mM succinate, and uncoupled respiration was measured with 0.1 mM carbonyl cyanide-p-(trifluoromethoxy) phenylhydrazone (FCCP) titrations. All data were normalized to mitochondrial protein content determined by a DC protein assay (BIO-RAD, Hercules, CA). OXPHOS capacity was calculated as State 3 respiration minus Leak, and mitochondrial redox was determined as basal H_2_O_2_ production divided by basal respiration. Data were analyzed using DatLab 7 Software. Each sample was measured in triplicate, and the mean of the three measurements was used to represent a single biological replicate (individual mouse) in the figure.

### 2.7. Electron microscopy

To assess mitochondrial morphology, transmission electron microscopy (TEM) was performed on hepatocyte mitochondria from untreated livers and from livers collected 2, 6, and 24 h after APAP overdose in WT and *HuR*^Hep−/−^ mice. For each genotype and time point, one mouse was examined, and multiple hepatocytes and mitochondria were quantified per animal. Representative animals were selected based on H&E staining and serum ALT levels that most closely reflected the average injury severity of the respective group. Liver tissue pieces (approximately 1 ×5 mm) were fixed with 2% glutaraldehyde in 0.1 M cacodylate buffer for 2 h at room temperature with gentle shaking, followed by overnight fixation at 4 °C. Tissues were then post-fixed in 1% osmium tetroxide (OsO_4_) and embedded in Embed-812 resin. Ultrathin sections were mounted on grids and stained with uranyl acetate and lead citrate. Sections were examined using a JEOL JEM-1400 transmission electron microscope equipped with a LaB_6_ gun (JEOL, Tokyo, Japan). For image acquisition, ten fields per section were randomly selected and captured digitally. Mitochondrial features were quantified using Fiji (ImageJ) software. Measurements were performed at the organelle level and are presented as within-animal distributions.

### 2.8. Biochemical measurements of GSH/GSSG and alanine aminotransferase (ALT)

Total liver GSH levels were determined using a modified Tietze assay (Jaeschke and Mitchell, 1990). In brief, snap-frozen livers were homogenized on ice in 3% sulfosalicylic acid containing 0.1 mM EDTA. To measure liver GSH, one aliquot of liver homogenate was added to 0.01 N HCl, centrifuged and the supernatant was further diluted with 100 mM potassium phosphate buffer (KPP). To measure GSSG, another aliquot was added to 10 mM N-ethylmaleimide (NEM) in KPP to trap GSH. The residual NEM was removed with a C18 SepPack column and GSSG was determined by the Tietze assay using dithionitrobenzoic acid. Plasma ALT was measured spectrophotometrically with an ALT reagent kit according to the manufacturer’s instructions (Pointe Scientific, Canton, MI).

### 2.9. RNA isolation and real-time PCR

Total RNA was isolated using TRIzol reagent (Invitrogen), as described previously (Magee et al. 2020; Zou et al. 2018). cDNA was synthesized from Isolated RNA using the Applied Biosystems High-Capacity cDNA Reverse Transcription Kit (Fisher Scientific, Hampton, NH, USA). Real-time PCR was performed using Applied Biosystems SYBR Green PCR Master Mix (Fisher Scientific, Hampton, NH, USA). The primer sequences used for PCR amplification can be found in Supplementary Table 1. The cDNA from each individual animal was analyzed by qPCR. The amplification results were quantified by measuring the threshold cycle (Ct) value and normalized to the expression of the housekeeping gene hypoxanthine guanine phosphoribosyl transferase 1 (*Hprt1*), which served as an internal reference to control for sample-to-sample variation in RNA input and reverse transcription efficiency. Relative gene expression was calculated using the 2−ΔΔCt method, and results are presented as fold change relative to the control group.

### 2.10. RNA sequencing data analysis

Liver transcriptome profiles from *HuR*^Hep−/−^ and WT fed a normal chow diet were analyzed using the RNA sequencing (RNA-seq) data set GSE287727, recently deposited to GEO by our group. Analysis was conducted with CLC Genomics Workbench software (Qiagen, Redwood City, CA, USA). Illumina reads were aligned to the *Mus musculus* C57BL/6 genome refseq_GRCm38.p6 using local read and reverse strand alignment. Reads were visualized, and differentially expressed genes (DEGs) were identified based on an adjusted p-value of ≤ 0.05 and a fold change ≥ 1.5 relative to controls. DEGs with an RPKM value < 0.01 (~10 total counts) in either of the *HuR*^Hep−/−^ and WT groups were excluded from further analysis. Canonical pathway enrichment was determined using Ingenuity Pathway Analysis (IPA) software (Qiagen, Redwood City, CA, USA), with pathways considered significant if they had a z-score ≥ 2.

### 2.11. Protein isolation and immunoblotting

Mouse liver protein lysates were prepared by homogenizing tissues in RIPA buffer (20 mM Tris-HCl (pH 7.5), 150 mM NaCl, 1 mM Na2EDTA, 1 mM EGTA, 1% NP-40, 1% sodium deoxycholate, 2.5 mM sodium pyrophosphate, 1 mM beta-glycerophosphate, 1 mM Na_3_VO_4_, 1 μg/ml leupeptin) with protease inhibitors (Fisher Scientific PI78410, Hampton, NH, USA). After centrifugation the protein-containing supernatant was collected for whole protein analysis. Cytoplasmic and mitochondrial protein fractions were isolated as described (Adelusi et al. 2022). Liver tissue was homogenized in ice-cold mitochondrial isolation buffer (220 mM mannitol, 70 mM sucrose, 2.5 mM HEPES, 10 mM EDTA, 1 mM EGTA, 0.1% BSA, pH 7.4) using a Teflon pestle. Homogenates were centrifuged at 2500 g for 10 min at 4° C to remove nuclei and debris. The supernatant was centrifuged again at 20,000 g for 10 min at 4°C. The cytoplasmic protein was collected from the supernatant, and the mitochondrial pellet was washed and centrifuged again. Protein concentrations were measured using the DC protein assay (BIO-RAD, Hercules, CA, USA). Protein samples were mixed with loading buffer and resolved on polyacrylamide gels by electrophoresis and transferred to nitrocellulose membranes. Membranes were blocked with 5% skim milk for 1 h at room temperature, then incubated with primary antibodies (1:1000 dilution) either overnight at 4°C or for 2 h at room temperature. Primary antibodies included rabbit anti-AIF (CST, 4642S), rabbit anti-Bax (CST, 2772S), rabbit anti-Smac (CST, D5S3R), mouse anti-HuR (Santa Cruz, sc-5261), rabbit anti-Cyp2e1 (Abcam, Ab28146), rabbit anti-pJNK (CST, 4668 P), rabbit anti-JNK (CST, 9252 T), rabbit anti-Caspase-3 (CST, 9665), rabbit anti-cyclin D1 (CST, 2978S), mouse anti-GAPDH (Sigma, G8795), mouse anti-α-tubulin (Sigma, T6199), mouse anti-β-actin (Sigma, A2228), and rabbit anti-VDAC (CST, D73D12). Following primary antibody incubation, membranes were washed and incubated with the corresponding horseradish peroxidase-conjugated secondary antibody at room temperature for 1 h. Antibody binding was visualized using either Super Signal West Pico Plus Chemiluminescent Substrate (Fisher, PI34580) or Super Signal West Femto Chemiluminescent Substrate (Fisher, PI34094). Images were captured using an Odyssey XF imaging system (LI-COR, Lincoln, NE). β-Actin, GAPDH, and VDAC were used as loading controls, and protein band densitometry was performed using Image Studio Lite software. Protein expression levels were normalized to their respective loading controls and presented as fold change relative to the control groups.

### 2.12. HuR modulation in Hepa 1–6 cells

Mouse hepatoma cell line Hepa 1–6 cells obtained from the American Type Culture Collection (ATCC, CRL-1830) were maintained in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% fetal bovine serum (FBS) under standard culture conditions (37 °C, 5% CO_2_). To inhibit HuR activity, cells were treated with a specific HuR inhibitor KH-39 at a final concentration of 10 μM for 48 h, with DMSO used as the vehicle control. For HuR overexpression, cells were transfected with pcDNA RFP-HuR expression plasmid for 24 h, with pcDNA RFP used as the corresponding transfection control. For each condition, cells were plated and treated in triplicate. At the end of the treatment period, cells were harvested for both RNA and protein isolation. Total RNA was extracted for subsequent qPCR analysis, and whole-cell protein lysates were prepared for Western blot analysis.

### 2.13. Validation of HuR targets by ribonucleoprotein immunoprecipitation (RNP-IP)

RNP-IP was performed in Hepa 1–6 cells to validate HuR target transcripts. Cells cultured in 100-mm dishes to approximately 6 × 10^6^ cells per dish were washed twice with ice-cold PBS and lysed in 1 ml of ice-cold lysis buffer containing 50 mM Tris-HCl (pH 8.0), 150 mM NaCl, and 1% NP-40 supplemented with protease inhibitors and RNase inhibitor on ice for at least 30 min with intermittent vortexing or gentle homogenization. After centrifugation at 12,000 × g for 20 min at 4 °C, supernatants were collected and precleared with Dynabeads Protein G (Thermo Fisher Scientific, #10003D) overnight at 4 °C with gentle rotation. The following day, supernatants were collected, and protein concentration was determined. For each immunoprecipitation, 1 mg of total protein was incubated with 1 μg of anti-HuR antibody (Santa Cruz, sc-5261) or IgG control (CST, 2729) for 3 h at 4 °C, followed by overnight incubation with 50 μL of Dynabeads Protein G at 4 °C with gentle rotation. Beads were washed three times with lysis buffer containing protease inhibitors and RNase inhibitor. RNA was then extracted from the bead-bound complexes using TRIzol reagent. In parallel, 100 μg of precleared lysate was processed for RNA isolation as the input control. Because RNA yield from immunoprecipitated samples was low, all recovered RNA was used for reverse transcription and cDNA was analyzed by qPCR. Enrichment of target transcripts in HuR immunoprecipitates relative to IgG controls was calculated after normalization to the corresponding input sample using the ΔΔCt method. The RNA-IP experiments were independently repeated twice using cells from separate culture dishes to confirm reproducible HuR binding to target mRNAs.

### 2.14. Statistical analysis

Statistical analyses were performed using GraphPad Prism 9.0 (GraphPad Software, La Jolla, CA, USA). Data are presented as mean ± SEM (standard error of the mean). Individual mice were considered biological replicates, whereas measurements obtained from multiple mitochondria or regions of interest (ROIs) within the same animal were treated as technical replicates. Statistical differences between 2 groups were analyzed using an unpaired 2-tailed Student’s t test. Comparisons involving multiple genotypes and time points were analyzed using twoway ANOVA followed by Sidak’s multiple comparisons test. For FTIR datasets with hierarchical structure (multiple ROIs per animal), statistical analyses were performed using a nested one-way ANOVA with a mixed-effects model (REML), treating mouse as a random effect to account for clustering of measurements within animals and to avoid pseudoreplication. Exact n values are provided in the figure legends. A p value *<* 0.05 was considered statistically significant.

## 3. Results

### 3.1. APAP overdose increases hepatic HuR mRNA expression and induces HuR cleavage and formation of a higher-molecular weight HuR-immunoreactive product

Cellular stress is known to alter HuR expression, subcellular localization, post-translational protein modification, and protein proteolytic cleavage (Mazroui et al. 2008; Talwar et al. 2011). In this study, hepatic HuR expression was examined over the time course of APAP-induced hepatotoxicity in male *HuR*^flox/flox^ mice on a C57BL/6 N background following treatment with 200 mg/kg APAP. Plasma ALT levels measured at 2, 6, and 24 h after APAP overdose increased progressively (2 h vs Control, p = 0.05; 6 h vs 2 h, p = 0.04; 24 h vs 6 h, p = 0.01) (Fig. 1A) and were consistent with previous reports in C57BL/6 J mice (Bhushan et al. 2014; Duan et al. 2016). The increase in plasma ALT was accompanied by elevated hepatic *HuR* mRNA expression at 2 and 6 h following APAP treatment (2 h vs control, p = 0.005; 6 h vs 2 h, p = 0.02), whereas *HuR* mRNA levels returned to baseline by 24 h (24 h vs 6 h, p = 0.01) (Fig. 1B).

Western blot analysis of liver samples following APAP exposure revealed two additional HuR-immunoreactive bands in addition to the full-length 32 kDa HuR protein: a higher-molecular weight band (HuR-HMW) between 50 and 75 kDa and a lower-molecular weight cleavage product (HuR-CP) at approximately 25 kDa (Fig. 1C). Both HuR-HMW and HuR-CP were minimally detectable in untreated control livers but increased markedly after APAP exposure (HuR-HMW: 2 h vs control, p = 0.02; HuR-CP: 2h vs control, p = 0.002; 24h vs 6h, p = 0.02), with their abundance closely paralleling serum ALT levels. In contrast, the level of full-length 32 kDa HuR significantly decreased at 24 h (24 h vs 6 h, p = 0.007), corresponding to the time point of maximal ALT elevation. Overall, the total levels of HuR-immunoreactive bands (HuR- HMW, HuR, and HuR-CP) increased following APAP exposure (2 h vs Control, p = 0.002) (Fig. 1C). Based on its apparent molecular weight, the HuR-HMW band may represent HuR dimers or higher-order HuR-containing complexes formed under oxidative stress conditions associated with APAP-induced hepatotoxicity. Previous studies have shown that the RNA recognition motif (RRM1) and RRM1/2 domains of HuR can undergo homodimerization in vitro through a disulfide bond at cysteine 13, a mechanism that may contribute to redox-dependent regulation of HuR activity under oxidative stress conditions (Benoit et al. 2010). This is particularly relevant in APAP-induced hepatotoxicity, which is characterized by severe mitochondrial oxidative stress, reactive nitrogen species formation, and covalent protein modification by the reactive metabolite NAPQI. However, the precise identity of the HuR-HMW species observed in this study remains unclear and warrants further investigation.

Lethal cellular stress has been known to trigger caspase-mediated cleavage of HuR at aspartate 226 within its nucleocytoplasmic shuttling sequence, generating the 24-kDa HuR cleavage product that contributes to pp32/PHAP-I-mediated regulation of apoptosis (Mazroui et al. 2008). Additionally, HuR cleavage has been reported to function as a molecular switch that alters HuR affinity for target transcripts and promotes apoptosis progression (von Roretz et al. 2013). In the present study, cleaved caspase-3 was not detected at any time point following APAP exposure (Supplementary Figure 1). Because hepatocyte death after APAP overdose is well established to occur predominantly through mitochondrial dysfunction and necrotic cell death, rather than caspase-3-dependent apoptosis (Jaeschke et al. 2018; Lambrecht et al. 2024), these findings indicate that APAP-induced liver injury is associated with HuR protein modification and cleavage through caspase-3 independent mechanisms. Accordingly, further studies are warranted to define the molecular pathways responsible for HuR cleavage and modification during APAP-induced hepatotoxicity.

### 3.2. Heightened liver injury severity in HuR^Hep−/−^ mice at early time points following APAP overdose

We next assessed the progression of APAP-induced liver injury in WT and *HuR*^Hep−/−^ mice. Liver tissues and plasma were collected at 2, 6, and 24 h after APAP overdose. Quantitative PCR confirmed the efficient *HuR* depletion in *HuR*^Hep−/−^ livers (Fig. 2A). As expected, plasma ALT levels and hepatic necrotic area increased over time following APAP administration in both genotypes (Fig. 2B–D). Compared with WT mice, *HuR*^Hep−/−^ mice exhibited significantly higher plasma ALT levels at both 2 h (WT vs *HuR*^Hep−/−^, p = 0.04) and 6 h (WT vs *HuR*^Hep−/−^, p < 0.0001) post-overdose (Fig. 2B), along with more extensive liver necrosis at 6 h (WT vs *HuR*^Hep−/−^, p < 0.001) (Fig. 2D). In contrast, the severity of liver injury was comparative between genotypes at 24 h post overdose (Fig. 2B–D). Overall, these data indicate that hepatocyte *HuR* deficiency is associated with increased early liver injury following APAP overdose (200 mg/kg), without a detectable difference in injury severity at later time points.

### 3.3. FTIR analysis reveals distinct biochemical signatures in WT and HuR^Hep−/−^ livers before and after 2-hour APAP exposure

FTIR spectroscopy was applied to liver sections from control and 2 h APAP-treated WT and *HuR*^Hep−/−^ mice to characterize subtle biochemical differences associated with *HuR* deficiency and early APAP-induced injury. Representative FTIR spectra from three regions of interest (ROIs) located near central vein regions per sample and three animals per group were analyzed and compared (Supplementary Figure 2). The animal selected for FTIR analysis was chosen based on H&E staining and serum ALT levels that most closely reflected the average injury severity of the respective group. Spectral changes were observed across three regions: (a) 1480 – 1420 cm_−1_ , corresponding primarily to lipids; (b) 1350 – 1200 cm_−1_ , associated with the amide III band of protein and nucleic acids; and (c) 1150 – 950 cm_−1_ , reflecting contributions from glycogen, nucleic acids, and phospholipid (Fig. 3A). Changes were assessed based on peak height/intensity and peak shifts, which reflect quantity and structural alterations of these molecules. Because multiple ROIs were obtained per animal, the FTIR data exhibit a hierarchical structure (ROIs nested within animals). All FTIR datasets were analyzed using a nested one-way ANOVA with a mixed-effects model (REML). This hierarchical approach partitions variance between biological replicates (independent animals; n = 3 per group) and technical replicates (3 ROIs per animal), ensuring that statistical inference is properly conducted at the animal level.

In the lipid-associated 1480 – 1420 cm_−1_ region, both WT and *HuR*-^Hep−/−^ mice exhibited significantly reduced peak intensity at 1460 cm_−1_ following 2 h of APAP treatment compared with their respective controls (WT, p = 0.007; *HuR*^Hep−/−^, p = 0.002) (Fig. 3B). In addition, the *HuR*^Hep−/−^ APAP 2 h group displayed a band shift toward lower wavenumbers compared to other groups, suggesting APAP-induced structural alterations in lipid molecules that may be accentuated by *HuR* deficiency (Fig. 3A). Within the 1350 – 1200 cm_−1_ region, the WT APAP 2 h group exhibited a significant increase in peak intensity at 1238 cm_−1_ compared with untreated WT controls (p = 0.02), whereas this APAP-induced increase was absent in *HuR*^Hep−/−^ livers (Fig. 3B). In the 1150 – 950 cm_−1_ spectral region, only APAP-treated *HuR*^Hep−/−^ livers exhibited reduced peak intensities at 1080 cm^−1^ (p = 0.05) and 1024 cm^−1^ (p = 0.03), consistent with reduced hepatic glycogen content after APAP treatment (Fig. 3B). There findings suggest that *HuR* loss alters the early metabolic response to APAP-induced liver injury. Additionally, the *HuR*^Hep−/−^ control group exhibited greater inter-sample variability at 1080 cm_−1_ and 1024 cm_−1_ (Fig. 3B), indicating baseline metabolic heterogeneity in *HuR*-deficient livers. No significant differences between WT and *HuR*^Hep−/−^ groups were detected in the amide I (1700 – 1600 cm_−1_) or amide II (1570 – 1500 cm_−1_) regions (Fig. 3A). In summary, FTIR spectroscopy revealed significant, region-specific biochemical alterations in liver tissue as early as 2 h after APAP exposure in both WT and *HuR*^Hep−/−^ mice, with *HuR* deficiency exacerbating or modifying lipid- and glycogen-associated spectral changes during early hepatotoxic injury.

### 3.4. Altered APAP metabolite disposition in HuR^Hep−/−^ mice 2 h after APAP overdose

Efficient early detoxification and elimination of reactive APAP metabolites are critical for limiting liver injury following APAP overdose (McGill and Jaeschke, 2013). Bulk liver RNA-seq analysis of untreated WT and *HuR*^Hep−/−^ livers revealed dysregulation of multiple metabolic pathways in *HuR*^Hep−/−^ mice, including pathways associated with xenobiotic metabolism (Fig. 4A). 

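The RNA-seq comparison covered livers of untreated male mice fed normal chow, 3 labelled WT and 3 labelled *HuR* Hep-/-, with 1 library per mouse. The paper's methods describe floxed mice crossed with albumin-Cre mice and studied at 8 to 10 weeks of age. The labels deposited with the libraries describe floxed mice of 4 to 6 months that received an adeno-associated virus carrying Cre under a hepatocyte promoter, or a virus without Cre as the control. The count tables do not show which description holds for these 6 livers. The authors deposited the number of reads they counted on each gene, as whole numbers without normalization, for 20775 genes listed by Ensembl identifier. The paper names a RefSeq annotation for the alignment. Of the identifiers, 20703 matched a symbol in the GENCODE annotation of GRCm38, from which the positions given here were taken. Between 31956699 and 35540263 reads per library were counted on genes, with a median of 34156682 in the livers labelled WT and 34866793 in those labelled *HuR* Hep-/-. Counts were scaled for library size by the trimmed mean of M-values (TMM) and turned into log2 CPM, counts as a share of the library total, with a pseudocount of 0.5. The 13526 genes that passed a filter on low counts were tested with limma, with a trend of the variance on expression and Benjamini-Hochberg adjustment. The paper's criteria for a DEG were kept as an adjusted p of at most 0.05, a fold change of at least 1.5 and at least 10 counts over the 3 libraries of each group.
HuR is encoded by *Elavl1* (ENSMUSG00000040028), which lies on chromosome 8 of GRCm38 from 4285382 to 4325413. The raw counts on *Elavl1* were 938, 876 and 948 in the livers labelled WT and 1475, 1265 and 1261 in those labelled *HuR* Hep-/-. The normalized counts of *Elavl1* were 961 ± 25.3 (SD, n = 3) and 1278 ± 69.8 (SD, n = 3). The log2 fold change of *Elavl1* was 0.41 (standard error 0.068, adjusted p = 0.0219 from limma with Benjamini-Hochberg adjustment). All 3 livers labelled *HuR* Hep-/- lay above all 3 labelled WT (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). With each mouse left out in turn, the log2 fold change of *Elavl1* lay between 0.36 and 0.43, and its adjusted p between 0.0381 and 0.105, at most 0.05 in 2 of the 6 fits (without WT replicate 2 or *HuR* Hep-/- replicate 3). The transcript of the targeted gene was thus higher, not lower, in the livers labelled *HuR* Hep-/-, which goes against the label. The counts cover the whole gene and do not separate its exons. Groups are named by their labels, and each direction given for the genotype rests on those labels.

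**Figure D1:**
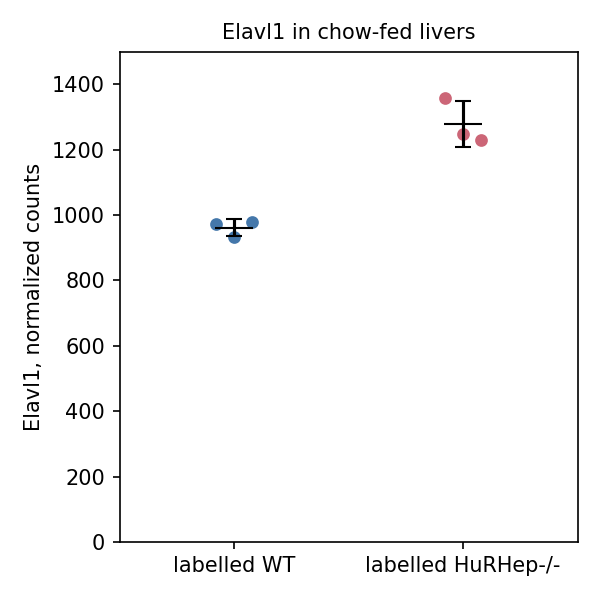
Normalized counts of *Elavl1* on the vertical axis in chow-fed livers labelled WT or *HuR* Hep-/-. Each point is 1 mouse and bars give the mean ± SD (n = 3); the means are 961 and 1278.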

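By these criteria 302 genes were DEGs, 173 higher and 129 lower in the livers labelled *HuR* Hep-/-. All 302 had values in the 2 groups that did not overlap. Over all tested genes this held for 29.5%, and chance gives 10%. A test against a fold change of 1.5, in place of a threshold on the estimate, called 6 genes. Without *HuR* Hep-/- replicate 2 the criteria called 8 genes, and without any other single library between 80 and 330. Among called genes with a mean normalized count of at least 100, *Saa1* had the largest rise, from 1044 ± 623 to 19577 ± 15881 normalized counts (SD, n = 3 per group, log2 fold change 4.01, standard error 0.64, adjusted p = 0.0211 from limma). Of its sequence, 47.3% in words of 31 bases also occurs in transcripts of other genes, mainly *Saa2*. *Tff3*, *9030619P08Rik*, *Lcn2* and *Mt2* followed, with log2 fold changes of 3.38, 3.17, 3.07 and 3.05. The largest falls were in *Gm43302* (-2.46), *Hamp2* (-1.99), *Srcap* (-1.89) and *Ugt1a5* (-1.73), followed by *Gm15622*, which fell from 428 ± 206 to 122 ± 10.2 normalized counts (SD, n = 3 per group). *Gm43302*, *Srcap* and *Ugt1a5* overlap other genes on the same strand over 0.816, 0.617 and 0.595 of their exons, and *Hamp2* shares 31.4% of its sequence with *Hamp*, so their counts are uncertain. Each of these 10 genes kept its direction in the 6 fits that left out 1 mouse. Without *HuR* Hep-/- replicate 2 all 10 had an adjusted p above 0.05, from 0.0506 (*Srcap* and *9030619P08Rik*) to 0.173 (*Hamp2*). Most calls rested on other livers as well. Of the 6 fits, *Gm43302* and *Hamp2* passed the threshold in 1, *Saa1*, *Tff3* and *Lcn2* in 2, and *Mt2* and *Gm15622* in 3. *Srcap*, *Ugt1a5* and *9030619P08Rik* passed it in 5.
Of 186 genes of xenobiotic metabolism listed by family name (*Cyp1* to *Cyp3*, *Ugt*, *Sult*, *Gst*, *Ces*, *Fmo*, *Aox*, *Aldh* and related families), 142 were tested. Their median log2 fold change was -0.21, with 40 higher and 102 lower (adjusted p = 6.67e-06 from limma's camera with a preset correlation of 0.01). The split into 40 and 102 was the same under all 3 scalings of library size. Of the 142 genes, 18 had an adjusted p of at most 0.05 over all genes tested and 47 when adjusted over the list alone. There were 11 DEGs among them, 2 higher and 9 lower. The 2 that rose were *Ugt1a9* (log2 fold change 1.15) and *Aldh1b1* (0.91). Among DEGs with a mean normalized count of at least 100, the largest falls besides *Ugt1a5* were in *Ces1b* (-1.15) and in *Ces1e*, which went from 7081 ± 967 to 3540 ± 373 normalized counts (SD, n = 3 per group). These 4 genes had an adjusted p of 0.0506 (*Ugt1a9*) to 0.0848 (*Aldh1b1*) without *HuR* Hep-/- replicate 2. Over the 6 fits that left out 1 mouse, *Aldh1b1* passed the threshold in 3 and *Ugt1a9*, *Ces1b* and *Ces1e* in 5 each. *Ugt1a9* and *Ugt1a5* share exons with other *Ugt1a* genes, and *Ces1b* shares 23.9% of its sequence with other genes. The set was not called by limma's fry (adjusted p = 0.127) or by camera with an estimated correlation (adjusted p = 0.553). Camera with the preset correlation also called it in 5 of the 9 other splits of the 6 livers into groups of 3. From an enrichment analysis of the DEGs in IPA (Fig. 4A), whose gene sets are not used here, the paper states that metabolic pathways, those of xenobiotic metabolism among them, were dysregulated in *HuR* Hep-/- mice.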

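*Gsta1* (ENSMUSG00000074183), *Gsta2* (ENSMUSG00000057933) and *Gsta4* (ENSMUSG00000032348) lie on chromosome 9 of GRCm38 at 78230656 to 78242684, 78331018 to 78355788 and 78182774 to 78209349. *Gstm6* (ENSMUSG00000068762) and *Gstm7* (ENSMUSG00000004035) lie on chromosome 3 at 107938847 to 107943749 and 107926334 to 107931817. All 5 genes had a lower mean in the livers labelled *HuR* Hep-/-. *Gstm7* fell from 2023 ± 160 to 1295 ± 110 normalized counts (SD, n = 3 per group), a log2 fold change of -0.64 (standard error 0.088, adjusted p = 0.0131 from limma). *Gstm6* fell from 4723 ± 626 to 2882 ± 545 normalized counts (SD, n = 3 per group), a log2 fold change of -0.72 (standard error 0.15, adjusted p = 0.0409 from limma). Both were DEGs by the criteria used here. *Gsta4* went from 2613 ± 451 to 1605 ± 368 normalized counts (SD, n = 3 per group), a log2 fold change of -0.71 (standard error 0.18), but its adjusted p from limma was 0.0692. *Gsta2* went from 1347 ± 461 to 653 ± 159 normalized counts (SD, n = 3 per group), a log2 fold change of -1.01 (standard error 0.27), with an adjusted p of 0.0779 from limma. In these 4 genes the groups did not overlap (two-sided exact permutation test, p = 0.1 for each). *Gsta1* had 341 ± 152 and 194 ± 151 normalized counts (SD, n = 3 per group), a log2 fold change of -0.98 (standard error 0.51, adjusted p = 0.293 from limma). Its groups overlapped, since *HuR* Hep-/- replicate 1 had 401 reads on *Gsta1* where the other mice of its group had 111 and 107. Without that mouse the log2 fold change of *Gsta1* was -1.58 (adjusted p = 0.088), and over all fits without 1 mouse its adjusted p from limma ran from 0.088 to 0.582.
Over the 6 fits that each left out 1 mouse, *Gstm7* had an adjusted p of at most 0.05 in 3 (0.0165 to 0.0755 over all 6) and *Gstm6* in 2 (0.0219 to 0.148), and every one of the 5 genes had a negative log2 fold change in each fit. *Gsta2* and *Gsta4* passed the threshold without WT replicate 2 (adjusted p = 0.028 and 0.0474) and in no other of these fits (up to 0.244 and 0.216). Adjusted over the list alone, 4 of the 5 genes had an adjusted p of at most 0.05, against 2 of 5 adjusted over all genes tested. The study chose this list on these samples, so the first count is not independent evidence. Reads of *Gsta1* and *Gsta2* are uncertain, because 92.2% and 75.6% of their sequence, in words of 31 bases, also occurs in transcripts of other genes. The gene closest to *Gsta1*, *Gm3776* (87.8% of its words), is not listed in the count tables, so a sum that follows reads shared with it cannot be formed. The summed counts of *Gsta1*, *Gsta2* and *Gm10639*, the gene closest to *Gsta2* (56.4% of its words), were 1693 ± 612 and 851 ± 308 (SD, n = 3 per group), a log2 fold change of -0.98 (standard error 0.43).

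**Figure D2:**
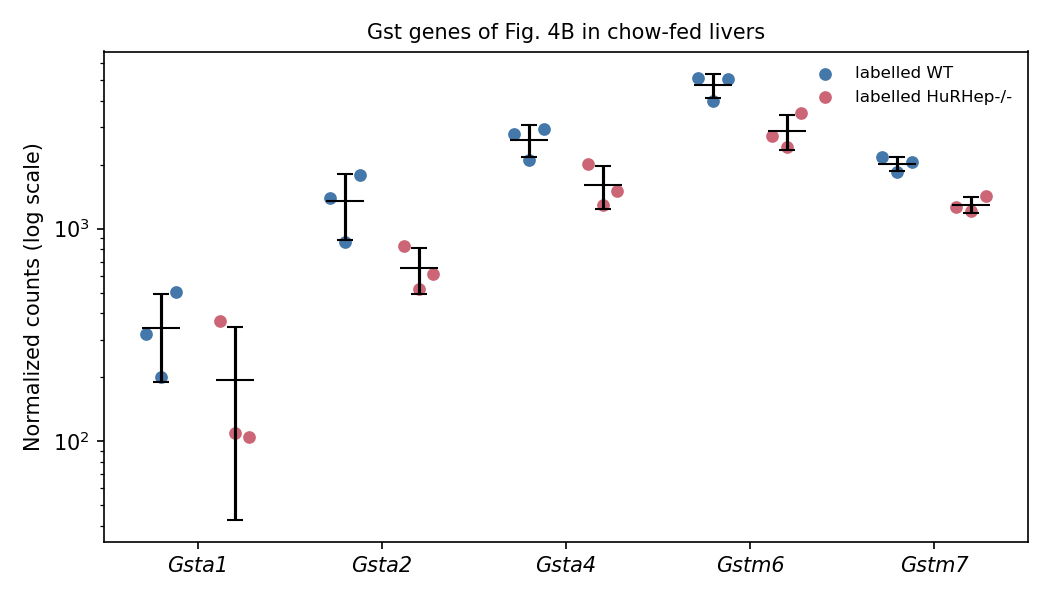
Normalized counts of 5 *Gst* genes on a log axis in chow-fed livers labelled WT (blue) or *HuR* Hep-/- (red). Each point is 1 mouse and bars give the mean ± SD (n = 3); the groups overlap in *Gsta1* and in none of the other 4 genes.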

More specifically, several significantly repressed DEGs identified in *HuR*^Hep−/−^ livers encoded glutathione S-transferases (*Gsts*), including *Gsta1*, *Gsta2*, *Gsta4*, *Gstm6*, and *Gstm7* (Fig. 4B). These cytosolic, phase II detoxification enzymes catalyze the conjugation of glutathione (GSH) to electrophilic metabolites such as the reactive APAP metabolite NAPQI, as well as the glutathionylation of redox-sensitive proteins (Coles et al. 1988; Mazari et al. 2023). Although GSH conjugation predominates at therapeutic APAP doses, GST-mediated detoxification becomes increasingly important as hepatic GSH levels decline during overdose (Coles et al. 1988).

In both mice and humans, APAP undergoes extensive hepatic metabolism, and plasma levels of APAP and its downstream metabolites reflect hepatic metabolic capacity (Fischer et al. 1981; Prescott, 1980) (Fig. 4C). To evaluate APAP metabolism in *HuR*^Hep−/−^ mouse, APAP metabolites were quantified in plasma collected from WT and *HuR*^Hep−/−^ mice 2 h after 200 mg/kg APAP overdose. Plasma levels of unconjugated APAP and the major phase II metabolites APAP-glucuronide (APAP^Gluc^) and APAP-sulfate (APAP^Sulf^) were comparable between WT and *HuR*^Hep−/−^ mice (Fig. 4D). In contrast, consistent with reduced GSTs expression, plasma levels of downstream products of GSH conjugation to NAPQI, including APAP-GSH (APAP^GSH^), APAP-cysteine (APAP^Cys^), and APAP N-acetylcysteine (APAP^Nac^), were dramatically decreased in *HuR*^Hep−/−^ mice relative to WT controls. Specifically, at 2 h after APAP overdose, plasma from *HuR*^Hep−/−^ mice contained 87-fold (p = 0.05), 29-fold (p = 0.01), and 78-fold (p = 0.02) lower levels of APAP^GSH^, APAP^Cys^, and APAP^Nac^, respectively (Fig. 4D). Because GSH conjugation to NAPQI occurs only after phase I bioactivation of APAP (McGill and Jaeschke, 2013), expression of the primary cytochrome P450 enzyme responsible for NAPQI formation, Cyp2e1, was also examined. However, Cyp2e1 protein levels did not differ between WT and *HuR*^Hep−/−^ mice (Fig. 4E). Collectively, these findings indicate that altered APAP metabolite disposition in *HuR*-deficient mice is unlikely to result from differences in APAP bioactivation via Cyp2e1. Rather, these findings suggest impaired downstream detoxification, particularly reduced GSH conjugation, which may increase the availability of reactive NAPQI for covalent binding to hepatic proteins, a well-established contributor to APAP-induced liver injury.

### 3.5. Aberrant mitochondrial structure and function in HuR^Hep−/−^ livers before and after APAP exposure

Mitochondrial dysfunction is central to the progression of APAP-induced hepatotoxicity (Ramachandran and Jaeschke 2019b). Mechanistically, APAP overdose impairs mitochondrial respiratory function in hepatocytes (Burcham and Harman, 1991), while inherent defects in the electron transport chain (ETC) function predispose mitochondria to injury (Vercellino and Sazanov, 2022). To assess mitochondrial respiration, we used an O2k fluorometer to measure respiration and H_2_O_2_ production of mitochondria isolated from untreated WT and *HuR*^Hep−/−^ male livers, as well as from WT and *HuR*^Hep−/−^ livers collected 2 h after 200 mg/kg APAP treatment. Various electron transport chain substrates (pyruvate, ADP, glutamate, malate) and the uncoupler, FCCP, were added to mitochondria within the fluorometric chamber to assess mitochondrial respiratory capacity. Overall, mitochondrial respiration increased with the addition of each substrate and reached maximal levels following FCCP addition in mitochondria isolated from both WT and *HuR*^Hep−/−^ mice (Fig. 5A). However, leak (basal) respiration and succinate-driven State 3 (State 3S) respiration were decreased significantly in mitochondria from untreated *HuR*^Hep−/−^ livers relative to WT controls (basal, p = 0.04; State 3S, p = 0.04) (Fig. 5A). In addition, mitochondrial redox status (H_2_O_2_^Basal^/O_2_^Basal^) was elevated in mitochondria isolated from untreated *HuR*^Hep−/−^ livers relative to WT (p = 0.03), although OXPHOS capacity (Resp.^ADP^-Resp.^Basal^) did not differ between genotypes (Fig. 5B). Following APAP treatment, mitochondrial respiration was impaired in both WT and *HuR*^Hep−/−^ mice, as indicated by markedly reduced OXPHOS capacity and increased redox potential in mitochondria isolated 2 h after APAP overdose (Fig. 5B). Because proper assembly and function of the electron transport chain (ETC) are essential for mitochondrial respiration and limiting oxidant stress (Vercellino and Sazanov, 2022), we next assessed ETC protein expression. Western blot analysis revealed no differences in the expression of representative proteins from ETC complexes I-V between WT and *HuR*^Hep−/−^ livers under either control or APAP-treated conditions (Supplementary Figure 3 A). Collectively, these findings indicate that impaired mitochondrial respiration in untreated *HuR*^Hep−/−^livers occurs independently of changes in ETC protein abundance and may predispose mitochondria to increased oxidant stress.

Defects in mitochondrial structure are closely linked to mitochondrial dysfunction under conditions of cellular stress (Eisner et al. 2018). To assess mitochondrial morphology, transmission electron microscopy (TEM) was used to examine hepatocyte mitochondria from untreated livers and from livers collected 2, 6, and 24 h following APAP overdose. For each genotype and time point, one mouse was analyzed, and multiple hepatocytes and mitochondria were quantified per animal. The animal selected for TEM analysis was chosen based on H&E staining and serum ALT level that most closely reflected the average injury severity of the respective group. Because TEM analysis was performed on a single animal per group at each time point and mitochondrial features were quantified at the organelle level, these data are presented as within-animal observations and should be considered descriptive. Additional biological replicates will be required for statistical validation. Overall, mitochondrial number and morphology in hepatocytes appeared to change dynamically in response to APAP exposure and hepatocyte-specific *HuR* deficiency (Fig. 5C). In untreated conditions, hepatocytes from *HuR*^Hep−/−^ livers contained fewer mitochondria and reduced total mitochondrial area compared with WT controls (Fig. 5C). Despite this reduction, mitochondria in *HuR*^Hep−/−^ hepatocytes displayed a more circular morphology, as quantified by the circularity index (4π × area/perimeter^2^; ImageJ) (Fig. 5C and Supplementary Figure 3B). At 2 h following APAP overdose, mitochondrial number appeared decreased in both WT and *HuR*^Hep−/−^ hepatocytes relative to untreated controls; however, mitochondria at this time point exhibited a more elongated morphology (Fig. 5C). Importantly, extremely large and elongated mitochondria were observed specifically in *HuR*^Hep−/−^ livers at 2 h post-APAP exposure (Fig. 5C, insert). By 6 h post-overdose, mitochondrial number appeared to increase in WT hepatocytes relative to the 2-hour time point, whereas this increase was not observed in *HuR*^Hep−/−^ livers (Fig. 5C). Correspondingly, *HuR*^Hep−/−^ hepatocytes exhibited reduced mitochondrial area compared with WT at this time point (Fig. 5C). At 24 h, mitochondrial circularity and surface area in WT hepatocytes appeared comparable to untreated controls. In contrast, *HuR*^Hep−/−^ hepatocytes continued to exhibit higher mitochondrial circularity and surface area relative to WT (Fig. 5C and Supplementary Figure 3B). Taken together, these descriptive TEM observations suggest that both APAP exposure and hepatocyte-specific *HuR* deficiency are associated with alterations in mitochondrial morphology. In particular, the dynamic changes in mitochondrial number observed in WT livers, characterized by an early decrease at 2 h, partial recovery at 6 h, and subsequent decline at 24 h, appeared attenuated in *HuR*^Hep−/−^ livers, suggesting impaired mitochondrial remodeling in response to APAP-induced stress.

Canonical mitochondrial fusion and fission proteins play essential roles in large-scale remodeling of mitochondrial structure and function (Eisner et al. 2018). Accordingly, we next assessed the expression of key mitochondrial fusion and fission proteins 2 h after APAP overdose, a time point associated with pronounced morphological alterations. At this time point, *HuR*^Hep−/−^ livers exhibited a 1.5-fold reduction in the outer mitochondrial membrane fusion protein mitofusin 2 (Mfn2) and a 2.4-fold reduction in the cytoplasmic mitochondrial fission protein dynamin-related protein 1 (Drp1) compared with WT livers (Mfn2, p = 0.01; Drp1, p = 0.007) (Fig. 5D). In contrast, levels of optic atrophy 1 (Opa1), an inner mitochondrial membrane fusion protein, were unchanged between WT and *HuR*^Hep−/−^ livers (Fig. 5D). Collectively, the coordinated reduction in Mfn2 and Drp1 expression is consistent with the aberrant mitochondrial morphology observed in *HuR*^Hep−/−^ hepatocytes and provides a mechanistic link between disrupted mitochondrial dynamics and the impaired respiratory capacity observed in *HuR*-deficient livers. Together, these findings indicate that hepatocyte *HuR* deficiency compromises mitochondrial dynamics, thereby exacerbating both structural remodeling and functional mitochondrial deficits under basal conditions and following APAP-induced liver injury.

### 3.6. Increased mitochondrial protein release, oxidant stress, and cell death in HuR^Hep−/−^ livers 2 h after APAP overdose

Defects in mitochondrial respiration and morphology contribute to APAP-induced hepatotoxicity by promoting mitochondrial oxidant stress and release of mitochondrial proteins into the cytosol (Picard et al. 2013). Accordingly, markers of mitochondrial oxidant stress and mitochondrial dysfunction were assessed in WT and *HuR*^Hep−/−^ mouse livers at 2 h following APAP overdose (Fig. 6). Phosphorylation and mitochondrial translocation of c-JUN N-terminal kinase (pJNK) are established indicators of JNK activation and increased mitochondrial ROS production (Ramachandran and Jaeschke 2019a). At 2 h post-overdose, the pJNK/JNK ratio was increased 1.6-fold in the cytoplasmic fraction of *HuR*^Hep−/−^ male mouse livers relative to WT (p = 0.04) (Fig. 6A). In contrast, mitochondrial translocation of pJNK and total JNK did not differ between WT and *HuR*^Hep−/−^ mouse livers at this time point (Fig. 6B), suggesting that JNK activation was unlikely to be a major contributor to the heightened liver injury observed in *HuR*^Hep−/−^ mice at this time point.

To more directly assess mitochondrial oxidant stress, immunofluorescence staining for nitrotyrosine protein adducts was performed (Fig. 6C). Following APAP overdose, nitrotyrosine adduct formation is largely restricted to mitochondria damaged by ROS, making nitrotyrosine adducts a relatively specific marker of mitochondrial oxidant stress (Cover et al. 2005). Consistent with enhanced mitochondrial oxidative stress, immunofluorescence staining revealed visibly higher levels of nitrotyrosine adducts in *HuR*^Hep−/−^ male mouse livers compared with WT at 2 h post-overdose (Fig. 6C). In parallel, levels of the mitochondrial intermembrane space protein apoptosis-inducing factor (AIF), a marker of severe mitochondrial dysfunction (Bajt et al. 2006; Masubuchi et al. 2005), were markedly increased in both mitochondrial and cytoplasmic fractions of *HuR*^Hep−/−^ male mouse livers relative to WT (Fig. 6A and B). Specifically, AIF levels were increased 2.6-fold (p = 0.04) in cytoplasmic mitochondrial fractions and 4.4-fold (p = 0.03) in mitochondrial fractions of *HuR*^Hep−/−^ livers at 2 h following APAP overdose. Following release into the cytoplasm, AIF translocates to the nucleus, where it functions as an endonuclease that cleaves DNA and promotes hepatocyte necrosis (Bajt et al. 2006). Consistent with increased mitochondrial AIF release and indicative of DNA damage, terminal deoxynucleotidyl transferase dUTP nick-end labeling (TUNEL) staining was increased approximately 13-fold (p = 0.03) in *HuR*^Hep−/−^ mouse livers compared with WT at 2 h post-overdose (Fig. 6D). Taken together, these findings suggest that enhanced mitochondrial dysfunction and oxidative stress are key drivers of early hepatocyte necrosis in *HuR*^Hep−/−^ male mouse livers following APAP overdose.

### 3.7. Persistent mitochondrial dysfunction, enhanced APAP-protein adduct accumulation, and impaired glutathione recovery exacerbate hepatotoxicity in HuR-deficient livers at 6 h after APAP overdose

More severe liver injury persisted in *HuR*^Hep−/−^ male mouse livers at 6 h following APAP overdose (Fig. 2). Accordingly, canonical markers of mitochondrial dysfunction and APAP-induced hepatotoxicity were assessed in WT and *HuR*^Hep−/−^ livers at this later time point. As observed at 2 h, cytoplasmic JNK activation was modestly increased in *HuR*^Hep−/−^ male mouse livers but did not reach statistical significance, and overall JNK activation and mitochondrial translocation were comparable between WT and *HuR*^Hep−/−^ livers at 6 h (Fig. 7A and B). In contrast, cytoplasmic levels of the mitochondrial intermembrane proteins AIF and Smac were robustly increased in *HuR*^Hep−/−^ male mouse livers compared to WT (Fig. 7A). Specifically, AIF and Smac levels were increased 7.1-fold (p = 0.038) and 3.6-fold (p = 0.005), respectively, in cytoplasmic fractions of *HuR*^Hep−/−^ livers at 6 h post-overdose (Fig. 7A).

Altered APAP metabolite disposition in HuR-deficient mice (Fig. 4D) may impair downstream detoxification, thereby increasing the availability of reactive NAPQI for covalent binding to hepatic proteins and formation of APAP-Cys protein adducts, a well-established contributor to APAP-induced liver injury (Jaeschke and Ramachandran, 2024). Consistent with this, APAP-Cys adduct levels were increased 1.65-fold (p = 0.048) in HuR^Hep−/−^ male mouse livers compared with WT at 6 h post-overdose (Fig. 7C). In parallel, hepatic levels of GSH and glutathione disulfide (GSSG), the oxidized form of the GSH, were reduced by 1.6-fold (p = 0.05) and 2.16-fold (p = 0.03), respectively, in HuR^Hep−/−^ male mouse livers relative to WT at the 6-hour time point (Fig. 7D). Glutamate cysteine ligase (Gcl), the rate-limiting enzyme in GSH synthesis, consists of a catalytic (Gclc) and a modifier (Gclm) subunits (Lu, 2013). Consistently, Gclc and Gclm mRNA levels were significantly reduced by approximately 1.82-fold (p = 0.0009) and 1.4-fold (p = 0.05), respectively, in HuR^Hep−/−^ livers compared with WT livers at 6 h (Fig. 7E), providing a mechanistic basis for the delayed recovery of hepatic GSH levels observed at this time point (Fig. 7D). Nuclear factor erythroid 2-related factor 2 (Nrf2) is a key transcriptional regulator of antioxidant-response element genes, including Gclc and Gclm. A trend toward lower Nrf2 protein levels was observed in HuR^Hep−/−^ male livers compared with WT at the 6-hour time point (Fig. 7F), consistent with the reduced induction of Gclc and Gclm. Taken together, these findings suggest that increased accumulation of APAP-Cys protein adducts, accompanied by impaired GSH recovery, potentially due to reduced induction of Nrf2, Gclc, and Gclm, contributes to the persistent liver injury observed in HuR^Hep−/−^ male mice at 6 h following APAP overdose. Additional studies, including HuR rescue experiments, will be necessary to fully establish the causal mechanisms involved.

### 3.8. Impaired hepatocyte proliferation in both WT and HuR-deficient livers at 24 h after APAP overdose

Sterile inflammation – mainly driven by the activity of macrophages and neutrophils – plays a crucial role in resolving liver injury following APAP overdose (Jaeschke and Ramachandran, 2020; Rodrigues et al. 2023). Immunohistochemistry (IHC) staining for the macrophage marker, F4/80, and the neutrophil marker, lymphocyte antigen 6 family member G (Ly6g), revealed similar immune cell abundance in WT and *HuR*^Hep−/−^ livers following APAP overdose (Fig. 8A). However, qPCR analysis revealed significantly increased expression of pro-inflammatory cytokines and chemokines, including tumor necrosis factor α (*Tnfa*; p = 0.005) and C-C motif chemokine ligand 2 (*Ccl2*; p = 0.0048), in *HuR*^Hep−/−^ mouse livers compared with WT livers at 24 h following APAP overdose (Fig. 8B). These findings suggest that *HuR* loss promotes a more pro-inflammatory environment compared to WT during APAP overdose-induced hepatotoxicity.

Hepatocytes proliferation is critical for liver regeneration after APAP overdose (Bhushan and Apte, 2019). To assess hepatocyte proliferation, IHC staining for proliferating cell nuclear antigen (PCNA) was performed on liver tissues from WT and *HuR*^Hep−/−^ male mice on a C57BL/6 N background. Although liver regeneration is less well characterized in the C57BL/6 N substrain, studies in C57BL/6 J mice have reported the increase of PCNA-positive hepatocytes at 24 h following a moderate APAP dose (300 mg/kg), whereas a severe dose (600 mg/kg) delays PCNA induction in male livers (Bhushan et al. 2014). In the present model, PCNA-positive hepatocytes were not detected in either WT or *HuR*^Hep−/−^ male mouse livers at 24 h following a 200 mg/kg APAP overdose compared with untreated controls (Fig. 8C). Given that C57BL/6 N mice are significantly more susceptible to APAP-induced hepatotoxicity than C57BL/6 J mice (Duan et al. 2016), these data suggest that 200 mg/kg APAP induces a severe injury in C57BL/6 N male mice, sufficient to delay the onset of liver regeneration. Taken together, these findings indicate that liver regeneration was delayed in both WT and *HuR*^Hep−/−^ male mice at 24 h following a 200 mg/kg APAP overdose.

### 3.9. Validation of HuR targets by HuR modulation and RNP-IP

To investigate the mechanisms by which HuR regulates detoxification and mitochondrial integrity, we queried the oRNAment database and identified multiple putative HuR recognition motifs within 3′-un-translated regions of mRNAs encoding mitochondrial dynamics proteins (Drp1, Mfn2), detoxification enzymes (Gsta4, Gstm6), and antioxidant regulators (Nrf2, Gclc, Gclm). To determine whether HuR modulates the expression of these genes, Hepa 1–6 cells were treated with a specific HuR inhibitor KH-39 or transfected with an RFP-HuR expression plasmid. KH-39 is a recently developed, potent, and selective HuR inhibitor from Dr. Liang Xu’s group that binds the HuR RNA-binding pocket and effectively disrupts HuR-ARE interactions (Liu et al. 2025; Wu et al. 2023). Treatment with 10 μM KH-39 significantly reduced mRNA expression of Mfn2 (1.3-fold decrease; p = 0.02), Gsta4 (1.99-fold decrease; p < 0.001), Gstm6 (2.52-fold decrease; p = 0.004), Nrf2 (1.54-fold decrease; p = 0.01), Gclc (1.66-fold decrease; p = 0.03), and Gclm (1.3-fold decrease; p = 0.05) compared with DMSO controls (Fig. 9A). Interestingly, although Drp1 mRNAs were not significantly altered, Drp1 protein levels showed a decreasing trend following KH-39 treatment (Fig. 9B). Consistent with previous report, inhibition of HuR by small-molecule inhibitors, can reduce protein expression of target genes without proportionally decreasing mRNA levels (Wu et al. 2020). This discrepancy likely reflects the dual, yet separable, roles of HuR in promoting mRNA stabilization and translation. When HuR binding is disrupted by inhibitor, ribosome recruitment and translation efficiency are impaired, leading to reduced protein synthesis even in the absence of immediate mRNA degradation.

In contrast, HuR overexpression significantly increased mRNA levels of Mfn2 (1.36-fold; p = 0.02), Gsta4 (1.62-fold; p < 0.001), Gstm6 (2.04-fold; p = 0.007), Nrf2 (1.32-fold; p = 0.02), Gclc (1.31-fold; p = 0.01), and Gclm (1.89-fold; p = 0.03) relative to vector controls (Fig. 9C), with HuR overexpression confirmed by Western blot (Supplementary Figure 4A). Importantly, RNP-IP demonstrated significant enrichment of HuR-bound mRNAs compared with IgG controls, including Drp1 (23.22-fold; p = 0.05), Mfn2 (7.68-fold; p = 0.0001), Gsta4 (7.56-fold; p < 0.0001), Gstm6 (8.45-fold; p = 0.0001), Nrf2 (24.74-fold; p < 0.0001), Gclc (5-fold; p < 0.0001), and Gclm (8.45-fold; p = 0.006) (Fig. 9D). RNA-IP experiments were independently repeated twice using cells from separate dishes to confirm reproducibility (Fig. 9D and Supplementary Figure 4B). Together, these findings demonstrate that HuR directly binds to and regulates mRNAs involved in mitochondrial dynamics, detoxification, and antioxidant responses, supporting its role in maintaining mitochondrial integrity and cellular detoxification capacity.

## 4. Discussion

HuR is a ubiquitously expressed RNA-binding protein that regulates cellular survival and homeostasis by modulating the stability and processing of numerous target transcripts (Eppler et al. 2025; Srikantan and Gorospe 2012). The present study comprehensively examined the role of hepatocyte HuR in APAP-induced hepatotoxicity across the metabolism/early injury (2 h), injury (6 h), and early recovery (24 h) phases following APAP overdose. After APAP exposure, increased HuR mRNA expression, HuR protein cleavage, and the appearance of higher-molecular weight HuR species closely tracked with the progression of liver injury. During the metabolism and injury phases, hepatocyte-specific *HuR* deficiency exacerbated liver injury. Specifically, enhanced liver injury during the early metabolism phase was associated with altered oxidative APAP metabolite disposition, increased nitrosative stress, and mitochondrial dysfunction. At 6 h post-overdose, more severe liver injury in *HuR*^Hep−/−^ mice was accompanied by increased APAP-protein adduct formation, delayed GSH recovery, and elevated mitochondrial protein release. Finally, although impaired hepatocyte proliferation at 24 h in both WT and *HuR*^Hep−/−^ mice reflected the overall severity of injury at this dose, *HuR*^Hep−/−^ livers exhibited distinct increases in pro-inflammatory cytokine expression. Mechanistically, RNP-IP revealed direct binding of HuR to mRNAs encoding mitochondrial dynamics proteins (Drp1, Mfn2), detoxification enzymes (Gsta4, Gstm6), and antioxidant regulators (Nrf2, Gclc, Gclm). Collectively, these findings identify HuR as a critical regulator of detoxification and mitochondrial integrity during APAP-induced hepatotoxicity (Fig. 9E).

An important finding of this study is that induction of hepatic HuR expression, together with the appearance of higher-molecular-weight HuR species and HuR cleavage products, closely parallels the time course of liver injury following APAP overdose. Cellular stress, including oxidative stress, has been shown to induce both HuR expression and HuR cleavage (Ashour et al. 2024; Banos-Jaime et al. 2024; Mazroui et al. 2008; Talwar et al. 2011; von Roretz and Gallouzi, 2010; von Roretz et al. 2013). In addition, HuR can form dimers and higher-order complexes under oxidative stress to facilitate the cellular stress response, primarily by stabilizing pro-survival mRNAs. For instance, oxidative stress can lead to HuR homodimerization at the RRM1 and RRM1/2 domains through a disulfide bond at cysteine 13, contributing to redox-dependent regulation of HuR activity under oxidative stress (Benoit et al. 2010). RRM3 dimerization through tryptophan 261 enhance HuR binding to ARE-containing mRNAs (Pabis et al. 2019). Beyond dimers, Hu/ELAV proteins can form higher-order aggregates or multimers (Soller and White, 2005; Toba and White, 2008). These multimers/aggregates are associated with promoting pro-survival mRNA expression under intense stress conditions. In addition, oxidative stress activates check-point kinase 2 (Chk2), which phosphorylates HuR (e.g., Ser100, Thr118), influencing its binding affinity to target mRNAs (Abdelmohsen et al. 2007). Methylation of HuR at Arg217 by CARM1 in response to stress enhances its ability to stabilize target mRNAs (Li et al. 2002). These mechanisms are particularly relevant in the context of APAP-induced hepatotoxicity, which is characterized by severe mitochondrial oxidative stress, reactive nitrogen species formation, and covalent protein modifications by the reactive metabolite NAPQI. Such conditions are known to promote protein crosslinking, disulfide bond formation, and stress-induced protein oligomerization. Therefore, the appearance of the HuR-HMW species during APAP-induced liver injury may reflect oxidative stress-associated HuR dimerization, oligomerization, post-translational modifications, or association with HuR-containing protein complexes. The precise molecular identity of this HuR-HMW species remains to be determined. Future studies could address this by comparing reducing versus non-reducing SDS-PAGE to assess potential disulfide-linked HuR dimers, performing immunoprecipitation followed by mass spectrometry to identify HuR-containing complexes or post-translational modifications, or using mutational analysis of cysteine or tryptophan residues involved in HuR dimerization to evaluate the contribution of redox-dependent HuR dimerization.

HuR cleavage has been shown to promote apoptotic cell death in HeLa cells under lethal stress (Mazroui et al. 2008), while also being required for muscle cell differentiation through stabilization of differentiation-related mRNAs (Beauchamp et al. 2010). In the present study, while the underlying mechanisms and functional consequences of HuR cleavage in APAP-injured livers remain unclear, the strong correlation between HuR cleavage and serum ALT levels suggests a close association with hepatocellular injury severity. Furthermore, the presence of HuR cleavage products in the absence of caspase-3 activation indicates that HuR may undergo caspase-independent cleavage during APAP-induced hepatotoxicity, consistent with the predominance of necrotic cell death in this model. Further studies are needed to define the molecular pathways governing HuR cleavage and modification during APAP-induced liver injury.

Another important finding of this study is the identification of HuR as a regulator of APAP metabolism, with Gsta4 and Gstm6 identified as direct HuR targets. Previous studies have identified a metabolism-associated function for HuR in maintaining liver homeostasis (Eppler et al. 2025). Liver RNP-IP combined with bulk RNA sequencing revealed dysregulation of multiple metabolic pathways in *HuR*-deficient mouse livers and direct HuR binding to transcripts encoding key enzymes involved in endobiotic and xenobiotic metabolism (Subramanian et al. 2022). Consistent with these findings, our study revealed marked dys-regulation of GSH-dependent APAP metabolism in *HuR*^Hep−/−^ mouse livers. Specifically, plasma levels of GSH-conjugated APAP metabolite levels, including APAP^GSH^, APAP^Cys^, and APAP^Nac^, were markedly reduced in *HuR*^Hep−/−^ mice 2 h after APAP overdose, whereas levels of the major non-GSH-dependent metabolites, APAP^Gluc^ and APAP^Sulf^, were comparable between genotypes. 

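The *Gst* family was also tested as a whole, with the 5 genes of Fig. 4B among its members. The paper chose these 5 as repressed on the same samples, so the values for the family are not independent of that choice. With the microsomal *Mgst* genes included, 22 members passed the filter on low counts in the chow-fed livers. Of these 22 genes, 16 had lower and 6 higher estimates in the livers labelled *HuR* Hep-/-, under each of the 3 scalings, with log2 fold changes from -1.01 (*Gsta2*) to 0.32 (*Gstt2*). Only *Gstm6* and *Gstm7* were DEGs, and 7 of the 22 had an adjusted p of at most 0.05 when adjusted over the list alone, namely *Gsta2*, *Gsta4*, *Gstm6*, *Gstm7*, *Gstt1*, *Gstt2* and *Gstz1*, of which *Gstt2* was higher. The median log2 fold change of the family was -0.26 (adjusted p = 0.00169 from limma's camera), and -0.13 without WT replicate 3 (adjusted p = 0.0405). The family was not called by fry (adjusted p = 0.25) or with an estimated correlation (adjusted p = 0.553), and camera also called it in 4 of the 9 other splits of the 6 livers. Among the 14 members with less than 0.1 of their sequence in other genes, 10 were lower and 4 higher, with a median log2 fold change of -0.24.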

In parallel, RNA-seq analysis revealed reduced mRNA expression of multiple Gsts, including *Gsta1*, *Gsta2*, *Gsta4*, *Gstm6*, and *Gstm7*, in *HuR*^Hep−/−^ mouse livers. Although evidence supporting a dominant role for Gsts in APAP metabolism remains limited, the contribution of specific Gst isoforms to APAP-induced hepatotoxicity has been partially explored. For instance, *Gstp1/2*- and *Gstm*-deficient mice are resistant to APAP-induced hepatotoxicity despite exhibiting largely intact APAP metabolism (Arakawa et al. 2012; Henderson et al. 2000). In human cohorts, loss-of-function variants in *GSTT1* have been associated with improved outcomes following APAP overdose (Buchard et al. 2012). While these observations suggest that inhibition of certain Gst isoforms may be protective in specific contexts, substantial variability exists in Gst substrate specificity (Eaton and Bammler 1999). Moreover, although members of the Gstα family can catalyze GSH conjugation to NAPQI *in vitro* (Coles et al. 1988), the in vivo role of Gstα family in APAP-induced hepatotoxicity remains poorly defined. A limitation of the present study is that we did not determine the protein levels of specific Gst isoforms due to the lack of well-validated isoform-specific antibodies for mouse Gst proteins. Future studies will therefore focus on characterizing Gst isoform expression and enzymatic activity following APAP overdose, as well as quantifying APAP metabolites in the liver and bile of *HuR*^Hep−/−^ mice to more precisely define the contribution of HuR-dependent metabolic regulation to APAP detoxification.

In the present study, hepatocyte HuR emerged as a dynamic and multifaceted regulator of mitochondrial biology. Enhanced liver injury in *HuR*-deficient livers following APAP overdose was associated with pronounced alterations in mitochondrial morphology, dysregulated mitochondrial dynamics, impaired respiratory function, and increased mitochondrial permeabilization. Previous studies have highlighted diverse roles for HuR in regulating mitochondrial biology. For example, liver-specific *HuR* deficiency increases susceptibility to diet-induced MASLD by reducing expression of electron transport chain components, including cytochrome c (*Cycs*), NADH:ubiquinone oxidoreductase subunit B6 (*Ndufb6*), and ubiquinol–cytochrome c reductase binding protein (*Uqcrb*) (Zhang et al. 2020). In HEK293 cells, HuR maintains mitochondrial DNA integrity by facilitating cytoplasmic translocation of the long noncoding RNA, RNA processing endoribonuclease (*RMRP*) (Cascajo et al. 2016). while in differentiating B cells, mitochondrial energy production depends on HuR-mediated pre-mRNA processing of dihydrolipoamide S-succinyltransferase (*Dlst*) (Diaz-Munoz et al. 2015). HuR has also been shown to protect against mitochondrial oxidant stress through regulation of stress-responsive genes such as heme oxygenase 1 (Dery et al. 2020). Consistent with these reports, we have demonstrated that *HuR*-deficient livers exhibited reduced expression of both the mitochondrial fission protein Drp1 and the fusion protein Mfn2 following APAP overdose, accompanied by the appearance of large, elongated mitochondria at the 2-hour time point. Mechanistically, we identified Drp1 and Mfn2 as direct HuR targets. These findings are supported by prior in vitro work demonstrating that HuR binds the 3′ untranslated region of *Drp1* mRNA and that HuR loss promotes mitochondrial elongation (Bae et al. 2019). Interestingly, *HuR*-deficient hepatocytes from both untreated and APAP-exposed livers contained mitochondria with a more circular morphology. Increased mitochondrial circularity is commonly associated with loss of mitochondrial membrane potential and mitochondrial dysfunction following APAP exposure (Umbaugh et al. 2021). Reflecting cumulative defects in mitochondrial structure and function, release of mitochondrial intermembrane space proteins was markedly increased in *HuR*^Hep−/−^ livers at both 2 and 6 h after APAP overdose. Because release of mitochondrial endonucleases is a key driver of nuclear DNA fragmentation and hepatocyte necrosis (Bajt et al. 2006), these findings implicate mitochondrial dysfunction as a central contributor to the heightened liver injury observed in *HuR*^Hep−/−^ mice. HuR has been reported to regulate mitophagy through upregulation of PARKIN and BNIP3L (Yu et al. 2021), and inhibition of autophagy has been observed in male *HuR*-deficient livers following APAP overdose (Lu et al. 2024). Given that autophagic clearance of damaged mitochondria is a critical protective mechanism in APAP-induced liver injury (Chao et al. 2018; Ni et al. 2012), and that large, swollen mitochondria accumulated in *HuR*^Hep−/−^ hepatocytes at 24 h post-overdose, future studies should determine whether HuR directly regulates mitophagy during APAP-induced hepatotoxicity. A limitation of the TEM analysis in this study is the reliance on a single representative animal per group at each time point. As a result, mitochondrial features were quantified at the organelle level within individual animals, which may not fully capture inter-animal variability or allow robust statistical inference. Accordingly, these findings should be interpreted with caution, and future studies with increased biological replication and appropriate hierarchical statistical analysis will be necessary to confirm these observations quantitatively.

Sex differences in susceptibility to APAP-induced hepatotoxicity are well established, with female mice generally exhibiting greater resistance to APAP-induced liver injury compared with males. These differences have been attributed to several factors, including faster recovery of hepatic glutathione levels, reduced mitochondrial oxidant stress, and differences in antioxidant responses following APAP exposure (Du et al., 2014). A limitation of the present study is that all mechanistic experiments were performed in male mice. In our group’s preliminary experiments using female WT and *HuR*^Hep−/−^ mice treated with a higher APAP dose (350 mg/kg) to account for their greater resistance to APAP toxicity, we observed that hepatocyte HuR also appears to exert a protective role in female mice. However, because these experiments were conducted at a different APAP dose and sex-specific differences in APAP toxicity are well recognized, inclusion of these data would complicate direct comparisons with the male datasets presented here. Therefore, the current study focuses on male mice, and a separate study investigating sex-specific mechanisms of HuR in APAP-induced hepatotoxicity in females is currently in preparation. Future studies directly comparing male and female responses will be important to determine whether HuR regulates APAP detoxification and mitochondrial stress responses in a sex-dependent manner.

Compensatory liver regeneration, characterized by peri-necrotic hepatocyte proliferation, is essential for recovery following APAP overdose (Bhushan and Apte, 2019). In an incremental dose model using C57BL/6 J male mice, a moderate APAP dose (300 mg/kg) induces robust liver regeneration at 24 h, whereas a higher dose (600 mg/kg) results in severe liver injury accompanied by delayed regeneration and cell cycle arrest (Bhushan et al. 2014). In the present study, neither WT nor *HuR*^Hep−/−^ male mouse livers exhibited PCNA-positive staining at 24 h following treatment with 200 mg/kg APAP. Given the extensive hepatic necrosis and markedly elevated serum ALT levels observed in both genotypes at this time point, it is likely that 200 mg/kg APAP represents a non-regenerative dose in C57BL/6 N male mice. Although the use of a non-regenerative APAP dose limited direct assessment of liver regeneration, our findings nonetheless identify multiple mechanisms, including dysregulated APAP metabolism and mitochondrial dysfunction, through which hepatocyte-specific *HuR* deficiency exacerbates APAP-induced hepatotoxicity in male mice. We noticed that in the present study hepatocyte HuR does not completely prevent APAP-induced hepatotoxicity but rather appears to attenuate the severity of early injury. This observation is consistent with the role of HuR as a stress-responsive RNA-binding protein that regulates adaptive cellular responses by stabilizing transcripts involved in antioxidant defense, metabolism, and stress signaling. Because APAP-induced hepatotoxicity results from multiple converging mechanisms, including NAPQI formation, mitochondrial oxidative stress, and necrotic cell death, it is unlikely that induction of a single regulatory factor such as HuR would provide complete protection under conditions of severe overdose. Instead, our data support the interpretation that HuR contributes to protective stress-response pathways that help limit the extent of hepatocellular injury and functions as part of a broader adaptive stress-response network during APAP-induced liver injury.

## Supplementary Material

Supplementary material

## Figures and Tables

**Fig. 1.**
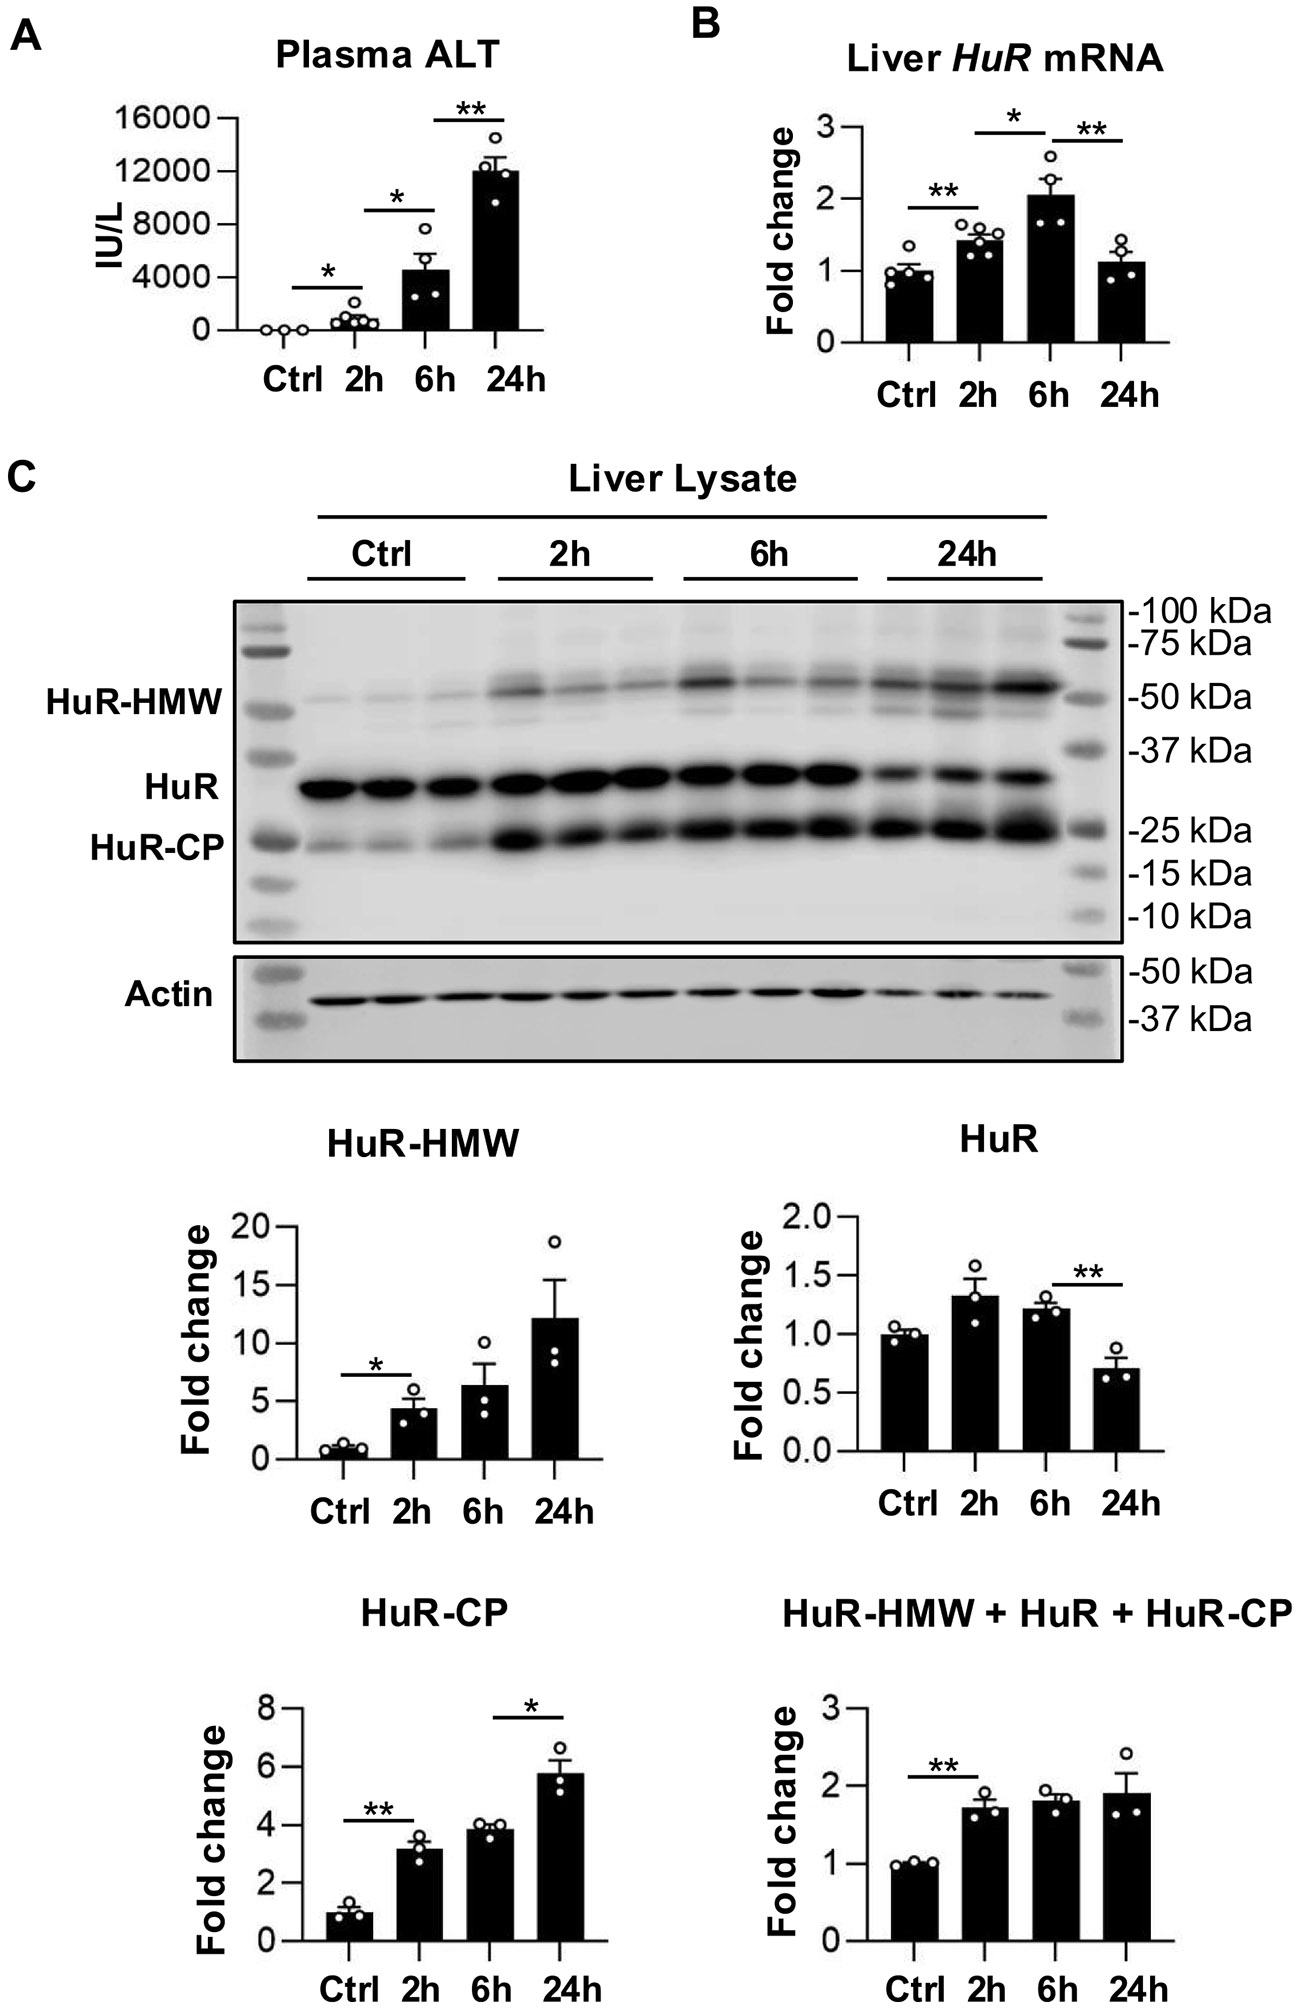
Acetaminophen overdose increases hepatic HuR mRNA expression and induces HuR cleavage and formation of a higher-molecular weight HuR-immunoreactive band in male mice. Measurements were obtained from liver and plasma samples collected at 2, 6, and 24 h following a 200 mg/kg APAP overdose. (A) Plasma alanine aminotransferase (ALT) levels following APAP overdose. (B) qPCR analysis of hepatic HuR mRNA expression. (C) Western blot analysis of HuR in whole liver lysates revealed three HuR-immunoreactive bands: a higher–molecular weight species (HuR-HMW), full-length HuR (32 kDa), and a HuR cleavage product (HuR-CP, 24 kDa). Band intensities were quantified and normalized to the loading control β-actin. Data are presented as mean ± SEM. In A-C, each data point represents an individual mouse and n = 3–6 mice per group. Comparisons involving multiple time points were analyzed using two-way ANOVA followed by Sidak’s multiple comparisons test. *p < 0.05, **p < 0.01. Abbreviations: APAP, acetaminophen; WT, wild type; ALT, aminotransferase.

**Fig. 2.**
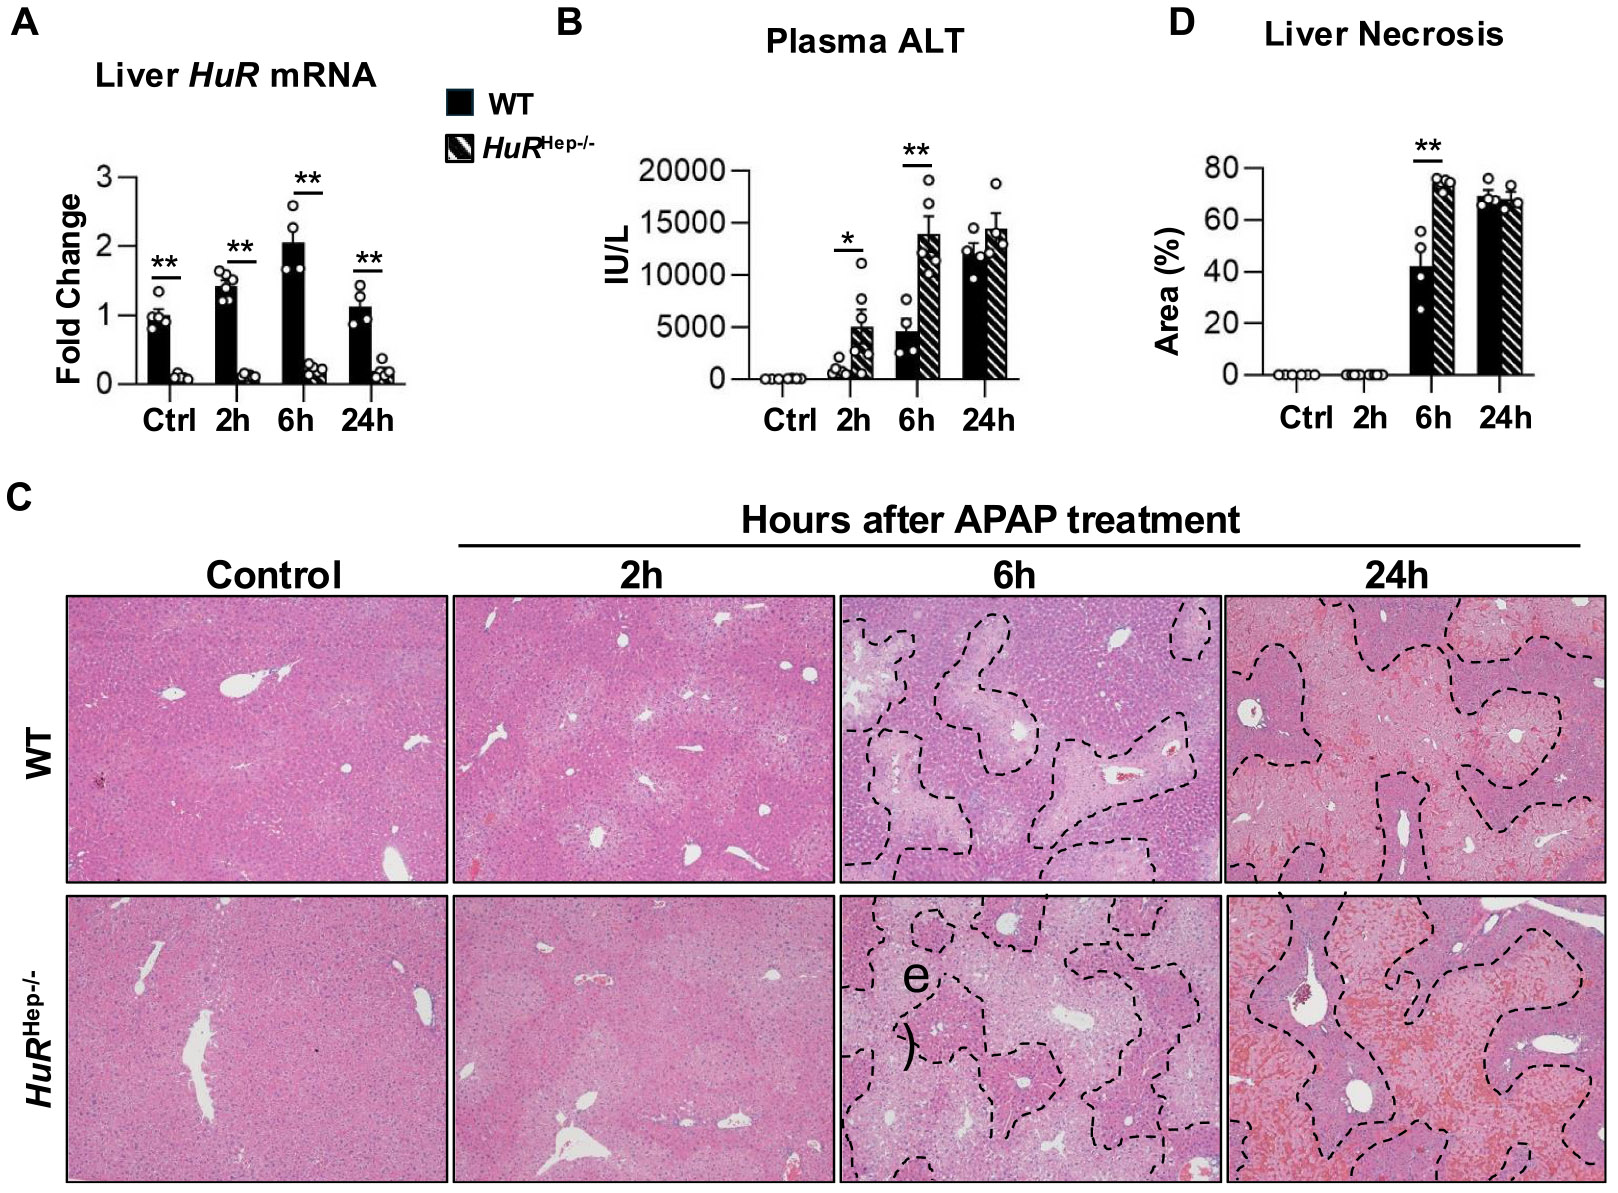
Liver injury is exacerbated in male *HuR*^Hep−/−^ mice after APAP overdose. HuR expression and liver injury were assessed at indicated time points following 200 mg/kg APAP. (A) qPCR analysis of liver HuR mRNA expression. (B) Plasma alanine aminotransferase (ALT) following APAP overdose. (C) Representative images of H&E-stained liver sections with dashed lines demarcating necrotic area. (D) Quantification of liver necrosis area outlined in C. Data are represented as mean ± SEM. In A, B, and D, each data point represents an individual mouse and n = 3–6 mice per group. Comparisons involving multiple genotypes and time points were analyzed using two-way ANOVA followed by Sidak’s multiple comparisons test. * p < 0.05, ** p < 0.01. Abbreviations: APAP, acetaminophen; H&E, hematoxylin and eosin; HuRHep−/−, hepatocyte-specific HuR knockout; WT, wild type.

**Fig. 3.**
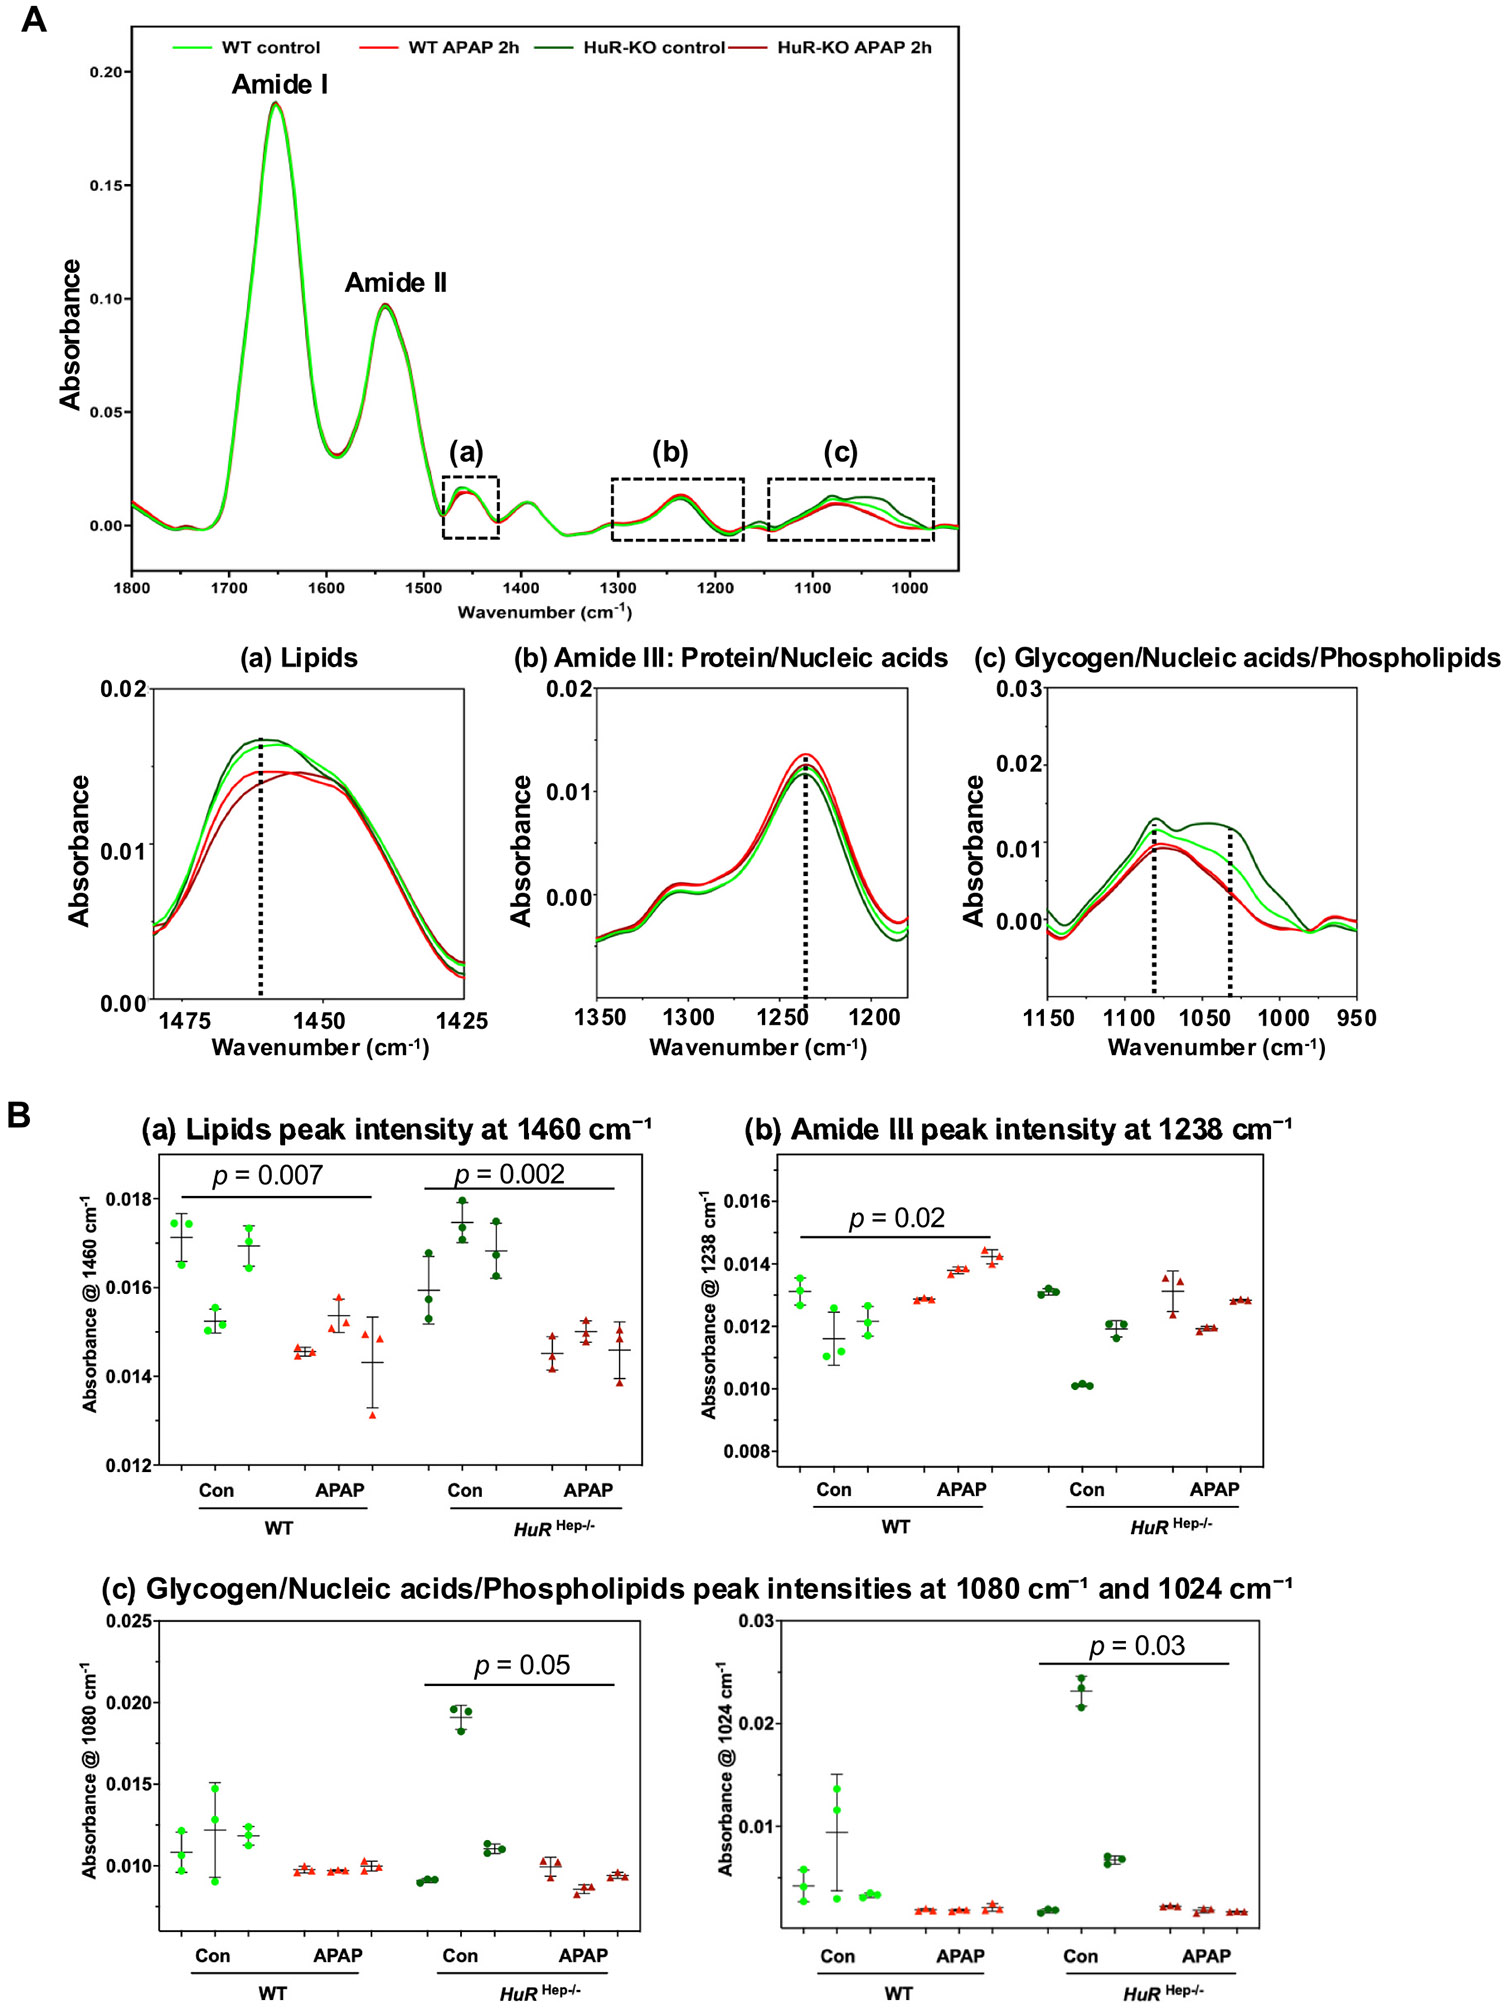
FTIR analysis reveals distinct biochemical signatures in WT and *HuR*^Hep−/−^ livers before and after 2-hour APAP exposure. Representative FTIR spectra were obtained from regions of interest (ROIs) located near the central vein. (A) FTIR spectral plots highlighting characteristic wavenumber regions corresponding to (a) lipids, (b) amide III (proteins/nucleic acids), and (c) glycogen/nucleic acids/phospholipids. (B) Average maximum intensities at (a) 1460 cm^−1^ , (b) 1238 cm^−1^ , and (c) 1080 cm^−1^ (left) and 1024 cm^−1^ (right) across treatment groups are presented in a separated scatter format. Data are represented as mean ± SEM. In A and B, n = 3 mice per group and technical replicates are grouped by individual animal to illustrate within- and between-animal variability. Animals selected for FTIR analysis were chosen based on H&E staining and serum ALT levels that most closely reflected the average injury severity of the respective group. Data were analyzed using a nested one-way ANOVA with a mixed-effects model (REML), followed by Sidak’s multiple comparisons test to calculate p value. Abbreviations: FTIR, Fourier transform infrared; APAP, acetaminophen; *HuR*^Hep−/−^, hepatocyte-specific *HuR* knockout; WT, wild type.

**Fig. 4.**
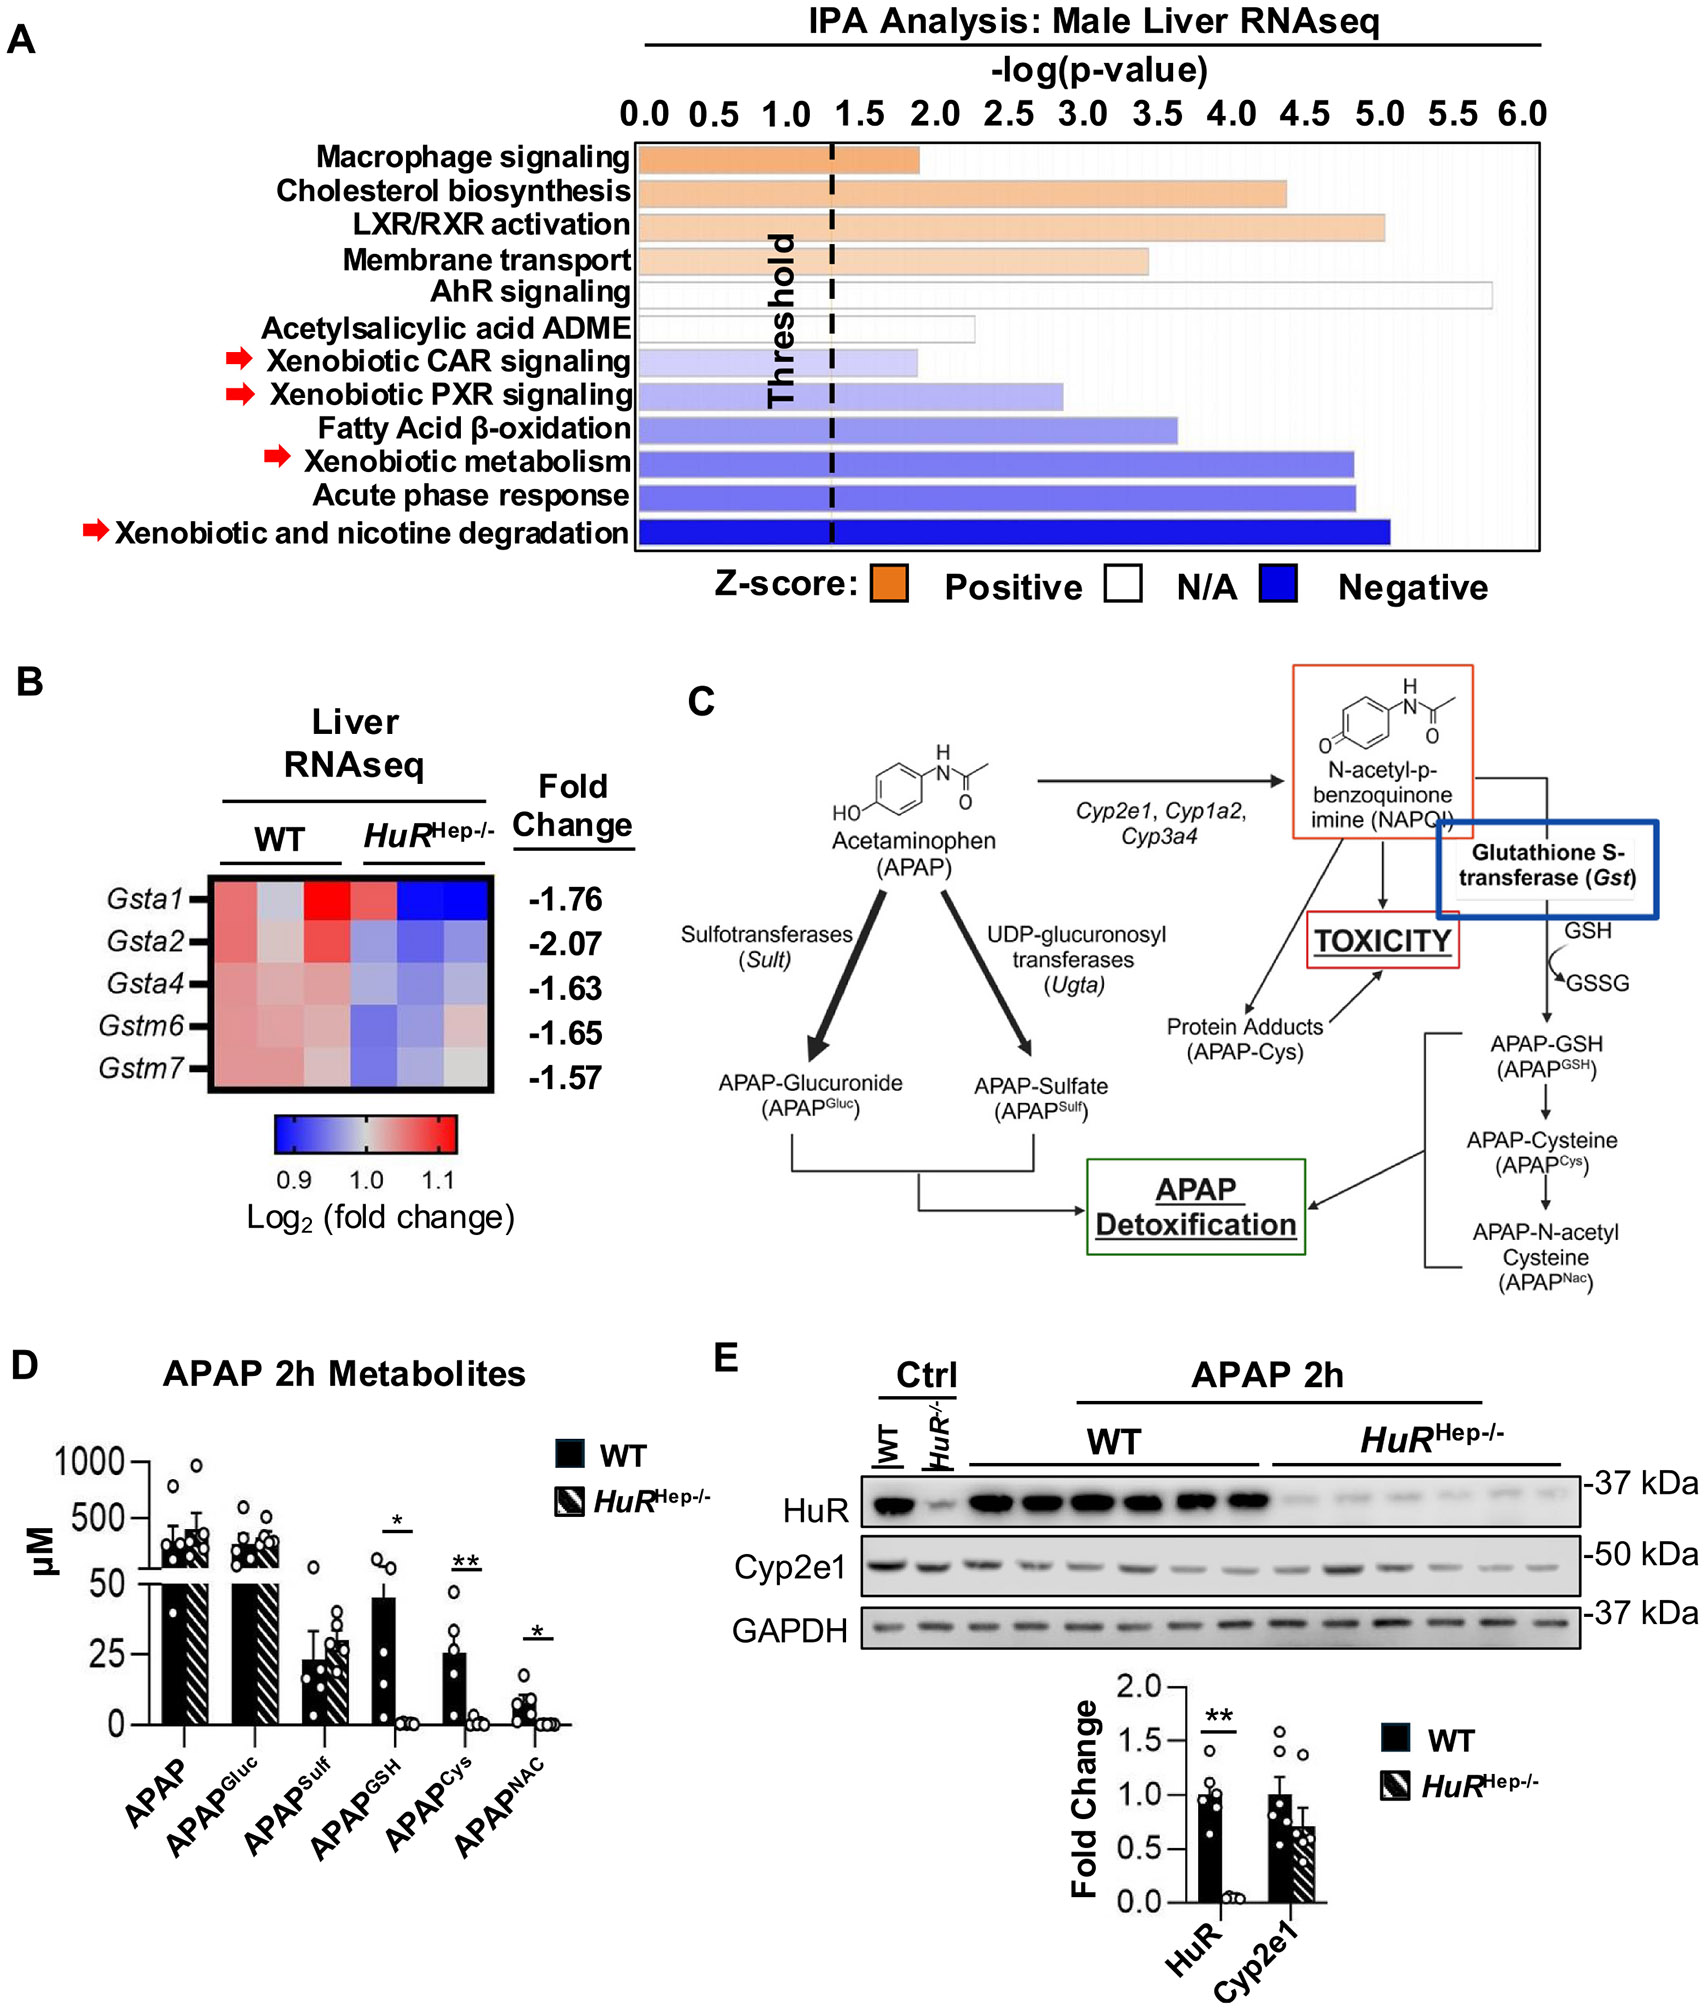
Dysregulation of APAP metabolism in *HuR*^Hep−/−^ h after APAP overdose. (A) IPA-based canonical pathway analysis of liver RNA-seq from untreated WT and *HuR*^Hep−/−^ male mouse livers (n = 3 mice per group); significantly dysregulated pathways had a −log(p-value) > 1.3; Z > 0 = pathway activation, Z < 0 = pathway inhibition. (B) Heatmap of significantly repressed glutathione S-transferases (Gst) identified in the WT vs *HuR*^Hep−/−^ RNA-seq comparison. n = 3 mice per group. (C) Schematic of hepatic APAP metabolism. (D) LC-MS/MS analysis of APAP metabolites in plasma collected 2 h following 200 mg/kg APAP treatment. (E) Western blot analysis of HuR and Cyp2e1 protein expression. Band intensity was quantified and normalized to GAPDH. Data are represented as mean ± SEM. In D and E, n = 5–6 mice per group. Each data point represents an individual mouse. Statistical differences between 2 groups were analyzed using an unpaired 2-tailed Student’s t test. * p < 0.05, ** p < 0.01. Abbreviations: RNA-seq, RNA sequencing; IPA, Ingenuity Pathway Analysis; Cyp2e1, cytochrome P450 2e1; GAPDH, glyceraldehyde-3-phosphate dehydrogenase.

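Gene sets named after the pathways of Fig. 4A and related families were written from gene names, 16 in all, and tested on the chow libraries with limma's camera. Of these, 9 passed an adjusted p of 0.05, the sets overlapping in part. Lower medians in the livers labelled *HuR* Hep-/- were found for targets of the receptors CAR and PXR (41 genes, median log2 fold change -0.32, adjusted p = 0.00133), the *Ugt* family (17 genes, -0.22, adjusted p = 0.000966), the *Cyp1* to *Cyp3* family (47 genes, -0.24, adjusted p = 0.0135), fatty acid beta-oxidation (38 genes, -0.078, adjusted p = 0.00117) and xenobiotic metabolism without the *Gst* genes (120 genes, -0.21, adjusted p = 2.14e-05). Macrophage genes were higher (32 genes, 29 of them up, median 0.39, adjusted p = 4.46e-05). Without 1 mouse that median ran from 0.23 to 0.53, and the set was called in all 6 fits. Genes of the acute phase response were higher too (42 genes, 32 up and 10 down, median 0.18, adjusted p = 0.000458), with 8 DEGs higher and 2 lower. The 7 sets that were not called included cholesterol biosynthesis (23 genes, 0.19, adjusted p = 0.169), LXR targets (28 genes, -0.011, adjusted p = 0.45), AhR targets (16 genes, -0.073, adjusted p = 0.296) and nicotine degradation (29 genes, -0.13, adjusted p = 0.0765). The *Sult* family (7 genes, -0.21), mitochondrial dynamics (13 genes, -0.045) and glutathione synthesis with Nrf2 targets (18 genes, 0.057) were not called either. The *Cyp1* to *Cyp3* family was not called without WT replicate 1 (-0.19, adjusted p = 0.07) or without *HuR* Hep-/- replicate 2 (-0.084, adjusted p = 0.051), and its adjusted p ran from 0.000726 to 0.07 over the 6 fits without 1 mouse. None of the 16 sets was called by fry, where the smallest adjusted p was 0.0758, or with an estimated correlation, where all were at least 0.553.

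**Figure D3:**
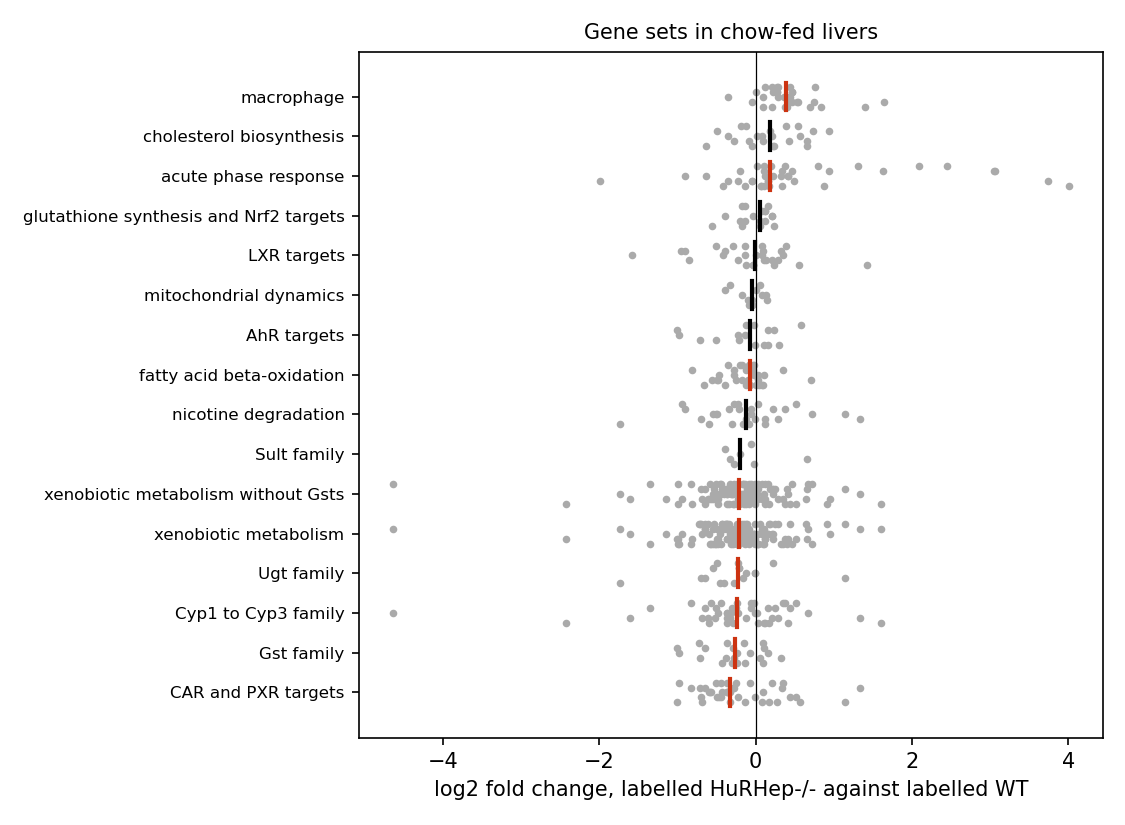
Log2 fold changes of the genes of 16 sets (grey points) on the horizontal axis, livers labelled *HuR* Hep-/- against labelled WT, with the median of each set as a bar, red where limma's camera gave an adjusted p of at most 0.05. The medians run from -0.32 for CAR and PXR targets to 0.39 for macrophage genes.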

**Fig. 5.**
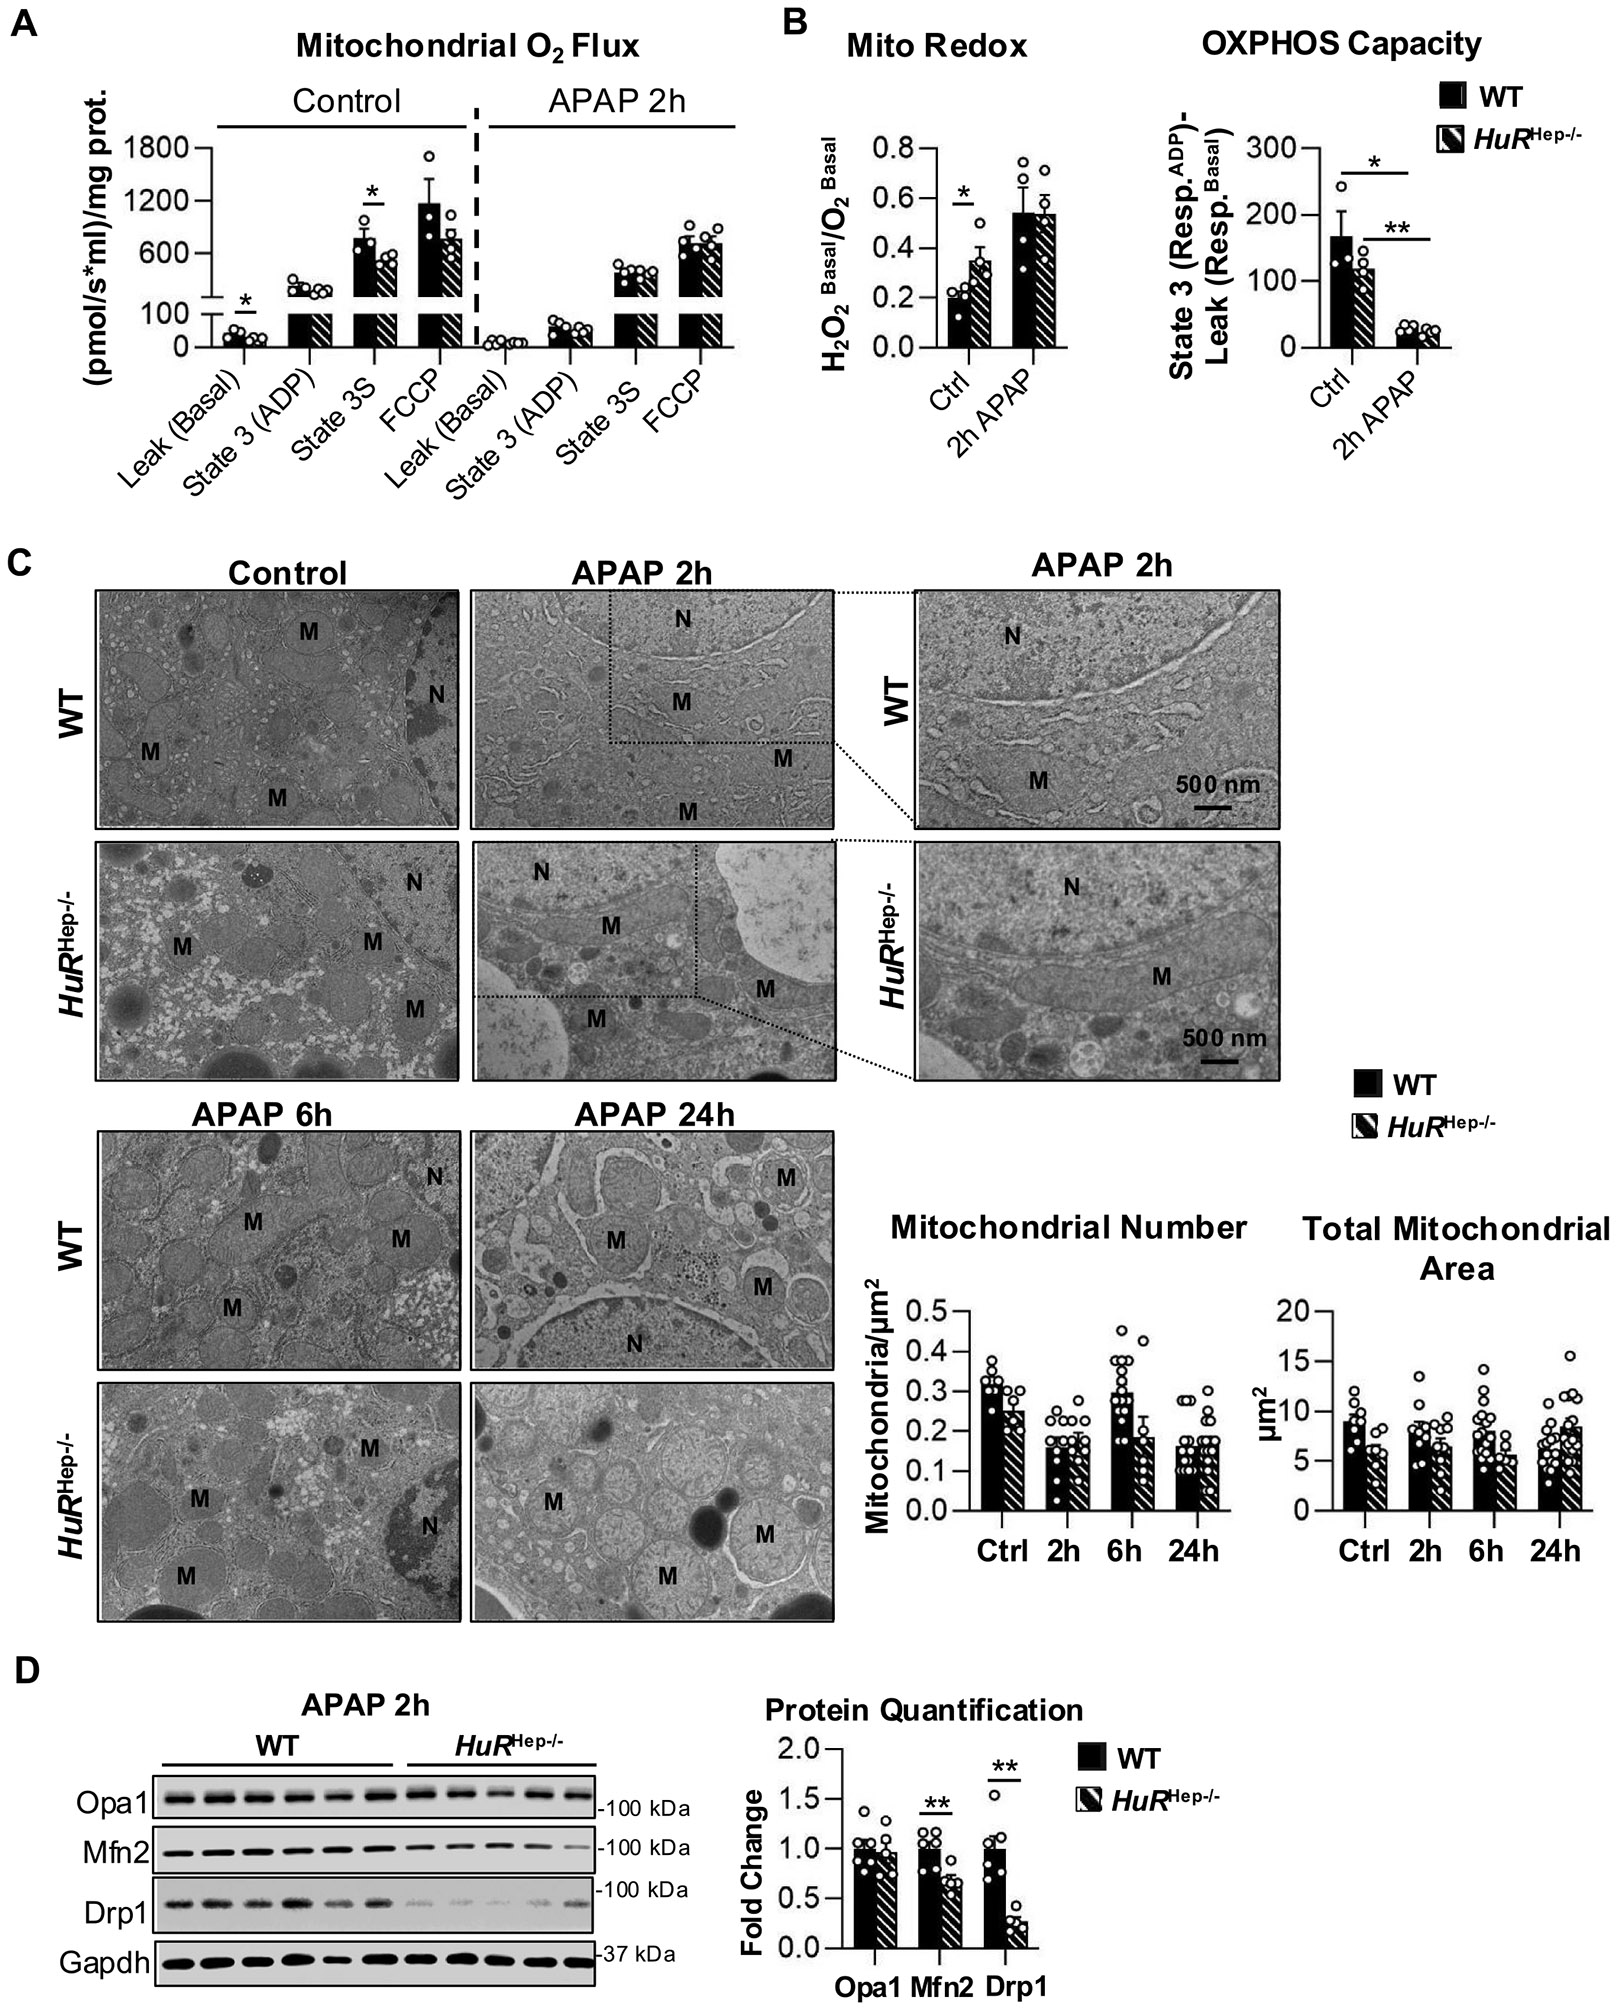
Mitochondrial respiration, morphology, and dynamics are disrupted in *HuR*^Hep−/−^ livers before and after APAP exposure. (A) Mitochondrial respiration and H_2_O_2_ production were measured using an Oroboros O2k fluorometer in mitochondria isolated from WT and *HuR*^Hep−/−^ livers under untreated (control) conditions and at 2 h after APAP treatment (2 h APAP). Oxygen consumption was assessed sequentially following the addition of malate, ADP, succinate, and FCCP. n = 3–4 mice per group. (B) Mitochondrial redox status, expressed as basal H_2_O_2_ production normalized to basal O_2_ flux, and OXPHOS capacity, calculated as State 3 respiration minus leak respiration. n = 3–4 mice per group. (C) Representative transmission electron micrographs (TEMs) of WT and *HuR*^Hep−/−^ mouse livers collected under control conditions and at indicated time points following APAP treatment. TEM analysis was performed using one mouse per genotype and time point. Mitochondrial features were quantified at the organelle level and are presented as within-animal distributions. Mitochondrial number represents the total number of mitochondria per micrograph, whereas mitochondrial area represents the total surface area occupied by mitochondria in each micrograph. (D) Western blot analysis of mitochondrial dynamics proteins Opa1, Mfn2, and Drp1 in livers collected 2 h after APAP treatment. Protein levels were normalized to GAPDH. Data are represented as mean ± SEM. n = 5–6 mice per group. Each data point represents an individual mouse. Statistical differences between 2 groups were analyzed using an unpaired 2-tailed Student’s t test. Comparisons involving multiple genotypes and time points were analyzed using two-way ANOVA followed by Sidak’s multiple comparisons test. * p < 0.05, ** p < 0.01. Abbreviations: ADP, adenine diphosphate; FCCP, carbonyl cyanide-p-(trifluoromethyoxy) phenylhydrazone; M, mitochondria; N, nucleus, Opa1, optic atrophy 1; Mfn2, mitofusion 2; Drp1, dynamin-related protein 1.

**Fig. 6.**
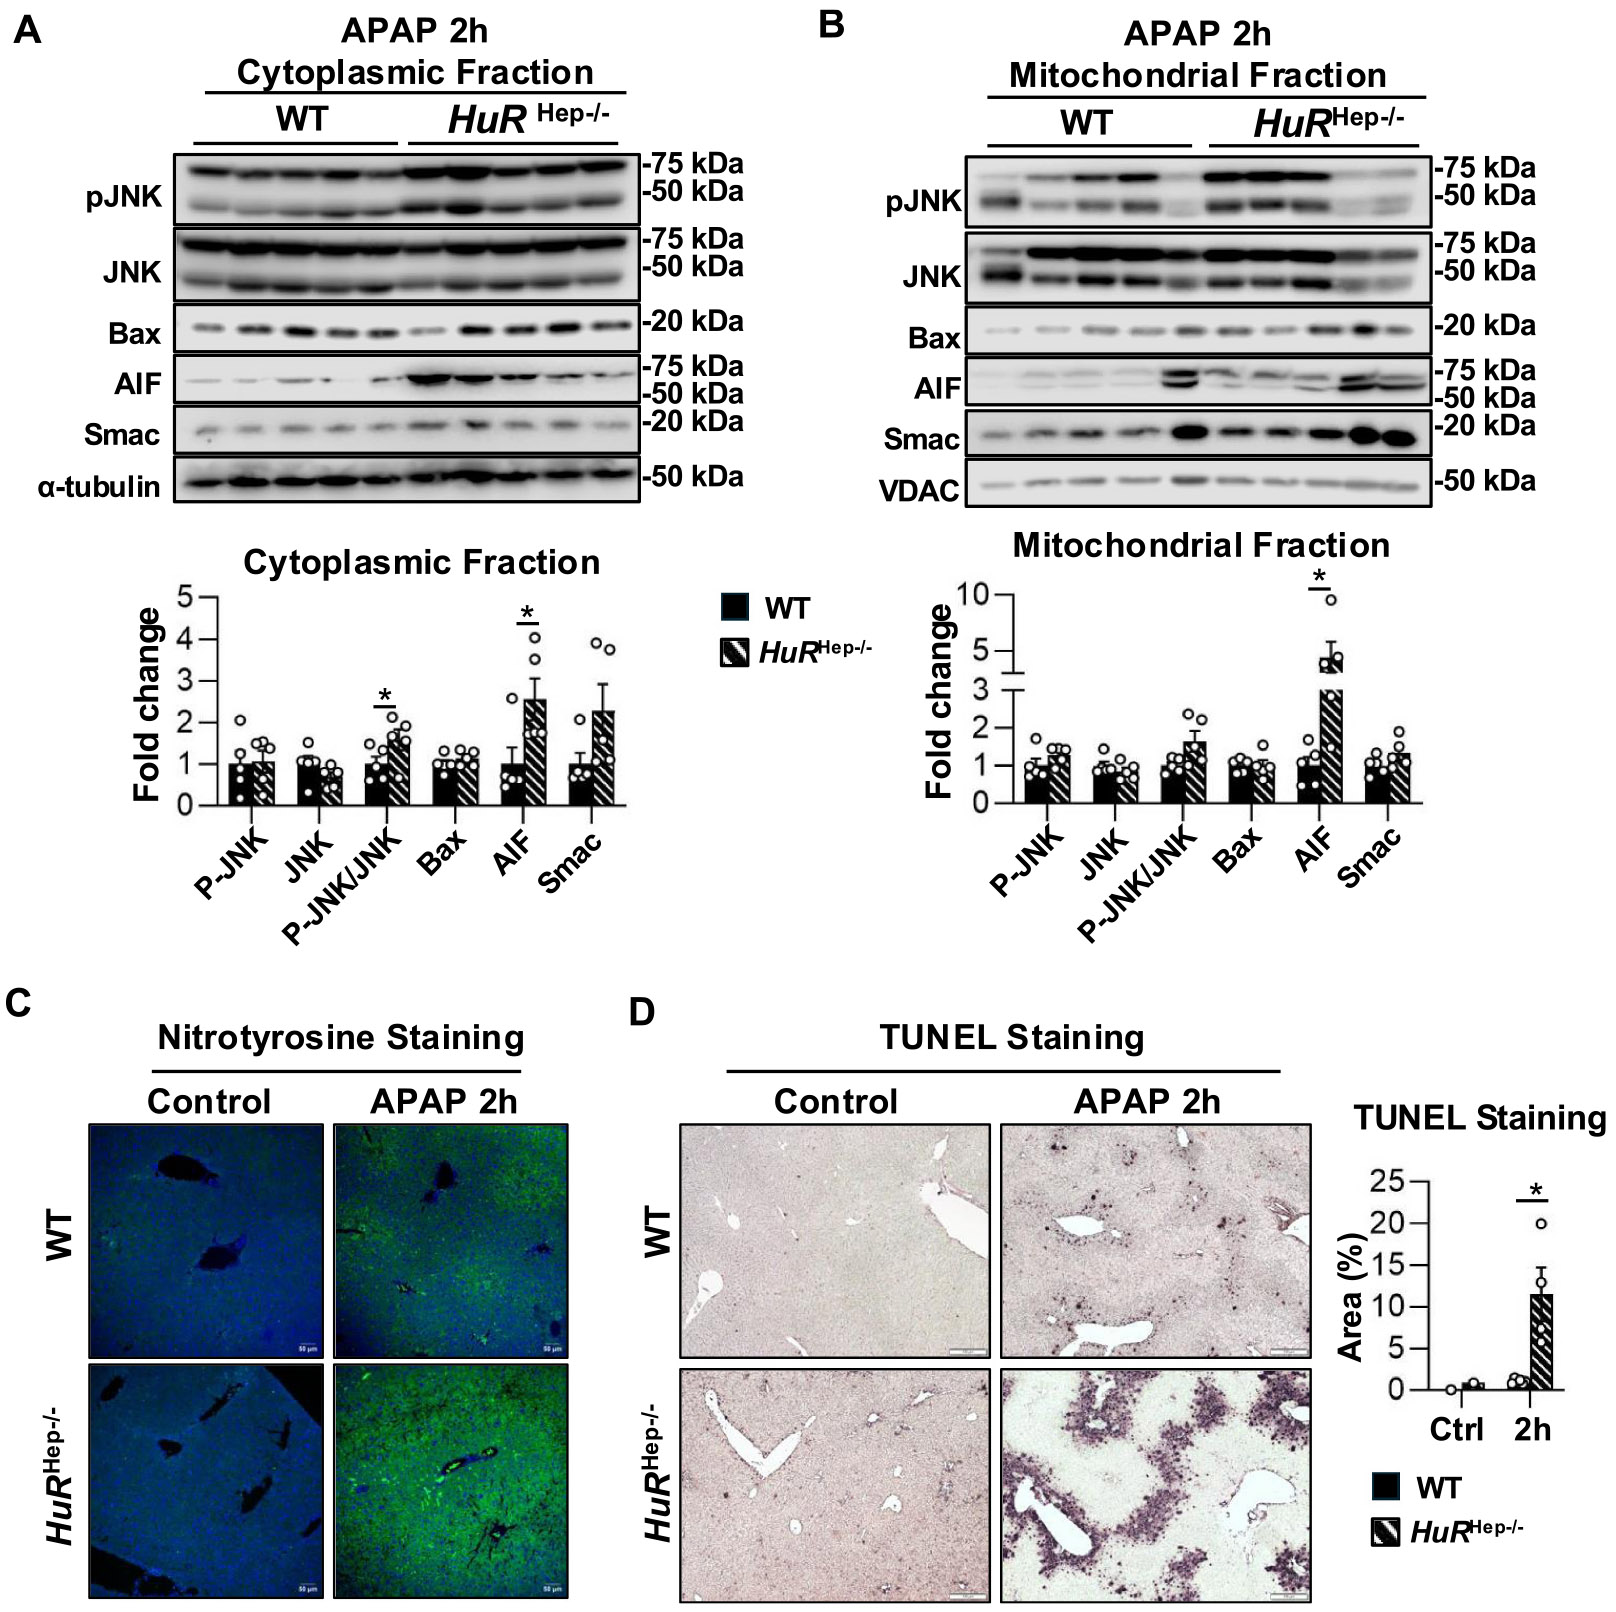
Increased mitochondrial oxidant stress and mitochondrial protein release in APAP-treated *HuR*^Hep−/−^ h after APAP overdose. (A-B) Western blot analysis of proteins isolated from cytoplasmic (A) and mitochondrial (B) liver fractions collected 2 h after APAP overdose. Protein levels were quantified densito-metrically and normalized to VDAC (mitochondrial) or α-tubulin (cytosolic). n = 5 mice per group. (C) Representative immunofluorescence images of nitrotyrosine staining in liver sections collected 2 h after APAP overdose. (D) Representative images of TUNEL staining in liver sections collected 2 h after APAP overdose, positive staining area quantified using Fiji (image J). Data are represented as mean ± SEM, n = 4 mice per group for C and D. Statistical differences between 2 groups were analyzed using an unpaired 2-tailed Student’s t test. Comparisons involving multiple genotypes and time points were analyzed using two-way ANOVA followed by Sidak’s multiple comparisons test. * p < 0.05, ** p < 0.01. Abbreviations: pJNK, phosphorylated c-Jun N terminal kinase; AIF, apoptosis-inducing factor; VDAC, voltage-dependent anion-selective channel 1; TUNEL, Terminal deoxynucleotidyl transferase dUTP nick end labeling.

**Fig. 7.**
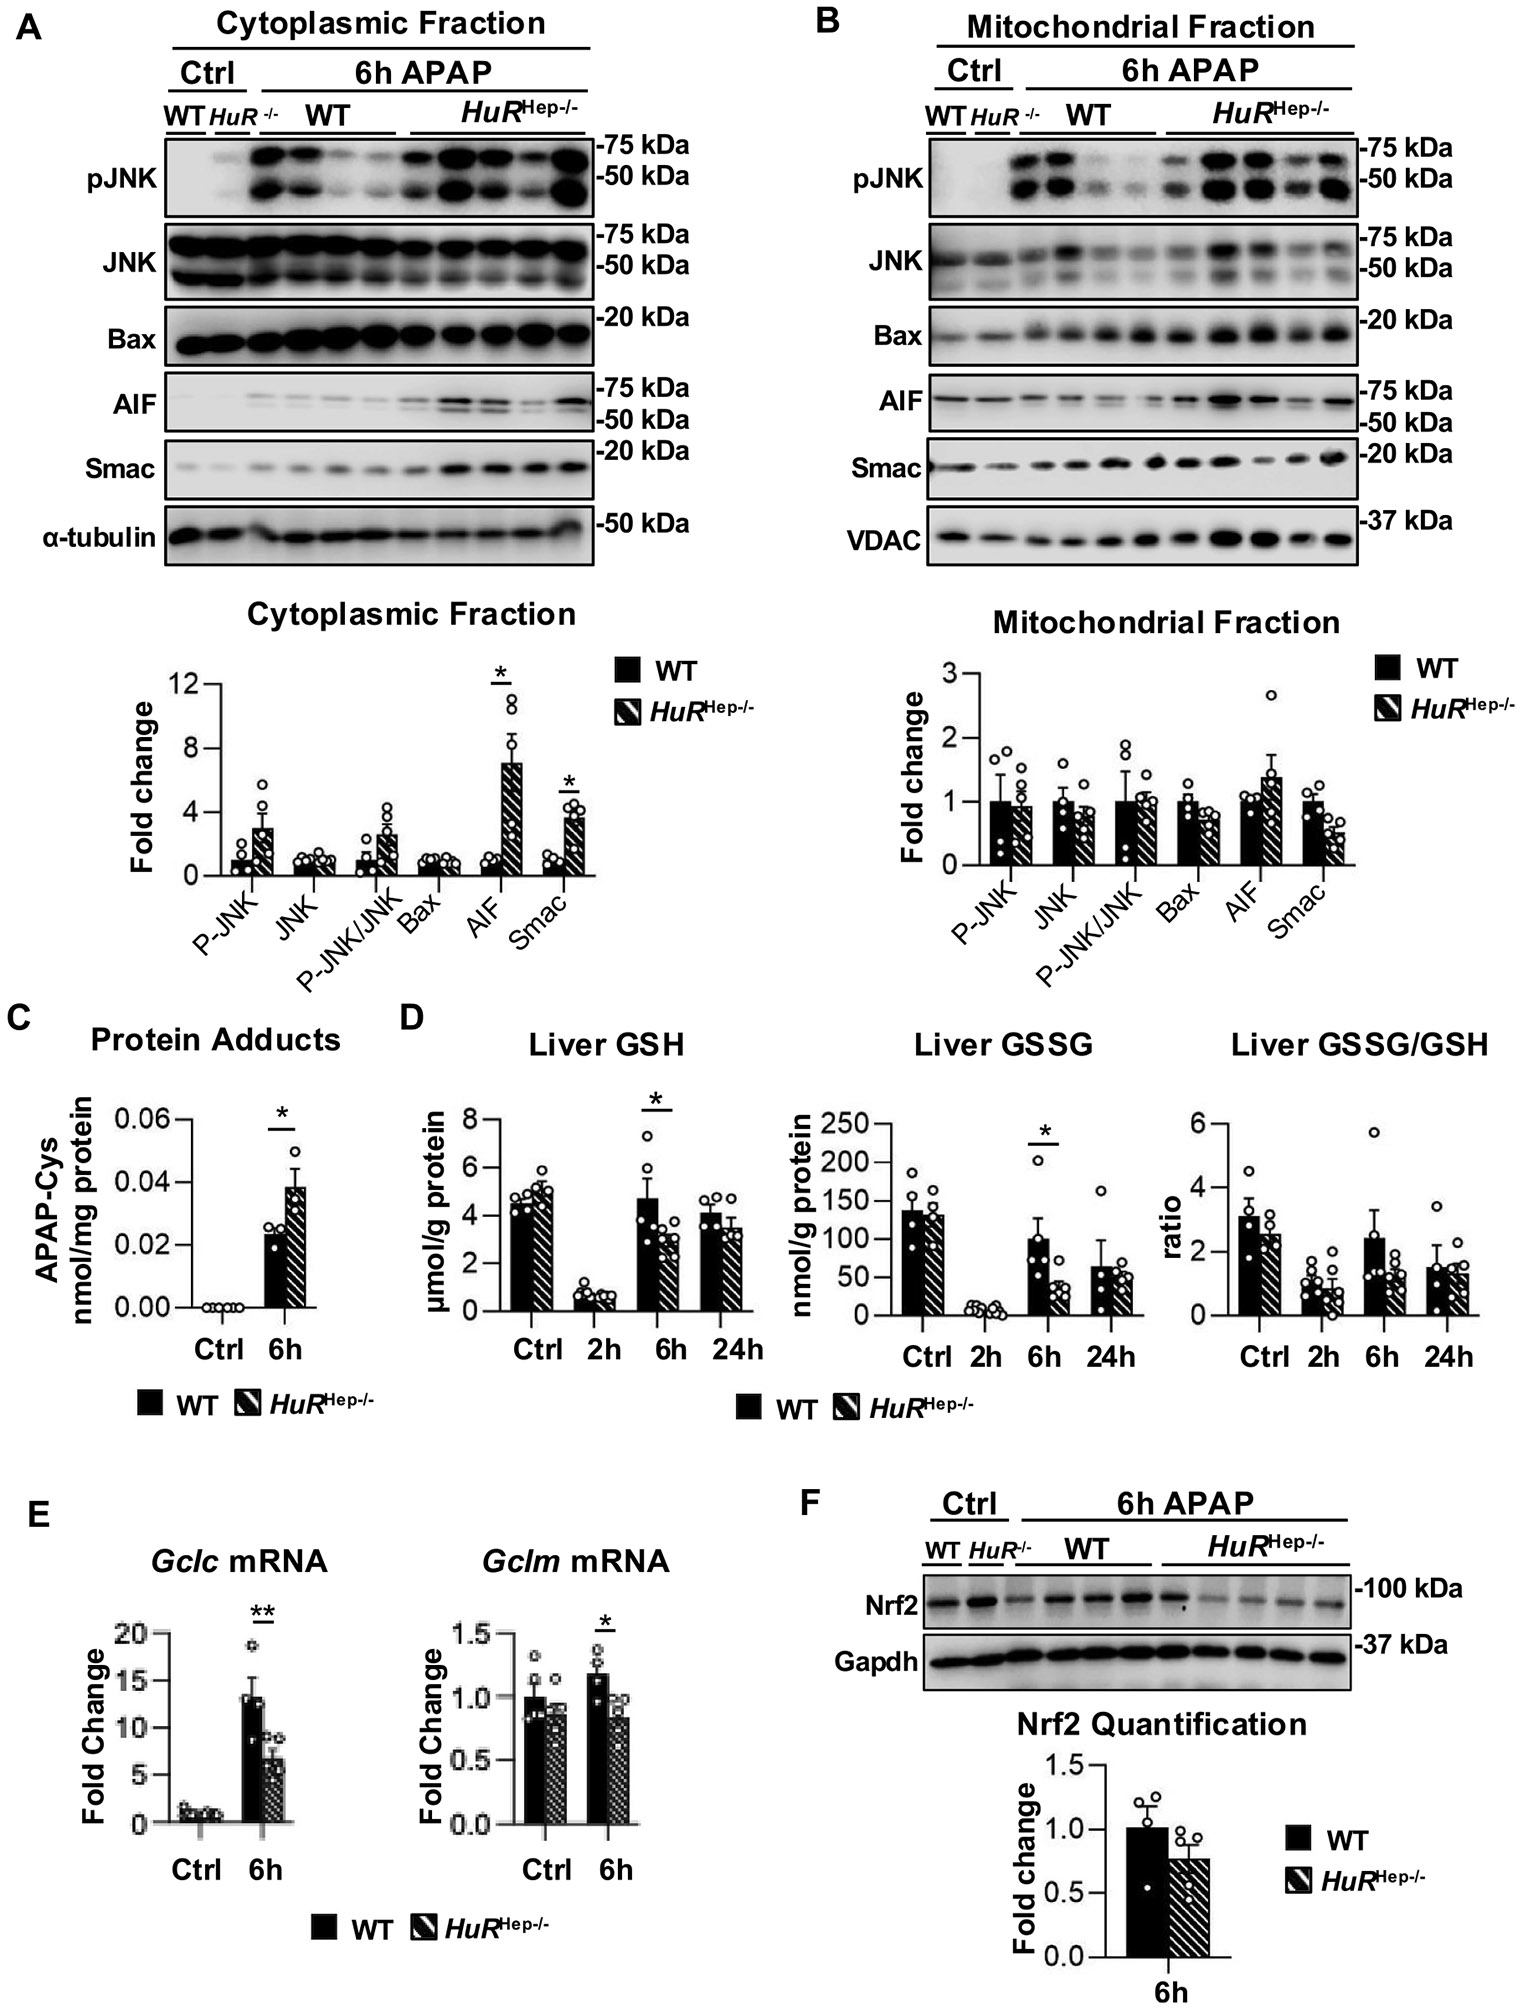
Persistent mitochondrial dysfunction, enhanced APAP-protein adduct accumulation, and impaired glutathione recovery in *HuR*^Hep−/−^ h after APAP overdose. (A-B) Western blot analysis of proteins isolated from cytoplasmic (A) and mitochondrial (B) liver fractions collected 6 h after APAP overdose. Protein levels were quantified densitometrically and normalized to α-tubulin (cytosolic) or VDAC (mitochondrial). (C) High performance liquid chromatography (HPLC) quantification of APAP-protein adducts (APAP-Cys) in WT and *HuR*^Hep−/−^ livers at 6 h after APAP overdose. (D) Hepatic glutathione (GSH) and oxidized glutathione (GSSG) levels measured using a modified Tietze method at indicated time points following APAP overdose. (E) qPCR analysis of liver *Gclc* and *Gclm* mRNA expression over time following APAP overdose. (F) Western blot analysis of Nrf2 in livers collected 6 h after APAP treatment. Protein levels were normalized to Gapdh. Data are represented as mean ± SEM. In A-F, n = 4–5 mice per group. Each data point represents an individual mouse. In E, the amplification results were normalized to the expression of the housekeeping gene hypoxanthine guanine phosphoribosyl transferase 1 (*Hprt1*) and presented as fold change relative to the control group. Comparisons involving multiple genotypes and time points were analyzed using two-way ANOVA followed by Sidak’s multiple comparisons test. * p < 0.05, ** p < 0.01. Abbreviations: pJNK, phosphorylated c-Jun N-terminal kinase; AIF, apoptosis-inducing factor; VDAC, voltage-dependent anion-selective channel 1; GSH; glutathione; Gclc, glutamate cysteine ligase catalytic subunit; Gclm, glutamate cysteine ligase modifier subunit.

**Fig. 8.**
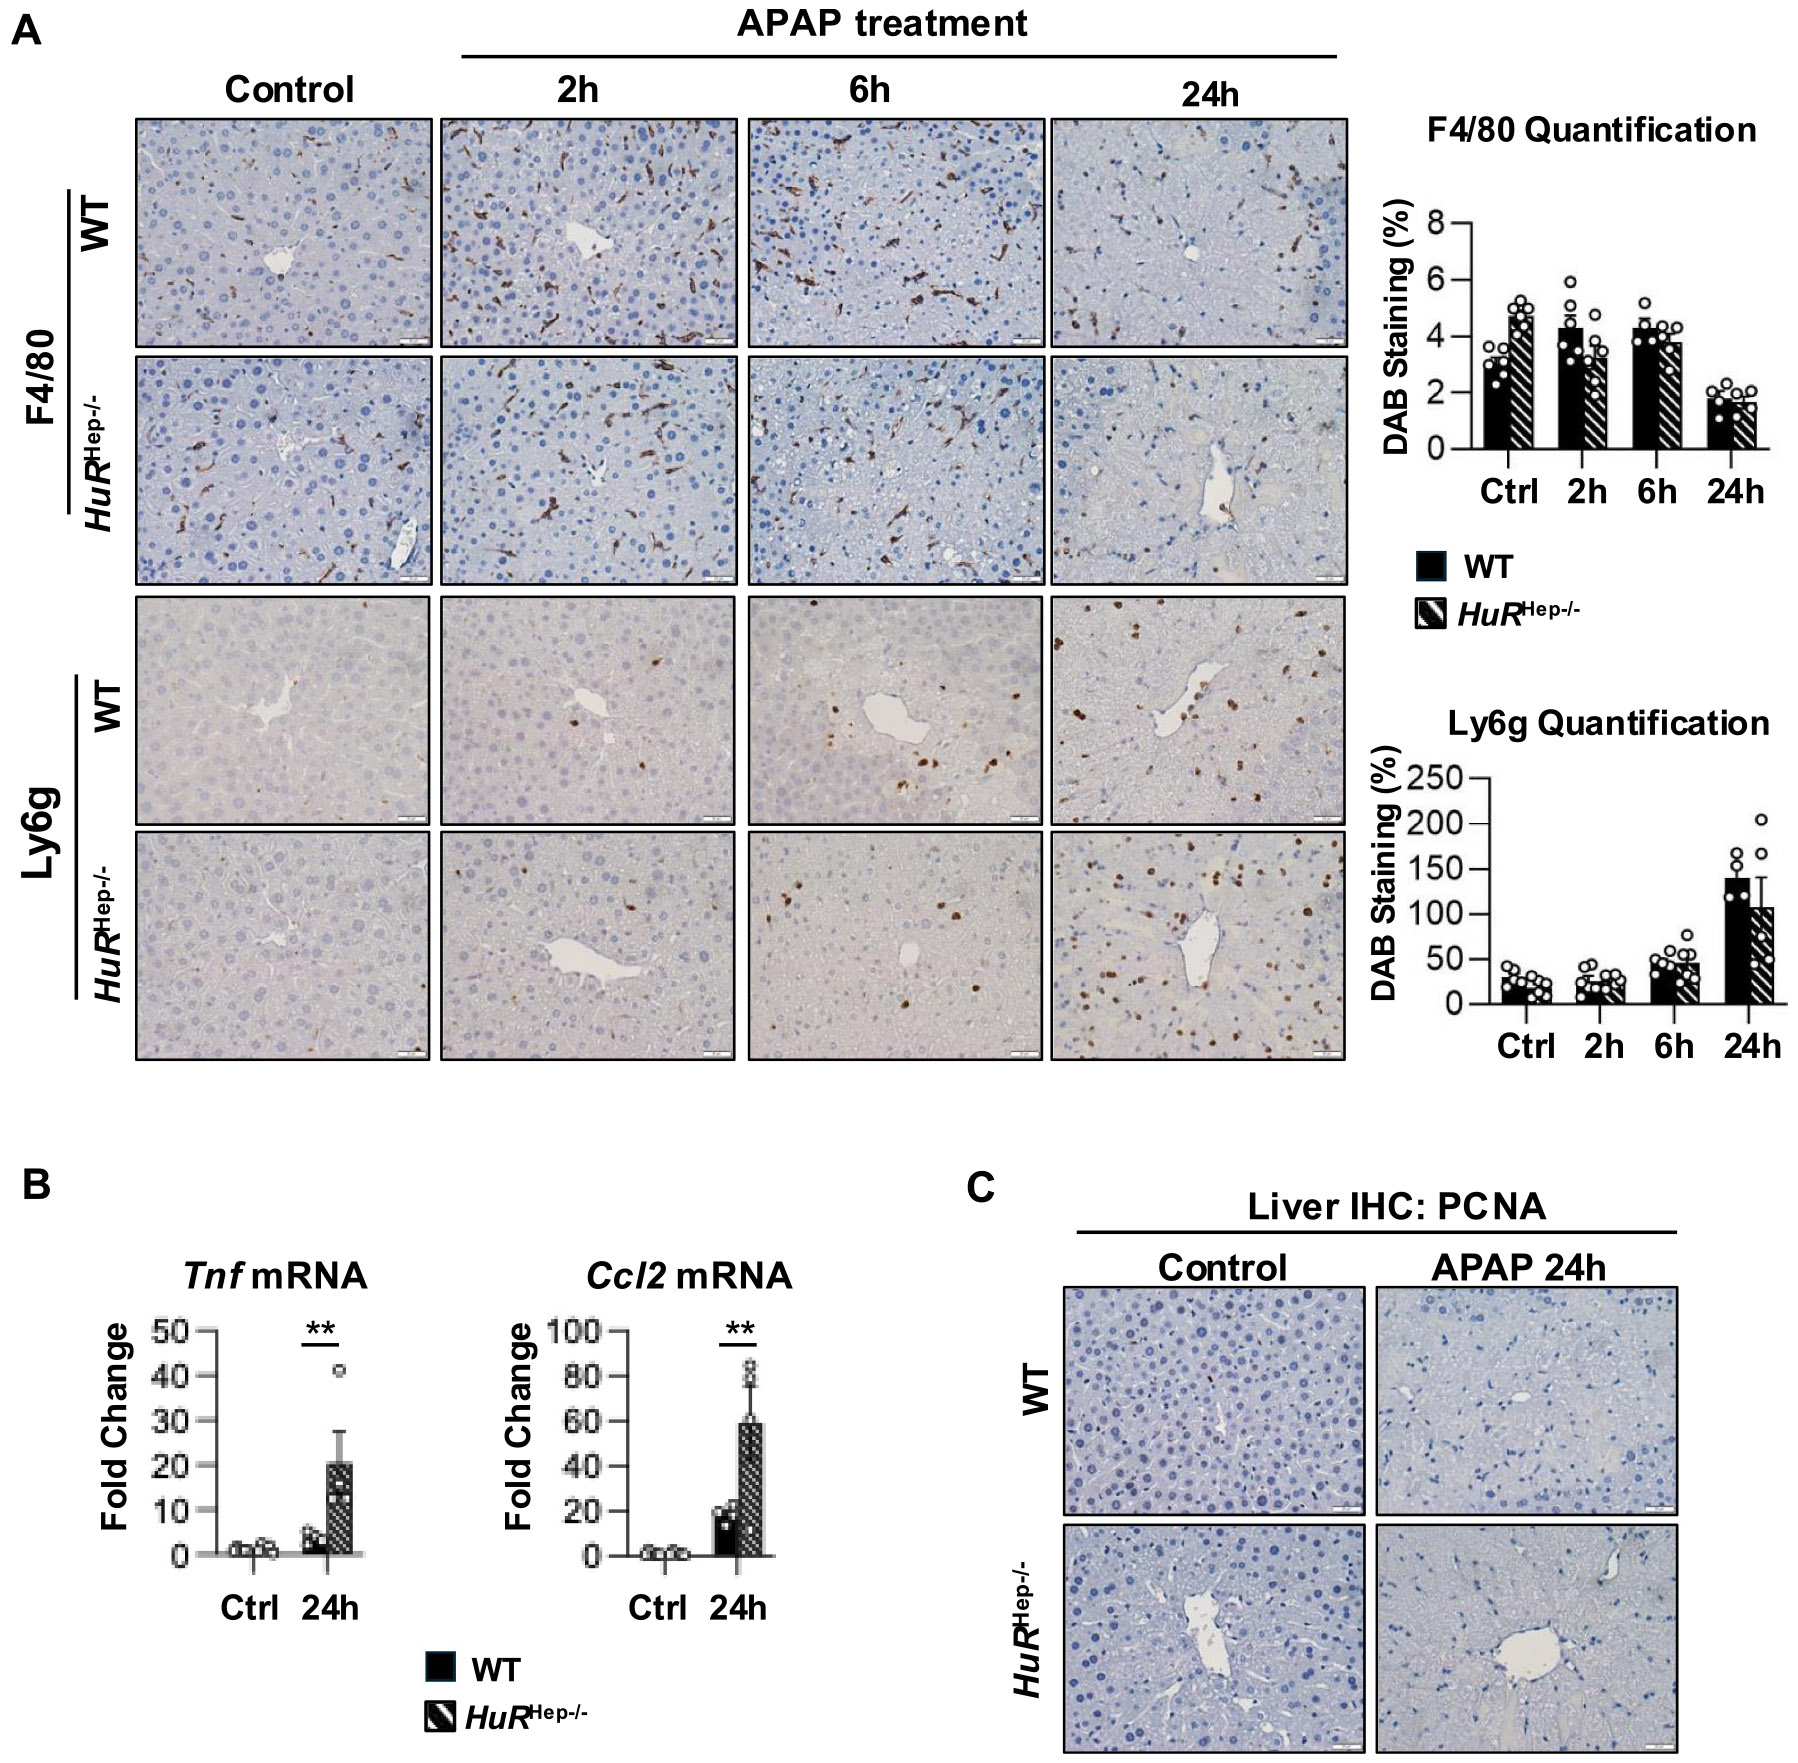
Loss of HuR enhances pro-inflammatory gene expression following APAP-overdose. (A) Representative IHC images of liver sections stained for F4/80 (top) and Ly6g (bottom). Percent positive staining area and neutrophil number were quantified using Image J. (B) qPCR analysis of hepatic *Ccl2* and *Tnfa* mRNA expression. (C) Representative IHC images of liver sections stained for PCNA. Data are represented as mean ± SEM. In A-C, n = 3–5 mice per group. Each data point represents an individual mouse. The amplification results were normalized to the expression of the housekeeping gene hypoxanthine guanine phosphoribosyl transferase 1 (*Hprt1*) and presented as fold change relative to the control group. Comparisons involving multiple genotypes and time points were analyzed using twoway ANOVA followed by Sidak’s multiple comparisons test. * p < 0.05, ** p < 0.01. Abbreviations: Ly6g, lymphocyte antigen 6; DAB, 3,3’-diaminobenzidine; Ccl2, C-C motif chemokine ligand 2; Tnfa, tumor necrosis factor alpha.

**Fig. 9.**
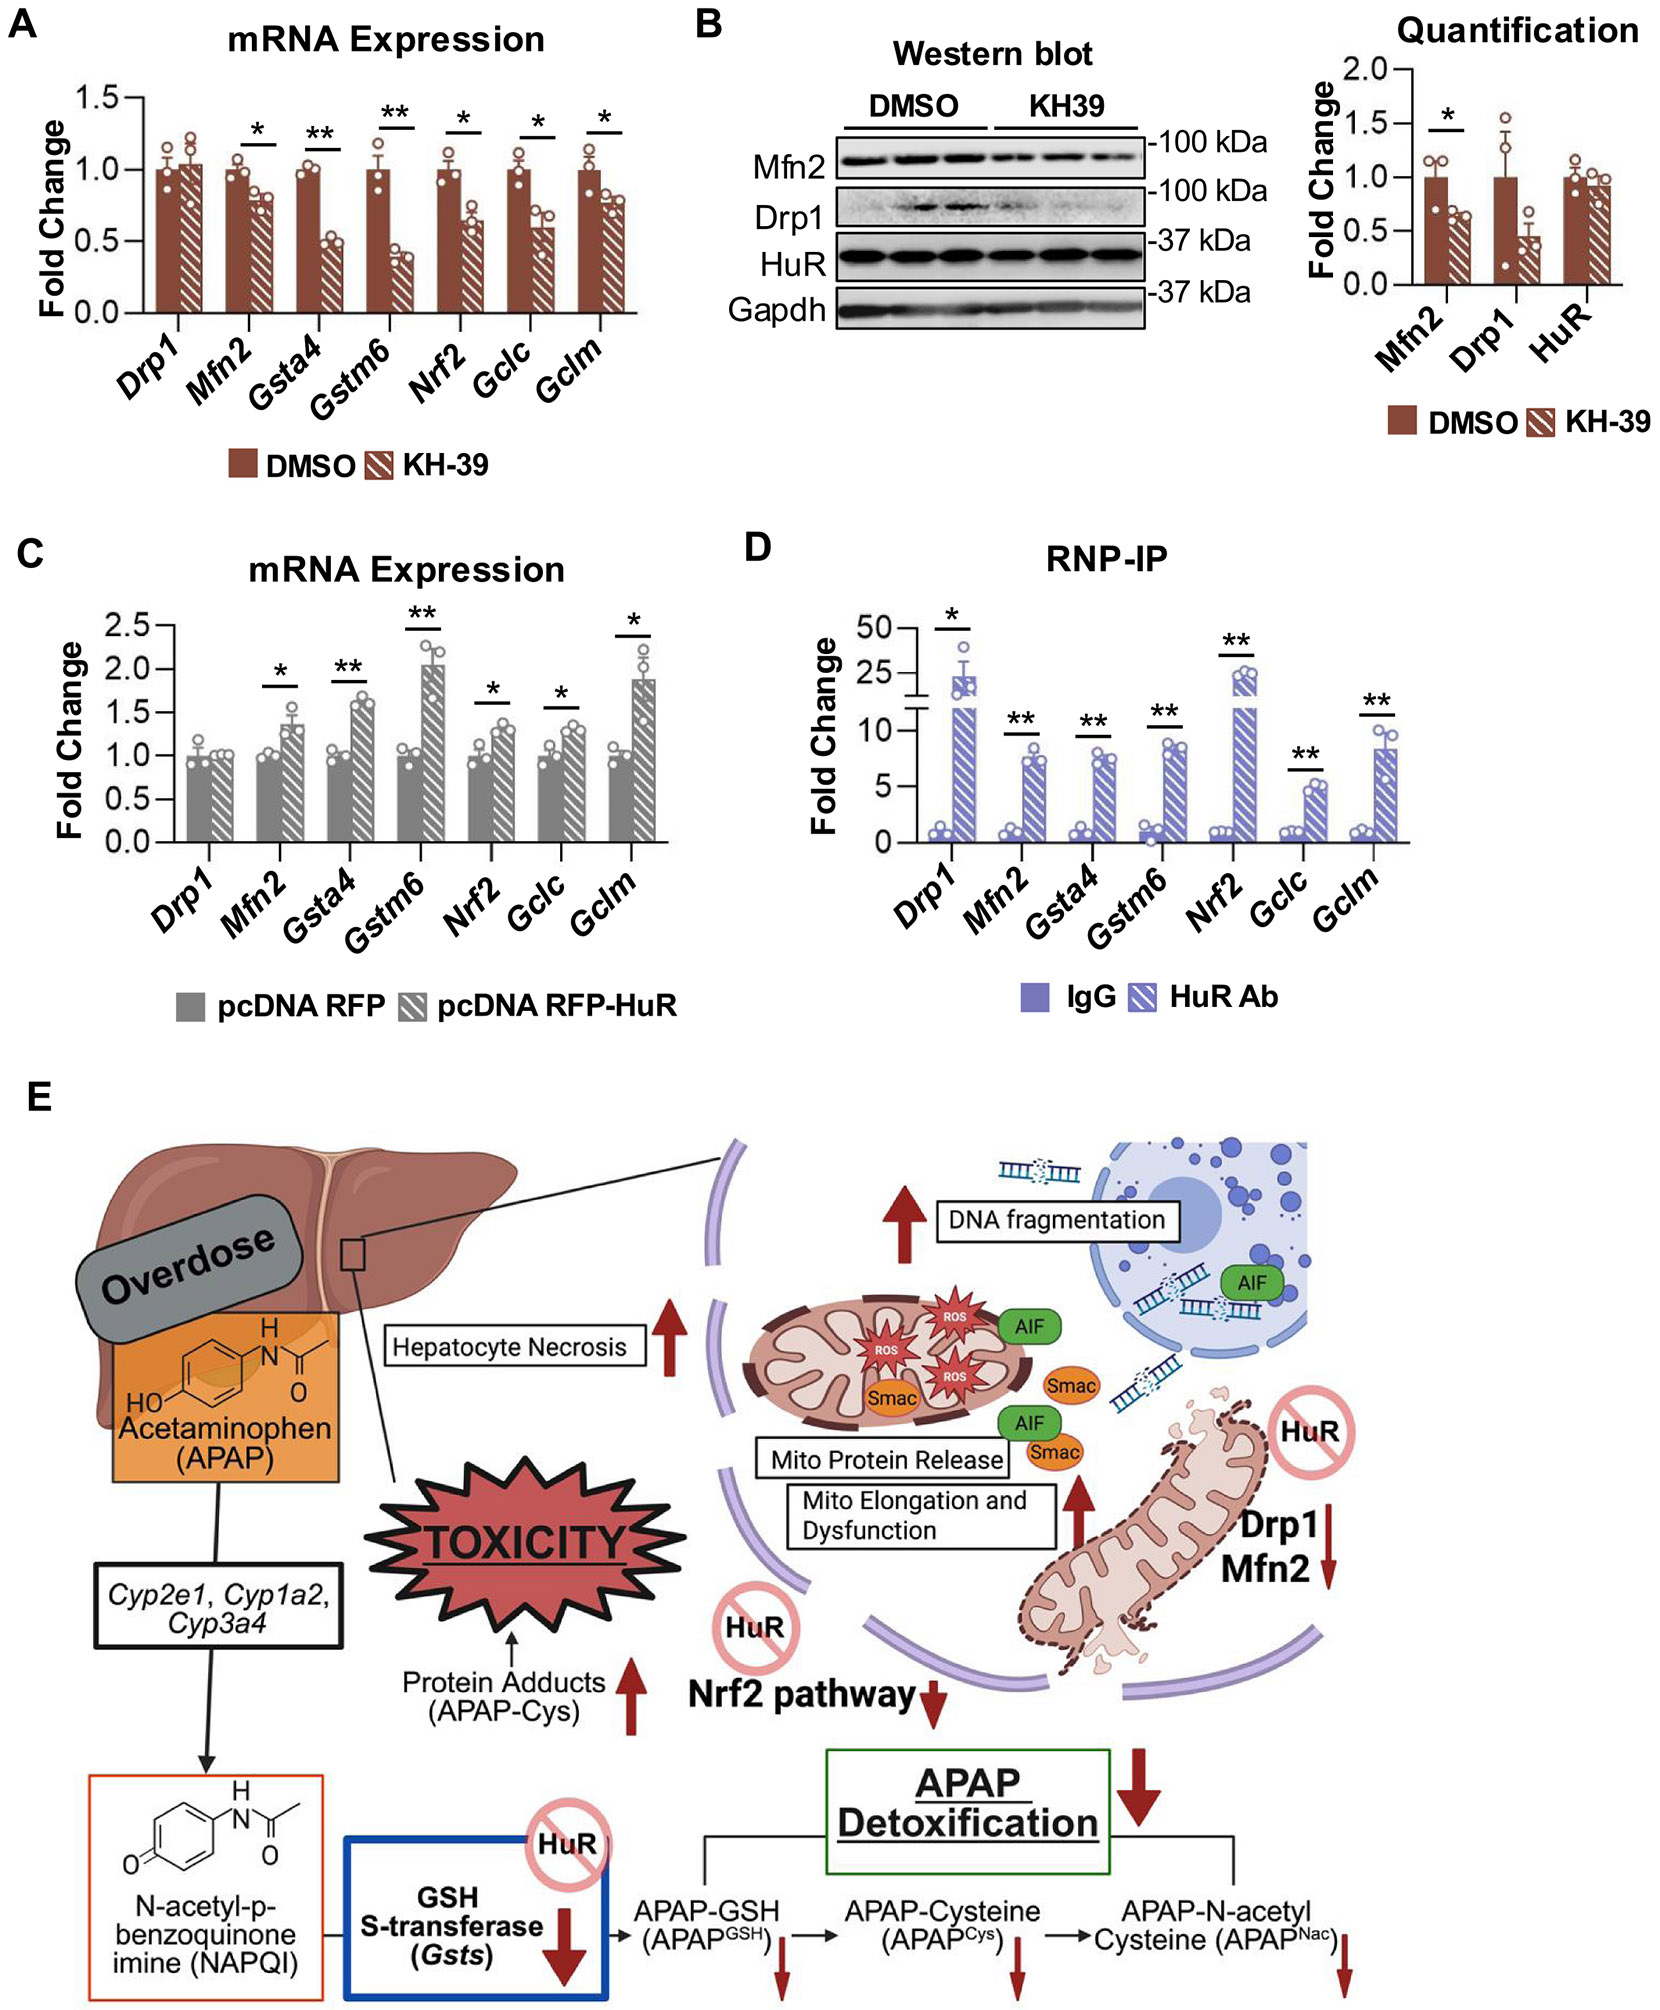
Validation of HuR target genes involved in mitochondrial dynamics, detoxification, and antioxidant responses. (A-B) Hepa1-6 cells were treated with the HuR inhibitor KH-39 (10 μM) for 48 h, with DMSO as the vehicle control. For each condition, cells were plated and treated in triplicate. mRNA expression was analyzed by qPCR (A), and protein levels were assessed by Western blot (B). Data are presented as mean ± SEM (n = 3 per group). (C) Hepa1-6 cells were transfected with pcDNA RFP-HuR expression plasmid for 24 h, with pcDNA RFP used as the vector control. Cells were treated in triplicate, and mRNA expression was analyzed by qPCR. Data are presented as mean ± SEM (n = 3 per group). (D) Ribonucleoprotein immunoprecipitation (RNP-IP) was performed in Hepa1-6 cells using anti-HuR or isotype IgG control antibodies, followed by qPCR analysis. Enrichment of target transcripts in HuR immunoprecipitates relative to IgG controls was calculated after normalization to the corresponding input samples. Data are presented as mean ± SEM, n = 3 technical replicates per group for qPCR. Statistical differences between two groups were analyzed using an unpaired two-tailed Student’s *t*-test. RNA-IP experiments were independently repeated twice using cells from separate culture dishes to confirm reproducible HuR binding; one representative experiment is shown in (D), and the second set is presented in Supplemental Fig 4B. (E) Schematic depicting how loss of hepatocyte HuR amplifies APAP-induced liver injury through coordinated defects in xenobiotic metabolism and mitochondrial homeostasis. HuR deficiency reduces glutathione S-transferases (Gsts) expression and disrupts APAP detoxification, leading to increased NAPQI burden and enhanced APAP-protein adduct formation. Concomitantly, impaired induction of glutathione synthesis delays GSH recovery, further limiting detoxification capacity. HuR loss also dysregulates mitochondrial dynamics by reducing Drp1 and Mfn2 expression, resulting in abnormal mitochondrial morphology, compromised respiratory function, and increased mitochondrial membrane permeabilization. These defects promote mitochondrial protein release and nuclear DNA fragmentation, thereby intensifying hepatocyte necrosis and overall liver injury in *HuR*^Hep−/−^ male mice. Abbreviations: NAPQI, N-acetyl-p-benzoquinone imine; Gst, glutathione S-transferase; GSH, glutathione; Mfn2, mitofusion 2; Drp1, dynamin-related protein 1; RNP-IP, Ribonucleoprotein immunoprecipitation.

## Data Availability

Data will be made available on request.

## Appendix A. Supporting information

Supplementary data associated with this article can be found in the online version at doi:10.1016/j.tox.2026.154480.

# Supplementary material for: Dysregulation of xenobiotic metabolism and mitochondrial dysfunction exacerbate acetaminophen-induced hepatotoxicity in human antigen R-deficient male mice
**Source:** Toxicology. Author manuscript; Available in PMC 2026 May 27.
**Supplement:** Supplementary material

# Supplementary table S1:

| *Mouse gene name* | Sequence |
| --- | --- |
| *Ccl2* | F: 5’- TTAAAAACCTGGATCGGAACCAA-3’  R: 5’- GCATTAGCTTCAGATTTACGGGT-3’ |
| *Gsta4* | F: 5’- TGATTGCCGTGGCTCCATTTA-3’  R: 5’- CAACGAGAAAAGCCTCTCCGT-3’ |
| *Gstm6* | F: 5’- TTGGAGAACAGGGTCATGGAC-3’  R: 5’- GGGTTCAAACATTCGATGCTGA-3’ |
| *Elavl1* | F: 5’- GGATGACATTGGGAGAACGAAT-3’  R: 5’- TGTCCTGCTACTTTATCCCGAA-3’ |
| *Gapdh* | F: 5’- AGGTCGGTGTGAACGGATTTG-3’  R: 5’- TGTAGACCATGTAGTTGAGGTCA-3’ |
| *Gclc* | F: 5’- GGGGTGACGAGGTGGAGTA-3’  R: 5’- GTTGGGGTTTGTCCTCTCCC-3’ |
| *Gclm* | F: 5’- AGGAGCTTCGGGACTGTATCC-3’  R: 5’- GGGACATGGTGCATTCCAAAA-3’ |
| *Hprt1* | F: 5’- CGTCGTGATTAGCGATGATGA-3’  R: 5’- CACACAGAGGGCCACAATGT-3’ |
| *Drp1* | F: 5’- CAAGGTTTTCTCGCCCAACG -3’  R: 5’- CTGCCCTTACCATCTGGATCTA -3’ |
| *Mfn2* | F: 5’- CTGGGGACCGGATCTTCTTC -3’  R: 5’- CTGCCTCTCGAAATTCTGAAACT -3’ |
| *Nfe2l2* | F: 5’- TCTTGGAGTAAGTCGAGAAGTGT-3’  R: 5’- GTTGAAACTGAGCAAAAAAGGC-3’ |
| *Tnfa* | F: 5’- CGTGGAACTGGCAGAAGAG-3’  R: 5’- ACAAGCAGGAATGAGAAGAGG-3’ |

**Supplementary Figure 1.** Caspase 3 cleavage was not detected in mouse livers following APAP-overdose. Proteins isolated from male livers collected at indicated time points following 200 mg/kg APAP were analyzed by Western blot. n=3 mice per group. Abbreviations: Caspase 3-CP, Caspase3 cleavage product.

**Supplementary Figure 2.** H&E-stained images of selected regions of interest (ROIs) used for FTIR analysis. Three ROIs located near the central vein were selected per animal, with three animals per group for spectral evaluation.

**Supplementary Figure 3.** Hepatocyte-specific *HuR* knockout does not alter electron transport chain (ETC) complex I-V protein expression but affects mitochondrial morphology and size. **(A)** Western blot analysis of mitochondrial OXPHOS complex proteins isolated from livers of WT and *HuR*^Hep-/-^. Protein levels were normalized to GAPDH and presented as fold change relative to the control groups. Data are presented as mean ± SEM, n = 4-6 mice per group. *p < 0.05, **p < 0.01. **(B)** Quantification of mitochondrial circularity and surface area of individual mitochondria in livers from WT and *HuR*^Hep-/-^ under untreated conditions and at 2, 6, and 24 hours following 200 mg/kg APAP administration. Data are presented as mean ± SEM; each symbol represents an individual mitochondrion. *p < 0.05, **p < 0.01.

**Supplementary Figure 4.** Overexpression HuR in Hepa 1-6 cells and validation of HuR targets by Ribonucleoprotein immunoprecipitation (RNP-IP). (A) Hepa1-6 cells were transfected with pcDNA RFP-HuR expression plasmid for 24 hours, with pcDNA RFP used as the vector control. Cells were treated in triplicate and whole cell lysates were analyzed by Western blot. n = 3 per group. (B) RNP-IP was performed in Hepa1-6 cells using anti-HuR or isotype IgG control antibodies, followed by qPCR analysis. Enrichment of target transcripts in HuR immunoprecipitates relative to IgG controls was calculated after normalization to the corresponding input samples. Data are presented as mean ± SEM. Statistical differences between two groups were analyzed using an unpaired two-tailed Student’s t-test. RNA-IP experiments were independently repeated twice using cells from separate culture dishes to confirm reproducible HuR binding.

How the deposited data were processed for this re-analysis (not part of the article)

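Bulk RNA-seq was measured in livers of 12 male mice, 3 in each of 4 groups: chow WT, chow *HuR* Hep-/-, and WT and *HuR* Hep-/- mice fed a diet high in fat, cholesterol and fructose (HFCF) for 16 weeks. The groups are those of the deposited labels. The paper reports on the 6 chow livers, and the HFCF livers are used in the closing section alone. Labels and paper differ on the mice. The paper gives a cross with albumin-Cre mice and an age of 8 to 10 weeks, and the labels give a viral Cre in floxed mice of 4 to 6 months.

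The authors aligned the reads in CLC Genomics Workbench to GRCm38.p6 and deposited read counts per gene in 2 tables, without normalization. The values are whole numbers written as text, with a comma as digit separator in 21506 values of the chow table and 23123 of the HFCF table. After removing the comma, 0 values were other than whole numbers. The chow table lists 20775 genes and the HFCF table 22709, of which 20093 are in both. Of their Ensembl identifiers, 20703 and 22617 matched a symbol of the GENCODE annotation. Gene names turned into dates, 23 in the chow table and 27 in the HFCF table, were replaced through the identifiers. The authors' filter on genes without counts is unknown, and no gene in either table had 0 counts in all libraries. Total counts per library ran from 30071731 to 35949203. No pair of libraries held the same counts.

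Because the tables hold text with commas, their unit was recorded as other than plain counts, and the test named in the design fixed beforehand, a quasi-likelihood test for counts, was not used. The test used instead was limma on log2 CPM, counts as a share of the library total, computed here from the deposited counts with a pseudocount of 0.5 and TMM factors. TMM, RLE and upper-quartile factors were written anew, with trims of 0.3 and 0.05 for TMM. Genes entered with the equivalent of 10 counts in the median library in at least 3 libraries and 15 counts in all, which left 13526 genes in chow, 14295 in HFCF and 14535 of the genes in both tables. The variance trend was fitted, and p-values were adjusted by Benjamini-Hochberg. DEGs had an adjusted p of at most 0.05, a fold change of at least 1.5 and at least 10 counts over each group, which stands in for the paper's RPKM limit. The difference between the diets was tested as an interaction over 12 libraries. The CLC test and IPA were not used here.

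Sets of genes were written from gene names before the data were examined, 16 for pathways and 14 for cell types, zonation, sampling time, sex-biased expression and dedifferentiation. They were tested with limma's camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment within each family of sets.

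The genes named were chosen by a rule set at the same time: *Elavl1*, the genes of Fig. 4B, other called *Gst* genes, 17 genes the paper names elsewhere, the 5 called genes with the largest rise and the 5 with the largest fall in chow without overlap between groups and with a mean normalized count of at least 100, 3 and 3 in HFCF, 3 and 3 of xenobiotic metabolism in chow, and the 5 genes with the smallest p for the difference between diets. Fewer were available among xenobiotic genes that rose.

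The fits were tested on simulated counts with known changes, at a log2 fold change of 1.58 either way for single genes. Of 194 changed genes, 181 were called in chow, of 196 in HFCF 182, and of 196 changed in the interaction 119, beside 8, 11 and 9 unchanged genes. In each of chow, HFCF and the interaction, 1 lowered set of 30 genes (medians -0.50, -0.59 and -0.52) was called by camera with either correlation and by fry, and 0 of 20 unchanged sets were. In those simulated data genes varied independently, so this does not show how often real sets of correlated genes are called without a change, and camera at the preset correlation was also run on other splits and relabelings of the real libraries. With 3 mice per group an exact permutation test of 1 gene cannot give a p under 0.1. All 10 splits of the 6 livers of each diet were refitted, and 100 of the 200 relabelings of genotype within diets, the real one included.

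Shared sequence was measured as the share of words of 31 bases of each named gene's longest GENCODE transcript that occur in transcripts of other genes. Read length is not given in the tables, so this is a guide and not the authors' counting.

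The alternatives were RLE and upper-quartile factors, other filters, the replicate number as a block, a fit on all 12 libraries, thresholds without the fold change, a test against a fold change of 1.5, no count minimum, other set tests and leaving out each library. Added after the data were examined were voom weights and a pseudocount of 2, for the named genes the filter of at least 10 counts in every library, for *Elavl1* the RLE and upper-quartile factors, the filters and the fit on 12 libraries, and all alternatives to the sets that differ between the diets. These choices came on top of the design. Fits were run in R 4.3.3 with limma 3.58.1, and the other steps in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.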

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

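The tests of explanations for the *Elavl1* result, apart from the one of shared sequence, were chosen only after that result was seen. So were the tests of explanations for the result on male-biased genes, apart from the relabelings. The groups are those of the labels, which the transcript of the targeted gene goes against, so every direction below is that of livers labelled *HuR* Hep-/- against livers labelled WT.

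From quantitative PCR (Fig. 2A) the paper reports that *HuR* was efficiently depleted in *HuR* Hep-/- livers. It also shows a Western blot of HuR protein (Fig. 4E), which RNA counts do not measure. Whether the mice of those figures are the ones sequenced is not shown. *Elavl1*, which encodes HuR, was not lower but higher in the livers labelled *HuR* Hep-/-, in RNA-seq counts for this gene that the paper does not report. Its log2 fold change was 0.41 in chow (adjusted p = 0.0219 from limma) and 0.38 in HFCF (standard error 0.072, adjusted p = 0.0327 from limma). In HFCF the normalized counts were 913 ± 58.3 in livers labelled WT and 1190 ± 39.3 in livers labelled *HuR* Hep-/- (SD, n = 3 per group), from raw counts of 904, 791 and 849 against 1299, 1242 and 1271. The change did not differ between the diets (difference -0.0044, adjusted p = 0.99 from limma). In the fits that left out 1 mouse, 2 of 6 in chow and 1 of 6 in HFCF (without WT replicate 3, adjusted p = 0.0282) had an adjusted p of at most 0.05, over a range of 0.0282 to 0.119 in HFCF. The tables argue against several technical explanations. With every library thinned to the smallest total, the log2 fold change in chow was 0.41. With trends on GC content and gene length removed it was 0.37. A share of 0.000876 of its 31-base words occurs in other genes, so reads from paralogs are too few. A single mislabelled library is excluded, since 6 of 6 livers labelled *HuR* Hep-/- had more *Elavl1* than every liver labelled WT of their diet. A lower share of hepatocytes would raise markers of all other cell types alike, but the medians of Kupffer cell and sinusoidal endothelial markers lay 0.50 apart (standard error 0.069). These were the highest and lowest of the sets compared, and the gap argues only against a lower share of hepatocytes alone. A gain of particular other cells stays open. In chow all 13 Kupffer cell markers were higher (median 0.41), and hepatocyte markers had a median of -0.22. An exchange of the genotype labels in both tables stays open. Under it *Elavl1* would be 24.8% lower in the livers with the deletion, and the counts hold no other measure of the deletion, so it cannot be told apart from the labels as given. Transcript made from the recombined allele, which counts over the whole gene would include, stays open and untested, as does an effect of the genotype itself.

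The HFCF livers, which the paper does not report on, held 523 DEGs among 14295 tested genes, 314 higher and 209 lower in livers labelled *HuR* Hep-/-. All 523 had groups without overlap, as did 36.8% of all tested genes, where chance gives 10%. Of the 10 splits of the 6 livers, 1 gave as many, the real one, and the other splits gave 0. With 10 splits the share cannot fall under 0.1, so the splits alone do not exclude chance in the grouping. Without *HuR* Hep-/- replicate 1 the count was 29, and without WT replicate 3 it was 857. The tables argue against library size (460 DEGs with every library thinned to the smallest total), the 20 genes with the most counts (518 without them), GC content and gene length (433 with their trends removed), animals of both sexes (6 of 6 libraries had more counts on *Ddx3y*, at least 1309, than on *Xist*, at most 3) and a lower share of hepatocytes alone (cholangiocyte and sinusoidal endothelial markers 1.35 apart, standard error 0.236). A different time of sampling stays open, since 1 of 18 circadian genes was a DEG (one-sided Fisher's exact test, p = 0.489). The genotype, and the virus or cross used to make it, stay open as untested explanations.

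The change with genotype differed between the diets in 15 of 30 sets by camera, tested as an interaction. The medians of the difference, HFCF minus chow, were 0.48 for the *Gst* family (adjusted p = 0.00682), 0.25 for CAR and PXR targets, -0.11 for fatty acid beta-oxidation, -0.16 for the acute phase response, -0.40 for cholesterol biosynthesis, 0.35 for macrophage genes and -0.10 for mitochondrial dynamics. For markers they were 0.11 for sinusoidal endothelial cells, 0.83 for stellate cells and myofibroblasts, 1.12 for cholangiocytes, 0.75 for B and T cells, -0.29 for pericentral hepatocytes, -1.35 for male-biased genes (adjusted p = 2.18e-12), 1.03 for female-biased genes and 1.15 for dedifferentiation and fetal genes. With at least 10 counts in every library 3 of these medians were much nearer 0, at -0.0031 for dedifferentiation and fetal genes, 0.18 for female-biased genes and 0.12 for CAR and PXR targets, and these sets were not called, so their size depends on the filter. Over 7 alternatives the adjusted p of these 3 sets ran from 0.00861 to 0.791, from 0.000432 to 0.352 and from 0.0197 to 0.623, and it was past the threshold in 2, 4 and 3. Of the other called sets, mitochondrial dynamics was past the threshold in 2 of the 7, macrophage genes and B and T cells in 4 each, and the rest in 5 each. The size of most of the 15 also depended on single libraries. Over 12 fits that each left out 1 library, the median ran from 0.094 to 0.60 for macrophage genes (past the threshold in 7), from -0.53 to -0.14 for cholesterol biosynthesis (12), from 0.0073 to 0.27 for sinusoidal endothelial cells (8), from 0.38 to 1.04 for stellate cells and myofibroblasts (12), from -0.27 to -0.061 for the acute phase response (5), from 0.12 to 0.46 for CAR and PXR targets (6), from -0.15 to -0.088 for beta-oxidation (10), from -0.18 to -0.089 for mitochondrial dynamics (6), from 0.27 to 0.54 for the *Gst* family (11), from 0.39 to 1.57 for dedifferentiation and fetal genes (10), from 0.53 to 0.85 for B and T cells (12), from 0.85 to 1.37 for cholangiocytes (12), from -0.37 to -0.18 for pericentral hepatocytes (12), from -1.602 to -1.04 for male-biased (12) and from 0.85 to 1.27 for female-biased genes (12). No set was called by fry or with an estimated correlation. With 1 library left out, camera called 2 (without HFCF *HuR* Hep-/- replicate 1) to 9 (without HFCF *HuR* Hep-/- replicate 3) pathway sets and 7 to 8 marker sets. Relabeling the genotypes within the diets gave as many sets in 25 of 100 relabelings (median of the others 10, highest 25), so chance in the grouping is among the explanations the tests leave. The median of the *Gst* family was as far from 0 in 3 of 100 relabelings. No single gene differed between the diets at an adjusted p of at most 0.05, beside 2083 of 14535 genes at an unadjusted p under 0.05. As many as 2083 were found in 10 of 100 relabelings, and all 100 gave at least the count of 0. Thinning the libraries, leaving out the 20 genes with the most counts and removing trends on GC content and length gave 0, 0 and 0 genes, which decides nothing about a count of 0. Of the 5 genes of Fig. 4B, 5 had a positive difference, 3 past the threshold adjusted over the list alone and 0 over all genes tested. The paper chose these 5 as repressed in the same chow livers, and that choice by itself tends to make the difference positive. These counts are therefore not independent evidence, and neither is the median of the *Gst* family, which holds these genes.

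Male-biased genes were lower in HFCF livers labelled *HuR* Hep-/- (25 of 25 tested, median -1.10, adjusted p = 1.24e-08 from camera) and not in chow (26 genes, median -0.030, adjusted p = 0.978). The difference was as far from 0 in 5 of 100 relabelings, so chance in the grouping may explain it at a share of 0.05. The tables argue against animals of both sexes (6 of 6 HFCF libraries had more counts on *Ddx3y* than on *Xist*), against the genes with the most counts (median -1.16 without the top 20) and against paralogs that share reads as the whole explanation (median -0.84, standard error 0.268, over the 9 members with little shared sequence, 9 of 9 lower). The set was not called by fry (adjusted p = 0.0741) or with an estimated correlation. An effect of genotype and diet on sex-biased expression stays a hypothesis that was not tested further.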

How the results depend on the processing

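The tests with voom weights and a pseudocount of 2, for the named genes the filter of at least 10 counts in every library, and for *Elavl1* other scalings, filters and the fit on 12 libraries, were chosen only after the data were seen. The same holds for the alternatives to the sets that differ between the diets. The DESeq2 Wald test and the edgeR tests named in the design were not run, because the tables were not recorded as plain counts. Limma's tests stand in their place, and the test against a fold change of 1.5 was limma's.

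Of chow differentially expressed genes, 562 were found by the adjusted p alone (303 higher, 259 lower) and 6 by the test against a fold change of 1.5 (3 higher, 3 lower), both thresholds that differ by construction. The other alternatives, apart from the replicate block, gave 251 to 408 genes, with 264 of the 302 among the 408 of the fit on 12 libraries. Across the 6 fits that each left out 1 library the count ran from 8 (without *HuR* Hep-/- replicate 2) to 330 (without *HuR* Hep-/- replicate 3), with 4 to 174 higher and 4 to 156 lower. These fits have fewer samples, but why single livers weigh so much was not tested. The self-test on simulated data, with all 6 libraries, recovered 181 of 194 changed genes. Its planted log2 fold change was 1.58, so it does not show the recovery of changes near the threshold of 0.58.

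Of HFCF differentially expressed genes, 965 were found by the adjusted p alone (561 lower) and 11 by the test against a fold change of 1.5 (6 higher, 5 lower). The number of HFCF differentially expressed genes, higher in HuRHep-/- livers, was 490 instead of 314 in the fit on all 12 libraries, and the cause was not tested. Without 1 library the count ran from 29 (without *HuR* Hep-/- replicate 1) to 857 (without WT replicate 3), with 8 to 579 higher and 21 to 278 lower. For the difference between the diets 1 gene was found without a filter and 1 with voom weights, and 0 to 37 (without HFCF WT replicate 3) with 1 library left out. The cause was not tested.

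The choice of set test moved the calls most. With an estimated correlation 0 pathway and 0 marker sets were called in chow, 0 and 0 in HFCF and 0 and 0 for the difference between the diets. Under fry these numbers were 0 and 0, 2 and 3, and 0 and 0. Under both tests the medians, which do not depend on the test, were unchanged in chow at -0.26 for the *Gst* family, -0.21 for xenobiotic metabolism, -0.21 without the *Gst* genes, -0.24 for *Cyp1* to *Cyp3*, -0.22 for the *Ugt* family, -0.32 for CAR and PXR targets, -0.078 for beta-oxidation, 0.18 for the acute phase response and 0.39 for macrophage genes, but the sets were not past the threshold. Their adjusted p was 0.0758 to 0.25 under fry and 0.553 with an estimated correlation, and at most 0.0162 under the alternatives of scaling, filter and block. The nicotine degradation set, chow livers compared, was called without a filter (-0.15, adjusted p = 0.0265) and with at least 10 counts in every library (-0.12, adjusted p = 0.0491), within a range of 0.0265 to 0.553. Upper-quartile scaling called 4 pathway sets for the difference between the diets, where TMM called 7, and the filter of 10 counts in every library 5 marker sets, where the filter used called 8. The cause was not tested.

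With 1 library left out, 8 to 10 pathway and 1 to 3 marker sets were called in chow, 7 to 9 and 7 to 12 in HFCF and 2 to 9 and 7 to 8 for the difference. The medians ran from -0.32 to -0.084 for *Cyp1* to *Cyp3*, from -0.18 to -0.062 for nicotine degradation and from 0.034 to 0.23 for cholesterol biosynthesis, which crossed the threshold in 2, 1 and 1 of the 6 fits.

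The log2 fold change of *Elavl1* lay between 0.40 and 0.41 in chow and between 0.38 and 0.44 in HFCF over 8 alternatives each, with an adjusted p of at most 0.0454 in all of them. Without 1 library it lay between 0.36 and 0.43 in chow, past the threshold in 2 of 6 fits, and between 0.36 and 0.44 in HFCF, past it in 1 of 6. Among the named genes, 4 changed direction, each only with 1 library left out. *Cyp1a2* in chow was 0.036, 0.091 and 0.033 without WT replicate 1, *HuR* Hep-/- replicate 1 and *HuR* Hep-/- replicate 2. *Gclc* was -0.0033 and -0.028, and *Hmox1* -0.0062 and -0.034, without WT replicate 2 and *HuR* Hep-/- replicate 1. *Aifm1* was 0.022 without *HuR* Hep-/- replicate 2. Over all 6 fits *Cyp1a2* ran from -0.20 to 0.091, *Gclc* from -0.028 to 0.17, *Hmox1* from -0.034 to 0.30 and *Aifm1* from -0.080 to 0.022. In the reversed fits the adjusted p was at least 0.793, and the cause was not tested.

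Medians of sets changed sign as well. Under other settings this held for 1 of 30 sets in chow, 3 in HFCF and 5 for the difference between the diets, and with 1 library left out for 10, 7 and 8. Of all these sets 1 was called with the settings used, dedifferentiation and fetal genes for the difference between the diets. The sets that follow are examples. With at least 10 counts in every library, the median difference between the diets was -0.0031 for dedifferentiation and fetal genes, where the filter used gave 1.15, and -0.043 for nicotine degradation, where it gave 0.072. In HFCF the median of CAR and PXR targets ran from -0.044 to 0.067 over the alternatives, and in chow that of male-biased genes from -0.19 to 0.23 with 1 library left out. The same filter lowered the difference between the diets from 1.03 to 0.18 for female-biased genes and from 0.25 to 0.12 for CAR and PXR targets, and these were then not called. The cause was not tested.

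Among values of named genes, 5 grew stronger and 7 weaker across the threshold under the other alternatives, and 9 grew stronger and 79 weaker with 1 library left out. The depth limits genes with few counts, and *Ccl2* and *Tnf* did not pass the filter in chow.

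Whether equal replicate numbers pair the livers was checked by the correlation, across genes, of the residuals of livers of either genotype. It was -0.028, 0.11 and -0.016 for equal numbers in chow and 0.099, 0.21 and 0.089 in HFCF. Unequal numbers gave -0.15 to 0.15 in chow, so pairs do not show there. In HFCF unequal numbers gave -0.14 to 0.034, all below the equal ones, so pairs in HFCF stay open. With the replicate number as a block there were 225 DEGs in chow and 764 in HFCF (497 higher), and *Gsta2* and *Gsta4* had an adjusted p of 0.0431 and 0.0324.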

Differences from the paper's values

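The fold changes of the 5 genes in Fig. 4B, read by eye, do not differ from those found here by more than the replicate spread. The statements below differ in a call or a direction. From quantitative PCR (Fig. 2A) the paper reports that *HuR* was efficiently depleted in *HuR* Hep-/- livers. Here *Elavl1* was higher in the livers labelled *HuR* Hep-/-, with a log2 fold change of 0.41 in chow. The paper also shows a Western blot of HuR protein (Fig. 4E), which RNA counts do not measure. Whether the same mice were measured is not shown.

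The paper lists *Gsta1*, *Gsta2* and *Gsta4* among significantly repressed DEGs (Fig. 4B). Here they had log2 fold changes of -0.98, -1.01 and -0.71 with an adjusted p of 0.293, 0.0779 and 0.0692 from limma. Of 15 settings, 2 called *Gsta2* and *Gsta4*, namely the replicate block (adjusted p = 0.0431 and 0.0324) and the fit without WT replicate 2 (0.028 and 0.0474), both set before the data were examined. The other settings gave up to 0.244 and 0.216 with 1 library left out. None of the 15 called *Gsta1*. All 15 were limma fits on log2 CPM, and the CLC test that the paper used was not run. Whether the choice of test explains the differing calls is therefore left open. Adjusted over the list alone, *Gsta2* and *Gsta4* passed as well.

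Fig. 4A gives a negative Z-score to acute phase response signaling. The acute phase genes listed here had a higher median in the livers labelled *HuR* Hep-/- (0.18, 32 of 42 genes higher, adjusted p = 0.000458 from camera), and in every alternative the median was positive, from 0.14 to 0.29 with 1 library left out. The gene set of IPA is not used here. Its Z-score, which the paper reads as activation or inhibition of a pathway, is also another measure than a median fold change. The signs need not match.

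Fig. 4A lists cholesterol biosynthesis, LXR/RXR activation and nicotine degradation among dysregulated pathways. The sets written here were not called (adjusted p = 0.169, 0.45 and 0.0765 from camera). Cholesterol biosynthesis was called without WT replicate 3 (0.23, adjusted p = 0.0147). The nicotine degradation set, chow livers compared, was called without a filter on low counts (adjusted p = 0.0265), with at least 10 counts in every library (0.0491) and without *HuR* Hep-/- replicate 3 (0.00563). LXR targets were called in no setting. AhR targets, a pathway Fig. 4A lists without a Z-score, were not called either (adjusted p = 0.296), in any setting.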

Other observations

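The tests of male-biased and of *Gst* genes with little shared sequence, and of the direction in HFCF over relabelings, were chosen only after the result was seen, and the other tests in this part were not. Directions are those of livers labelled *HuR* Hep-/- against livers labelled WT, which the counts of *Elavl1* go against.

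The chow DEGs were held against technical explanations. Of the 10 splits of the 6 livers, 1 gave as many DEGs as the 302, the real one, and the others at most 1 gene. For sets the number of splits with a result as large was 2 for the called pathway sets (0 to 13 sets in other splits), 9 for the called marker sets, 1 for the median of xenobiotic metabolism and 3 for that of the *Gst* family. As 10 splits cannot give a share under 0.1, the splits alone do not exclude chance in the grouping for any of them. A test over both diets took the 302 genes with the smallest p in chow and followed their direction in the separate HFCF mice. With the real labels 276 of the 300 tested there (92.0%) moved the same way, and 1 of 100 relabelings of the genotypes within the diets gave as high a share, the real one (median of the others 51.01%, highest 83.7%). This argues against chance in the grouping for the chow genes with the smallest p as a group, but not for single genes or for the sets. Thinning every library to the smallest total left 294 DEGs, leaving out the 20 genes with the most counts (27.2% to 30.4% of all counts) left 300, and removing trends on GC content and gene length left 286, which argues against each as the whole explanation. In 6 of 6 libraries *Ddx3y* had at least 1340 counts and *Xist* at most 7, which argues against animals of both sexes. Kupffer cell and sinusoidal endothelial markers lay 0.50 apart (standard error 0.069), which argues against a lower share of hepatocytes alone. A different time of sampling stays open, since 0 of 18 circadian genes were DEGs (one-sided Fisher's exact test, p = 1) but a set of 18 genes is too small to exclude it. For the *Gst* family in chow, reads shared between paralogs are argued against as the whole explanation by the 14 members with little shared sequence (median -0.24, standard error 0.0787, 10 lower and 4 higher). For *Gsta1* and *Gsta2* they stay open. The summed counts of *Gsta1*, *Gsta2* and *Gm10639* had a log2 fold change of -0.98 in chow, but the sum lacks *Gm3776*, the gene closest to *Gsta1*, which the tables do not list. In HFCF that sum had a log2 fold change of 0.96 (standard error 0.768).

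Of 14 marker sets, 1 was called in chow, Kupffer cell markers (13 genes, 13 higher, median 0.41, adjusted p = 0.00199 from camera, not called by fry or with an estimated correlation). Without 1 library the median of these markers ran from 0.25 to 0.51, and the set was called in all 6 fits. Among the most abundant, chosen after their values were seen, *Clec4f* had 1730 ± 151 and 2362 ± 476 normalized counts, *Cd5l* 1460 ± 199 and 2514 ± 658 and *C1qa* 955 ± 159 and 1172 ± 285 (SD, n = 3 per group). None of the 13 was a DEG, and 11 are also in the macrophage set. The medians of the sets not called in chow were -0.22 for hepatocytes, -0.092 for sinusoidal endothelial cells, -0.048 for stellate cells and myofibroblasts, 0.14 for cholangiocytes, 0.34 for neutrophils, 0.13 for B and T cells, 0.021 for erythroid cells, 0.0059 for pericentral and -0.031 for periportal hepatocytes, -0.19 for circadian genes, -0.030 for male-biased, -0.32 for female-biased and 0.59 for dedifferentiation and fetal genes.

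In HFCF 10 of 14 marker sets were called, and 1 of 10 splits gave as many. The medians were 1.40 for cholangiocytes, 1.39 for dedifferentiation and fetal genes and 0.73 for neutrophils, the 3 sets also called by fry (adjusted p = 0.0298). They were 0.91 for stellate cells and myofibroblasts, 0.51 for Kupffer cells, 0.85 for B and T cells, -0.35 for pericentral hepatocytes, -0.18 for circadian genes, -1.10 for male-biased and 0.69 for female-biased genes. Without 1 library Kupffer cells ran from 0.30 to 0.72 (past the threshold in 3 of 6 fits) and circadian genes from -0.26 to -0.093 (2). Female-biased genes ran from 0.42 to 0.86 (3) and pericentral hepatocytes from -0.41 to -0.23 (4). The other called sets were past the threshold in all 6, with stellate cells and myofibroblasts from 0.44 to 1.06. Hepatocytes (-0.070), sinusoidal endothelial cells (0.045), erythroid cells (-0.018) and periportal hepatocytes (0.16) were not called.

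Of 16 pathway sets in HFCF, 8 were called, and 6 of 10 splits gave as many, so the number says little. The medians were -0.23 for fatty acid beta-oxidation and -0.42 for the *Ugt* family, both also called by fry (adjusted p = 0.00889). They were 0.68 for macrophage genes, -0.21 for xenobiotic metabolism, -0.24 without its *Gst* genes, -0.16 for mitochondrial dynamics, -0.20 for cholesterol biosynthesis and -0.23 for nicotine degradation. Over the 6 fits without 1 library, cholesterol biosynthesis ran from -0.32 to -0.033 (past the threshold in 4). Nicotine degradation ran from -0.28 to -0.12 (past it in 5), and the other called sets were past it in all 6. The sets not called were the *Gst* family (0.011), *Cyp1* to *Cyp3* (-0.20), the *Sult* family (-0.32), CAR and PXR targets (0.015), AhR targets (0.21), the acute phase response (0.11), LXR targets (-0.047) and glutathione synthesis with Nrf2 targets (0.26).

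The genes of Fig. 4B had log2 fold changes in HFCF of 1.30 (*Gsta1*), 0.64 (*Gsta2*), -0.059 (*Gsta4*), 0.080 (*Gstm6*) and -0.16 (*Gstm7*), with an adjusted p of at least 0.295. Of 17 genes the paper names elsewhere, 15 were tested in chow, without *Ccl2* and *Tnf*. Their log2 fold changes ran from -0.30 to 0.24, with 6 higher and 9 lower. None was past an adjusted p of 0.05 over all genes or adjusted over the list alone, and 3 had an unadjusted p under 0.05. In HFCF 16 were tested, and *Nfe2l2*, *Mfn2*, *Cyp2e1*, *Uqcrb* and *Opa1* passed adjusted over the list alone, against 3 over all genes tested. *Cyp2e1* was a DEG there, with 294208 ± 22064 and 175562 ± 32535 normalized counts (SD, n = 3 per group, log2 fold change -0.76, adjusted p = 0.0464 from limma).

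The largest rises among the HFCF DEGs were in *Cyp2a4* (log2 fold change 6.21), *Lrtm2* (5.63) and *H19* (5.27), and the largest falls in *Mup11* (-6.20), *Mup17* (-5.89) and *Mup9* (-5.38). WT replicate 3 differed from the other WT livers in these genes, with 3038 raw counts on *Mup11* against 39924 and 37559. Without it the log2 fold change of *Mup11* was -7.37 (adjusted p = 0.00101, within a range of 0.00101 to 0.102), and without *HuR* Hep-/- replicate 1 it was -5.95 (adjusted p = 0.102). All 6 genes had an adjusted p above 0.05 without WT replicate 1 and without each liver labelled *HuR* Hep-/- in turn, so that their calls rest on each of these livers. Much of the sequence of these *Mup* genes occurs in other genes (92.9% for *Mup11*, 86.2% for *Mup17* and 94.9% for *Mup9*), as does 58.1% of that of *Cyp2a4*, so reads may be counted on a paralog, but male-biased genes with little shared sequence were lower as well (median -0.84).

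The genes with the smallest p for the difference between diets were *Hectd2os* (1.48), *Dio1* (-1.17), *Mup19* (-4.65), *Gm49388* and *Cap2*, each with an adjusted p of 0.0616. In HFCF *Cap2* had 0 counts in all 3 livers labelled WT and *Gm49388* at most 2 in those labelled *HuR* Hep-/-, so no fold is given for them. Without HFCF WT replicate 3, 37 genes passed the threshold.

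Of the 302 chow DEGs, 301 were tested in HFCF, and 271 (90.0%) had the same direction there, against 64.04% of all tested genes. In both diets 86 genes were DEGs, 85 of them in the same direction, 35 higher and 50 lower. Both groups carried the floxed gene by the labels and by the paper, so a strain or donor variant linked to it would not separate them. A variant at another locus that differed between the groups would tend to place these genes on a single chromosome. Their smallest adjusted p over the chromosomes was 0.572 (Fisher's exact test), with 4 of the 86 on chromosome 8, where *Elavl1* lies. With 86 genes this does not exclude such a variant at another locus as part of the explanation.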
